# Changes in protein fluxes in skeletal muscle during sequential stages of muscle regeneration after acute injury in male mice

**DOI:** 10.1038/s41598-024-62115-x

**Published:** 2024-06-07

**Authors:** Alec Bizieff, Maggie Cheng, Kelvin Chang, Hussein Mohammed, Naveed Ziari, Edna Nyangau, Mark Fitch, Marc K. Hellerstein

**Keywords:** Muscle damage, Muscle injury, In-vivo regeneration, Flux proteomics, Stable isotope labeling, Mass spectrometry, Mass spectrometry, Muscle stem cells, Regeneration

## Abstract

Changes in protein turnover play an important role in dynamic physiological processes, including skeletal muscle regeneration, which occurs as an essential part of tissue repair after injury. The inability of muscle tissue to recapitulate this regenerative process can lead to the manifestation of clinical symptoms in various musculoskeletal diseases, including muscular dystrophies and pathological atrophy. Here, we employed a workflow that couples deuterated water (^2^H_2_O) administration with mass spectrometry (MS) to systematically measure in-vivo protein turnover rates across the muscle proteome in 8-week-old male C57BL6/J mice. We compared the turnover kinetics of over 100 proteins in response to cardiotoxin (CTX) induced muscle damage and regeneration at unique sequential stages along the regeneration timeline. This analysis is compared to gene expression data from mRNA-sequencing (mRNA-seq) from the same tissue. The data reveals quantitative protein flux signatures in response to necrotic damage, in addition to sequential differences in cell proliferation, energy metabolism, and contractile gene expression. Interestingly, the mRNA changes correlated poorly with changes in protein synthesis rates, consistent with post-transcriptional control mechanisms. In summary, the experiments described here reveal the signatures and timing of protein flux changes during skeletal muscle regeneration, as well as the inability of mRNA expression measurements to reveal changes in directly measured protein turnover rates. The results of this work described here provide a better understanding of the muscle regeneration process and could help to identify potential biomarkers or therapeutic targets.

## Introduction

A unique feature of skeletal muscle tissue is that it can recapitulate certain elements of embryonic myogenesis upon injury, by replacing damaged muscle fibers with newly formed ones. This is an important process that allows tissue to recover from and adapt to repeated bouts of stress, like those incurred during physical activity or exercise^1^. The regenerative capacity of skeletal muscle comes from a small portion of peripherally located progenitor stem cells, known as muscle satellite cells (MuSCs)^2–4^. An impairment in this repair process may contribute to signs and symptoms of musculoskeletal diseases such as muscular dystrophy and aging-related atrophy^5,6^. Understanding skeletal muscle regeneration can lead to rational countermeasures against the impairment of regenerative capacity.

Traditional abundance-based measurements can establish changes in protein expression. However, the transition from MuSCs to mature myofibers is a dynamic process that involves synchronized, time-dependent changes in protein fluxes. Traditional abundance-based measurements cannot capture the dimension of protein fluxes^7^. Skeletal muscle regeneration has been previously divided into distinct stages that follow a sequential order: initial tissue damage, inflammation-mediated immune response, activation/proliferation of MuSCs, differentiation of MuSCs to myofibers, and maturation of new myofibers into existing tissue^8^. To undergo complete skeletal muscle regeneration, the rates of protein synthesis and/or degradation must be altered in the transition from one stage to the next. A kinetic signature in the form of newly synthesized proteins may therefore be an identifiable characteristic of each stage.

Here, we employed a workflow or measurement technique to measure the kinetic signatures of each stage of muscle regeneration by in-vivo labeling of proteins with deuterium (^2^H) from deuterated “heavy” water (^2^H_2_O). Changes in abundances and patterns of mass isotopomers in skeletal muscle proteins were quantified by high-performance liquid chromatography (HPLC) single and tandem mass spectrometry (MS/MS) and used to measure changes in protein flux rates, based on combinatorial probabilities (mass isotopomer distribution analysis [MIDA]) as previously described^9–11^. We asked whether the use of this flux proteomics approach would identify global, group, and individual protein kinetic changes at each stage. This information on protein turnover rates was then compared to gene level expression values during in-vivo muscle regeneration. The overarching goal of this work was to expand the understanding of the in-vivo muscle regeneration process by elucidating protein flux signatures at various stages and comparing them to gene expression values. The information from this work can then be used to establish a reference for the identification of potential biomarkers or therapeutic targets in the various stages of muscle regeneration.

## Methods

### Male mouse experiments

#### Ethical approval

For this study, 20 male 8-week-old C57/BL6 mice (weighing 20–30 g) were purchased from Jackson Laboratory (Bar Harbor, ME) and housed at UC Berkeley’s Northwest Animal Facility. All animal housing and experiments in this study were approved by and carried out according to the Animal Care and Use Committee (ACUC) standards at UC Berkeley, Institutional Ethics Committee approval number: AUP-2014-12-7005-3. All groups of mice had unrestricted access to an ad libitum standard chow diet and 8% Deuterium drinking water (^2^H_2_O). ^2^H_2_O was provided to continually label the mice after a bolus intraperitoneal injection of 35 ml/gram bodyweight 99.1% ^2^H_2_O/0.9% saline solution at the beginning of the incubation to allow for stable enrichment levels during the entire labeling time course. Exclusion criteria were established before the experiments began and stated that if a mouse appeared to have issues accessing food or water due to the experimental model at any time during incubation, then they were removed from the study and sacrificed. No mice were excluded and sacrificed early due to any adverse reactions to these experiments. The authors confirm that all methods reported in this paper are reported in accordance with the ARRIVE 2.0 guidelines^12^.

#### CTX time course

The mice were randomly assigned to a group (n = 5 per group) that reflected the stage of muscle regeneration being measured (Proliferation Stage, Differentiation Stage, Maturation Stage, or Uninjured Control). No confounders were controlled for group randomization and researchers were blinded to experimental and control groups. CTX-treated groups received a dose of 50 µL 0.1 mg/mL CTX in sterile PBS/0.2% Meloxicam in the form of an intramuscular injection in the Tibialis Anterior (TA) muscle to one limb while the TA from the other limb was not injected. The day of CTX injection is called Day 0, and subsequent days allow for the toxin-induced muscle regeneration to occur. One group of mice did not receive CTX injection to serve as uninjured controls but did receive 3 days of stable isotope labeling alongside experimental groups. At specific time points along the muscle regeneration timeline after initial CTX injection pertaining to unique stages (Proliferation Stage: 4 days after injection, Differentiation Stage: 7 days after injection, Maturation Stage: 14 days after injection), animals were anesthetized by inhalation of a steady stream of 2.5% isoflurane in oxygen, sacrificed by cervical dislocation under anesthesia, and tissues were taken for analysis. To avoid bias from multiple analyses, all animals were entered into the study at the same time and age and sacrificed on Day 14 of the study. Muscle histology and protein expression via immunofluorescence was utilized to confirm each stage of muscle regeneration. After sacrifice, target tissues (multiple muscles including TA, blood [serum], kidneys, liver) were collected along with urine, as previously described^13^, for the following procedures.

#### Immunofluorescence

Briefly, tissues were harvested and snap-frozen in OCT. 10 µm sections were taken from the muscle’s mid-belly with a cryostat and placed on positively charged frosted slides for imaging. Slides with tissue sections were washed 3 times with PBS-T (0.1% Triton-X 100) for 5 min each and then air dried for 15 min at room temperature. Slides were blocked in buffer (10% Normal Donkey Serum (NDS) + 1% Bovine Serum Albumin (BSA) in PBS-T) for 1 h at room temperature. Primary antibodies (Embryonic Myosin Heavy Chain: #F1.652 clone, Developmental Studies Hybridoma Bank, University of Iowa, deposited by Blau, HM) 1:10. β-Laminin: #AF-3837, R&D Systems, 1:20) were added in the same buffer used to block the slides and allowed to incubate in a dark, humid container overnight at 4 °C. The next day, samples were washed 3 times with PBS-T for 5 min each. Secondary antibodies (Donkey anti Goat, Alexa Fluor 488, Abcam, #AB150129, 1:500. Donkey anti Mouse, Alexa Fluor 647, Abcam, #AB150107, 1:500) were added in the same buffer used to block the samples for 1 h at room temperature, in the dark. Samples were washed 3 more times with PBS-T for 5 min each, dried, and mounted with 3 drops of Fluoromount (Sigma Aldrich #F4680) mounting media and cover slips. A Zeiss Axioscope fluorescence microscope was used for fluorescent imaging.

#### Tissue histology

Hematoxylin and eosin staining was performed on 10 µm sections of regenerating muscle on positively charged glass slides, as previously described^14^ (DMD_M.1.2.007). Images were collected with a Zeiss Plan-Apochromat 20x/0.8NA (WD = 0.55 mm) M27 Biomarker Technology Core microscope. Imaging was conducted in a Zeiss Axio Scan.Z1 whole slide scanner objective lens in the brightfield mode with Hitachi HV-F202 camera.

#### Visual quantification of images

Quantification of images for visible muscle damage, tissue regeneration, and protein expression and protein level analysis via immunofluorescence was carried out using ImageJ software (https://imagej.nih.gov/). In brief, the entire surface area of the tissue was quantified with ImageJ and compared to either the entire surface area of the damaged/regenerating tissue or the number of myofibers expressing the protein of interest. Visible areas of freeze-fracture and tissue overlap in the images were excluded from surface area analysis. Also, protein levels of individual myofibers were measured and averaged by image staining intensity with the software. The individual doing the analysis was blinded by a Python script that generated random image codes for file names. Images were later decoded after visual quantification for analysis of each stage. Significance for all quantification analyses of tissue images was determined by One-Way ANOVA.

#### Body water determination

Mouse blood was distilled overnight upside down on a bead bath at 85 °C to evaporate out body water. Deuterium present in the body water was exchanged onto acetone, and deuterium enrichment in the body water was measured via gas chromatography mass-spectrometry (GC–MS), as previously described^15^.

### RNA-sequencing

#### RNA bulk isolation

Whole RNA transcripts were isolated from thawed aliquots of single muscle fibers with attached fiber-associated cells, such as satellite cells, according to manufacturer's instructions (Qiagen RNA Extraction Mini Kit, #74104), and RNA concentrations were obtained using a Nanodrop.

#### Sample collection and preparation

From the RNA sample to the final data, each step, including sample test, library preparation, and sequencing, influences the quality of the data, and data quality directly impacts the analysis results. To guarantee the reliability of the data, quality control (QC) is performed at each step of the procedure.

#### RNA quantification and qualification

RNA degradation and contamination was monitored on 1% agarose gels. RNA purity was checked using the NanoPhotometer^®^ spectrophotometer (IMPLEN, CA, USA). RNA integrity and quantitation were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

#### Library preparation for transcriptome sequencing

A total amount of 1 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, USA) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5×). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3ʹ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. To select cDNA fragments of preferentially 150–200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 μl USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system.

#### Clustering and sequencing

The clustering of the index-coded samples was performed on an Illumina Novaseq sequencer according to the manufacturer’s instructions. After cluster generation, the libraries were sequenced on the same machine and paired-end reads were generated.

### Sample digestion for proteomics

#### Muscle fiber isolation and CD45+ cell depletion via MACS

Tissues were snap-frozen after harvest in 0.5 mL of 10% DMSO in FBS and stored at – 80 °C until processing. Samples were thawed, buffer was removed, and individual muscle fibers were physically separated from whole muscle tissue, as previously described^16^. Single muscle fibers with attached fiber-associated cells were then depleted of infiltrating CD45+ cells by undergoing magnetic assisted cell sorting (MACS) mediated selective depletion, according to manufacturer's instructions (Miltenyi Biotec #130-052-301), before being processed for in-solution digestion.

#### Myofiber SDS solubilization + in-solution digestion of tissue

After MACS-mediated CD45+ cell depletion, a 150 µL aliquot of single muscle fibers with attached fiber-associated cells was brought up to 500 µL in 0.1% SDS solution and allowed to disassociate on a vortexer overnight at medium speed. The next day, samples were pulled off the vortexer, mixed with 7:1 v/v 100% ethanol:sample, vortexed, and placed at − 20 °C overnight to precipitate out proteins. The next day, samples were centrifuged 16,000*g* for 30 min at 4 °C to pellet out all protein. Supernatant was removed and protein pellet was resuspended in 100 µL 8 M Urea in 50 mM Ammonium Bicarbonate (pH 8.1) with agitation on vortexer at medium speed for 30 min at room temperature. A small portion of each sample was diluted, and protein concentration was then determined by the Pierce BCA protein assay kit (Thermo Fisher #23225) with BSA as standards. Up to 100 µg of protein was taken and volume adjusted up to 100 µL in 8 M Urea in 50 mM Ammonium Bicarbonate (pH 8.1). Tris-(2-carboxyethyl)-phosphine (TCEP) was added to make a final concentration of 10 mM and samples were agitated on a vortexer for 20 min at room temperature. Iodoacetamide (IAA) was added to make a final concentration of 20 mM, samples were vortexed briefly, and incubated at room temperature in the dark for 30 min. TCEP was added to make a final concentration of 4 mM to quench excess IAA and samples were diluted in 50 mM Ammonium Bicarbonate (pH 8.1) so that the final concentration of Urea was < 1 M. Proteomics-Grade Trypsin was added at a ratio of 1:50 trypsin to protein (Sigma Aldrich, #T6567). Samples were incubated at 37 °C overnight. The next day, formic acid was added at 5% of the final volume. Samples underwent Solid-Phase Extraction using Agilent C18 clean up columns (#A57203) to remove digested peptides from the digestion buffer. Peptides were eluted using 30% acetonitrile and speedvac’d until dry and re-suspended in 25 µL of 0.1% formic acid/3% acetonitrile/96.9% LC–MS grade water and transferred to LC–MS vials to be analyzed via LC–MS.

#### Mitochondria isolation for proteomics

After MACS-mediated CD45+ cell type depletion, a 150 µL aliquot of single muscle fibers with attached fiber-associated cells was used to isolate mitochondrial proteins according to manufacturer’s instructions (Thermo Fisher #89801). Protein pellets were resuspended in 50 mM Ammonium Bicarbonate (pH 8.1) and protein concentration was then determined by the Pierce BCA protein assay kit with BSA as standards. Up to 100 µg of protein was taken and volume adjusted to 100 µL in 50 mM Ammonium Bicarbonate (pH 8.1). TCEP was added to make a final concentration of 10 mM and samples were agitated on a vortexer for 20 min at room temperature. IAA was added to make a final concentration of 20 mM, samples were vortexed briefly, and incubated at room temperature in the dark for 30 min. TCEP was added to make a final concentration of 4 mM to quench excess IAA and samples were diluted in 50 mM Ammonium Bicarbonate (pH 8.1) up to 400 µL. Proteomics-Grade Trypsin was added at a ratio of 1:50 trypsin to protein. Samples were incubated at 37 °C overnight. The next day, formic acid was added at 5% of the final volume. Samples were centrifuged at 10,000*g* for 10 min at room temperature, and the supernatant was collected. Supernatant was speedvac’d until dry and re-suspended in 50 µL of 0.1% formic acid/3% acetonitrile/96.9% LC–MS grade water and transferred to LC–MS vials to be analyzed via LC–MS.

#### DNA incorporation of ^2^H

After MACS mediated CD45+ cell type depletion, a 150 µL aliquot of single muscle fibers with attached fiber-associated cells was used to extract DNA. DNA was derivatized and analyzed for deuterium enrichment in deoxyribose via gas chromatography mass spectrometry, as previously described^17,18^.

#### Liquid chromatography–mass spectrometry (LC–MS) analysis

Trypsin-digested peptides were analyzed on a 6550 quadropole time of flight (Q-ToF) mass spectrometer equipped with Chip Cube nano ESI source (Agilent Technologies). High performance liquid chromatography (HPLC) separated the peptides using capillary and nano binary flow. Mobile phases were 95% acetonitrile/0.1% formic acid in LC–MS grade water. Peptides were eluted at 350 nl/min flow rate with an 18-min LC gradient. Each sample was analyzed once for protein/peptide identification in data-dependent MS/MS mode and once for peptide isotope analysis in MS mode. Acquired MS/MS spectra were extracted and searched using Spectrum Mill Proteomics Workbench software (Agilent Technologies) and a mouse protein database (http://www.uniprot.org). Search results were validated with a global false discovery rate of 1%. A filtered list of peptides was collapsed into a nonredundant peptide formula database containing peptide elemental composition, mass, and retention time. This was used to extract mass isotope abundances (M_0_–M_3_) of each peptide from MS-only acquisition files with Mass Hunter Qualitative Analysis software (Agilent Technologies). Mass isotopomer distribution analysis (MIDA) was used to calculate peptide elemental composition and curve-fit parameters for predicting peptide isotope enrichment based on precursor body water enrichment (p) and the number (n) of amino acid C-H positions per peptide actively incorporating hydrogen (H) and deuterium (^2^H) from body water. Subsequent data handling was performed using python-based scripts, with input of precursor body water enrichment for each subject, to yield fractional synthesis rate (FSR) data at the protein level. FSR data were filtered to exclude protein measurements with fewer than 2 peptide isotope measurements per protein. Details of FSR calculations and data filtering criteria have been described in detail previously^11^.

#### Calculation of fractional replacement (f) and replacement rate constant (k) for individual proteins

Details of f calculations were previously described^11^**.**

#### Statistical analysis

Data filtering and calculations were performed according to previous reports^11^. Only those proteins that met analytic filtering criteria and that were present in at least 2 animals per group were included in comparisons and statistical analyses^19^. Individual proteins were also grouped into different functional clusters based on gene ontology origin using DAVID software from NIH website (https://david.ncifcrf.gov/tools.jsp) to determine which processes were affected at each stage^20^. Statistical significance of protein turnover comparisons was assessed by one of the following tests: (1) Global changes in mean protein turnover were compared across groups with a Student’s Unpaired T-Test, (2) a Binomial Test of the proportion of proteins showing a higher or lower value of FSR in relation to control for comparison of functional clusters across the regeneration timeline, as described previously^21^, or (3) the mean of individual proteins were compared across groups with a Student’s Unpaired T-Test with Benjamini–Hochberg correction for multiple comparisons or a One-Way ANOVA with Benjamini–Hochberg correction for multiple comparisons. Statistical significance of gene expression comparisons was assessed by one of the following tests: (1) a Binomial Test of the proportion of genes showing a higher or lower expression value in relation to control for comparison of functional clusters across the regeneration timeline, as described previously^22^, (2) correlation between mean individual protein turnover and mean individual gene expression was determined by simple linear regression equation with R^2^ value shown, or (3) the mean of individual genes were compared across groups with a Student’s Unpaired T-Test or a One-Way ANOVA with Benjamini–Hochberg correction for multiple comparisons. All statistical analysis was carried out by GraphPad Prism software (version 9.4) or Microsoft Excel (version 2021), *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001.

### Ethics approval and consent to participate

All mice were housed, and procedures were carried out according to the Animal Care and Use Committee (ACUC) standards in the animal facility at UC Berkeley.

## Results

### Time course and visualization of damage

To induce damage and subsequent in-vivo regeneration of the skeletal muscle, we injected CTX into the Tibialis Anterior (TA) muscle of one hind limb of each mouse^23,24^. Mice injected with CTX were separated into groups differing in the timing of ^2^H_2_O labeling relative to the time of initial injury (Fig. 1A). All animals started in the protocol at the same age and time, and were sacrificed on Day 14 after CTX injection. The “Proliferation Stage” group was administered both CTX and ^2^H_2_O on the same day (Day 10 after injury) and labeled continuously until sacrifice 4 days post-CTX injection (dpi) to capture the protein flux changes that occurred during initial tissue damage, inflammation-mediated immune response, and activation/proliferation of MuSCs. The “Differentiation Stage” group was injected with CTX on Day 7 after entry, with ^2^H_2_O given from 4 to 7 dpi to capture the protein flux changes that occurred in the tissue during MuSCs differentiation into newly formed myofibers and the beginning stages of tissue regeneration. The “Maturation Stage” received a CTX injection on Day 0 and ^2^H_2_O from 10 to 14 dpi (Day 10 to Day 14 after injury) to capture the reintegration of new myofibers into existing muscle, as well as the construction of surrounding structures to support newly formed tissue. Control groups (Uninjected) received no CTX injection but were administered ^2^H_2_O for 3 days (Day 11 to Day 14 after entry). These time points were selected based on expert opinion and previous literature^2,8^. Analysis of Hematoxylin & Eosin (H&E) staining of uninjured control tissue at the Proliferation stage (Fig. 1B), Differentiation stage (Fig. 1C), and Maturation stage (Fig. 1D) showed no structural changes to the tissue. The same analysis of the CTX injured tissue at 4 dpi demonstrated widespread myofiber fragmentation and extensive immune cell infiltration at the site of CTX injection (Fig. 1E), which decreased at the beginning stages of newly formed myofibers reintegrating back into unaffected tissue was evident at 7 dpi (Fig. 1F). Visual analysis at 14 dpi shows almost complete regeneration of damaged tissue, which is almost indistinguishable from unaffected tissue (Fig. 1G). Muscle regeneration has been found to be virtually complete after 14 dpi, as previously reported^25,26^.

**Figure 1:**
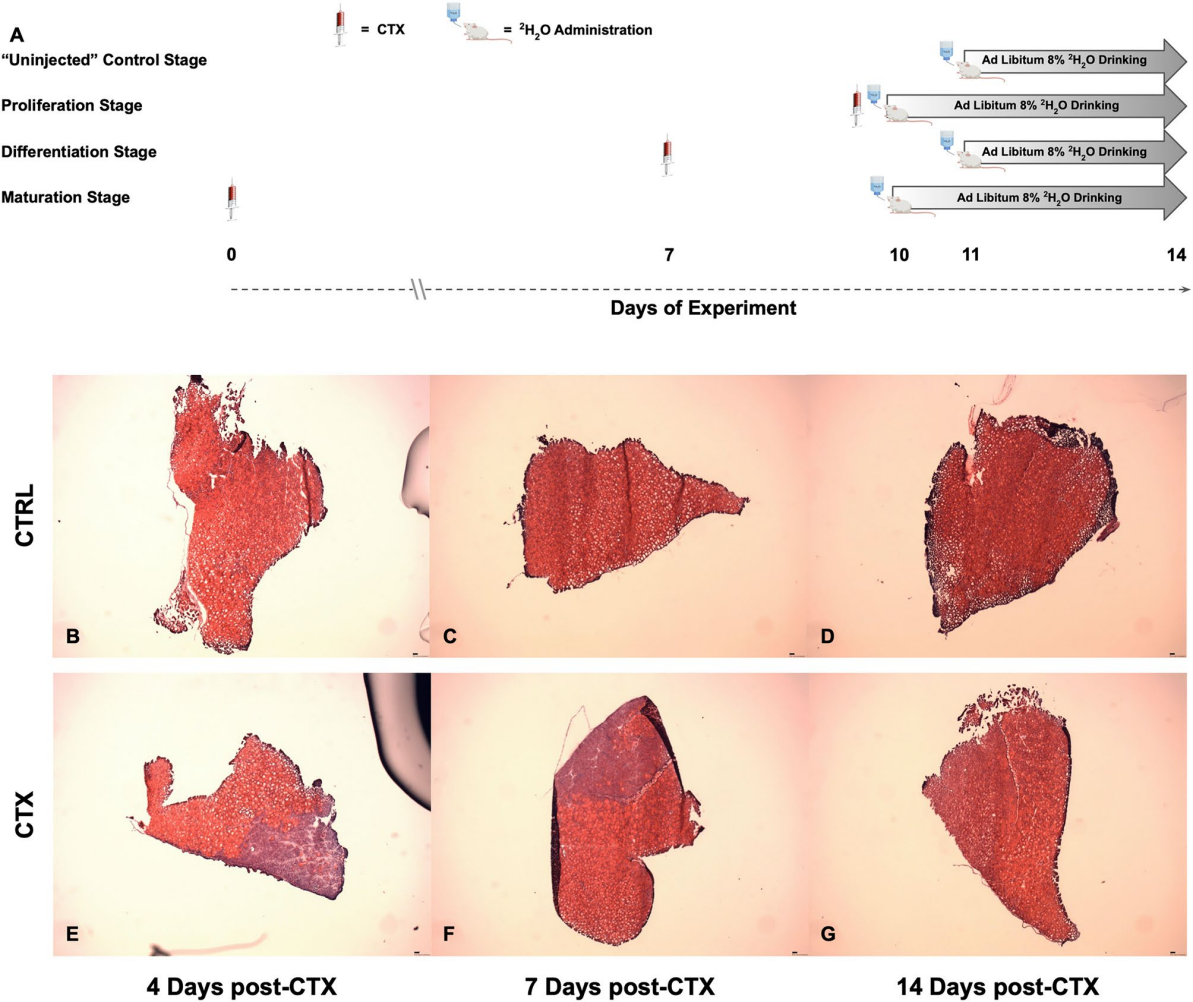
Time course layout and visualization of damage. (**A**) Overview of ^2^H_2_O labeling time course and definition of each stage based on days after CTX injection. Visualization of muscle regeneration from control muscle. (**B**) 4 days. (**C**) 7 days. (**D**) 14 days, and injured tissue. (**E**) 4 days. (**F**) 7 days. (**G**) 14 days after CTX injection. All images taken at ×5 magnification.

### DNA turnover (cell proliferation), histologic confirmation of regeneration, and expression of myogenic genes

Histologic quantification was carried out to confirm skeletal muscle regeneration after initial CTX damage. By H&E staining, the quantifiable fraction of damaged tissue decreased significantly (Proliferation Stage: avg. 38%, Differentiation Stage: avg 30%, p < 0.001 from Proliferation Stage; Maturation: no visible signs of damage, Fig. 2B, p < 0.001 from Proliferation Stage, p < 0.001 from Differentiation Stage) as a fraction of the entire tissue cross-sectional area (Fig. 2A). Another visual marker of skeletal muscle regeneration, myofibers with central nuclei, began forming as soon as 4 dpi, in congruence with previous findings (Fig. 2C)^26^. However, during the Differentiation Stage, the prevalence of central nuclei was significantly higher than the Proliferation Stage (Fig. 2D, p < 0.001), and decreased significantly after the Differentiation Stage transition to the Maturation Stage (Fig. 2D, p < 0.001). Along with visible quantifications of muscle regeneration, we also observed changes in cellular proliferation rates, measured by incorporation rates of ^2^H into DNA^17^. To avoid the infiltration of immune cells that proliferate around the damaged tissue in our measurements of ^2^H incorporation to DNA, single muscle fibers with attached fiber-associated cells were isolated from bulk tissue of all groups by enzymatic digestion and physical separation and then selectively depleted of leukocytes via MACS with CD45+ magnetic beads, as previously described^16^. The Proliferation Stage showed a high rate of incorporation of ^2^H in DNA, however, there was a significant drop in cellular proliferation during the Differentiation Stage and Maturation Stage in comparison to the Proliferation Stage (Proliferation Stage: avg. 44%, Differentiation Stage: avg 10%, p < 0.001 from Proliferation Stage; Maturation: avg 3%, p < 0.001 from Proliferation Stage) (Fig. 2E). These results were compared to measurements of gene expression from bulk RNA-seq values for known genes of myogenesis (Fig. 2F)^8^. 

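RNA sequencing compared mouse tibialis anterior muscle at 3 times of regeneration with uninjected muscle. Single muscle fibers with their attached fiber-associated cells were collected 4 days (Proliferation Stage), 7 days (Differentiation Stage) and 14 days (Maturation Stage) after 50 µL of cardiotoxin (CTX) at 0.1 mg/mL. The files hold 4 libraries for each of these stages and 3 Uninjected libraries, and each was treated as its own animal. The authors made the libraries from polyadenylated RNA, sequenced them as paired ends and deposited FPKM values, which are fragments per kilobase of gene, scaled by library. The number of fragments in genes behind each library was recovered from the steps in which its FPKM values rise. It was 5198422 to 7209339 (median 5955657) in the Proliferation Stage, 1471341 to 6293114 (median 3296733) in the Differentiation Stage, 1479309 to 5544570 (median 2342700) in the Maturation Stage and 2302643 to 4455119 (median 2662450) in the Uninjected group. From the FPKM values, log2(FPKM + 0.5) was compared between each stage and the Uninjected group with limma, over genes of at least 0.5 FPKM in at least 3 of the 7 libraries. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05, and the stages were compared with each other in a single fit of all 15 libraries. Beside it stands a two-sided exact permutation test of the difference in mean FPKM, over the 35 ways of dividing 7 libraries into 4 and 3, whose smallest p is 0.0286. Gene lists for cell types and pathways, written before the data were examined, were compared with all other genes by limma's camera at a preset correlation of 0.01, with p adjusted over the lists of a stage. Counts of listed genes are given over all genes tested and adjusted over the list alone. A listed gene near 0 in the Uninjected group was tested only where enough stage libraries reached 0.5 FPKM. In lists of such genes this favors calls of higher and a higher median. FPKM values are means ± SD over n = 4 libraries of a stage and n = 3 Uninjected libraries.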

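Myog, which encodes the transcription factor myogenin that commits myoblasts to fuse, rose from 2.98 ± 2.03 FPKM in the Uninjected group to 115 ± 59.9 in the Proliferation Stage and 72.0 ± 56.0 in the Differentiation Stage. Myod1, the gene of the myoblast factor MyoD, rose from 17.2 ± 5.68 FPKM to 62.2 ± 22.2 and then 35.6 ± 5.67. Myf5, another factor of the same family, was at 0.386 ± 0.395 FPKM in the Uninjected group, 3.24 ± 1.12 in the Proliferation Stage and 2.07 ± 0.552 in the Differentiation Stage, and both rises passed the test. Myf6, active in adult fibers, was at 62.1 ± 14.1, 59.9 ± 30.9 and 86.8 ± 11.7 FPKM, and Des, the gene of the intermediate filament desmin, at 1094 ± 179, 994 ± 395 and 1368 ± 327 FPKM. Neither of these changes passed the test (Myf6 log2 fold changes -0.29 at adjusted p = 0.725 and 0.50 at adjusted p = 0.126, Des -0.25 at adjusted p = 0.747 and 0.31 at adjusted p = 0.460). After quantile normalization both genes passed at the Differentiation Stage (Myf6 0.70 at adjusted p = 0.0210, Des 0.85 at adjusted p = 0.0123). The log2 fold change of Myog (ENSMUSG00000026459, chromosome 1 from 134289989 to 134292548 of GRCm38) was 5.10 at the Proliferation Stage (standard error 0.49, limma adjusted p = 0.000369) and 4.26 at the Differentiation Stage (standard error 0.61, adjusted p = 0.00257). That of Myod1 (ENSMUSG00000009471, chromosome 7 from 46376474 to 46379099) was 1.80 (standard error 0.36, adjusted p = 0.00925) and 1.06 (standard error 0.26, adjusted p = 0.0167). For Myf5 (ENSMUSG00000000435, chromosome 10 from 107482908 to 107486134) it was 2.13 (standard error 0.37, adjusted p = 0.00516) and 1.61 (standard error 0.35, adjusted p = 0.0112). Some genes of satellite cells and myoblasts were higher as well. In the Proliferation Stage, of 14 genes tested, 7 were higher and 0 lower (7 and 0 adjusted over the list alone), with a median log2 fold change of 1.17 (camera adjusted p = 0.00426, adjusted p = 0.457 with an estimated correlation). The integrin Itga7 reached 32.3 ± 5.49 FPKM against 11.8 ± 0.516 and the growth factor receptor Fgfr4 9.60 ± 6.07 against 0.623 ± 0.357. For this list at the Differentiation Stage, of 14 genes tested, 6 were higher and 0 lower (6 and 0 adjusted over the list alone), with a median of 0.71 (adjusted p = 0.00493, adjusted p = 0.524 with an estimated correlation). Genes of fusion and of new myocytes were also higher. Early, at the Proliferation Stage, of 24 genes tested, 20 were higher and 1 lower (20 and 1 adjusted over the list alone), with a median of 3.18 (adjusted p = 1.85e-11, adjusted p = 0.302 with an estimated correlation). They include Mymk, which encodes the fusion protein myomaker, and the cardiac actin gene Actc1 (2198 ± 1286 FPKM against 278 ± 157). Later, at the Differentiation Stage, of 23 genes tested, 18 were higher and 0 lower (19 and 1 adjusted over the list alone), with a median of 2.47 (adjusted p = 1.54e-07, adjusted p = 0.524 with an estimated correlation). By the exact permutation test, p was 0.0286 for Myog and for Myf5 at the Proliferation Stage, and 0.0571 for Myod1 at both stages and for Myog and Myf5 at the Differentiation Stage. Without Uninjected replicate 2 the adjusted p of Myod1 at the Differentiation Stage was 0.0573. Over the alternatives tried its p ran from 0.00827, from an unadjusted t-test on FPKM, to 0.0991. At that stage the range was 0.00448 to 0.0903 for Myf5, with the call lost in 2 of 19 alternatives, and 0.000257 to 0.303 for Myog, with the call lost in 3 of 19.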

At the Proliferation Stage, MyoD, MyoG, and Myf5 all showed significantly increased gene expression values, and MyoD and Myf5 still showed significant increases by the Differentiation Stage. But once the Maturation Stage was reached, there was no significant expression of myogenic genes, and expression of these genes were almost back to control levels. 

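In the Maturation Stage, 14 days after injury, the myogenic regulators stood near the Uninjected values. Myod1 was at 18.2 ± 4.68 FPKM, Myog at 6.65 ± 2.33, Myf5 at 0.614 ± 0.290, Myf6 at 79.5 ± 30.5 and Des at 1114 ± 108. None of these 5 genes passed the test against the Uninjected group, and the log2 fold changes were 0.09 (adjusted p = 0.920), 1.16 (adjusted p = 0.294), 0.39 (adjusted p = 0.713), 0.30 (adjusted p = 0.721) and 0.03 (adjusted p = 0.955) from limma. Against the Proliferation Stage, Myog fell by 3.94 on the log2 scale (adjusted p = 0.000107), Myf5 by 1.74 (adjusted p = 0.00140) and Myod1 by 1.71 (adjusted p = 0.000657). Against the Differentiation Stage the falls of Myog, Myf5 and Myod1 were also past the threshold, with log2 fold changes of -3.09 (adjusted p = 0.00335), -1.22 (adjusted p = 0.0242) and -0.97 (adjusted p = 0.0359). Of the 14 satellite cell and myoblast genes tested in that fit, 9 were lower in the Maturation Stage than in the Proliferation Stage and 1 was higher, and 6 were lower than in the Differentiation Stage. Myog stood 1.16 above the Uninjected group on the log2 scale with a standard error of 0.42, and its exact permutation p was 0.171.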

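Mki67, which encodes the Ki-67 protein of dividing cells, was listed at 0 in all 3 Uninjected libraries. It averaged 2.78 ± 3.33 FPKM in the Proliferation Stage, 2.26 ± 1.02 in the Differentiation Stage and 0.191 ± 0.117 in the Maturation Stage. Pcna, the gene of the sliding clamp of DNA polymerase, rose from 5.04 ± 1.19 FPKM to 9.30 ± 1.99 in the Differentiation Stage. It was at 8.86 ± 4.30 FPKM in the Proliferation Stage, where it did not pass the test, and at 4.55 ± 1.43 in the Maturation Stage. Many genes of mitosis moved with Mki67, among them Ccnb2 (6.23 ± 7.40 FPKM in the Proliferation Stage, 5.48 ± 3.03 in the Differentiation Stage and 0.221 ± 0.192 in the Uninjected group) and Ube2c (5.08 ± 3.92, 4.22 ± 1.50 and 0.358 ± 0.393). The ribonucleotide reductase gene Rrm2, needed for DNA synthesis, was at 8.41 ± 7.15 FPKM in the Proliferation Stage against 0.438 ± 0.523. Mki67 (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361 of GRCm38) passed limma's test at the Proliferation Stage (adjusted p = 0.0345) and at the Differentiation Stage (adjusted p = 0.00231), with exact permutation p of 0.0857 and 0.0571, and was too low to be tested at the Maturation Stage. Its Proliferation Stage call was lost in 8 of 14 alternatives, among them without Uninjected replicate 1, 2 or 3 (adjusted p = 0.0887, 0.0917 and 0.0937) and after quantile normalization (adjusted p = 0.0988), within a range of 0.00602 to 0.433 over the alternatives tried, and its FPKM was 7.70 in replicate 1 and 0.397 in replicate 2. Pcna (ENSMUSG00000027342, chromosome 2 from 132249162 to 132253314) had log2 fold changes of 0.67 at the Proliferation Stage (standard error 0.35, adjusted p = 0.166), 0.83 at the Differentiation Stage (standard error 0.22, adjusted p = 0.0233, exact permutation p = 0.0286) and -0.15 at the Maturation Stage (standard error 0.25, adjusted p = 0.839). Its Differentiation Stage call was lost without Differentiation Stage replicate 3 or Uninjected replicate 1 or 2 (adjusted p = 0.0512, 0.0555 and 0.0857), within a range of 0.0177 to 0.155, and without Proliferation Stage replicate 2 it passed at the Proliferation Stage (adjusted p = 0.0476, within a range of 0.0476 to 0.428). For the genes of cell cycle and mitosis at the Proliferation Stage, of 21 genes tested, 14 were higher and 0 lower (17 and 0 adjusted over the list alone), with a median of 2.06 (adjusted p = 0.000198, adjusted p = 0.615 with an estimated correlation). After quantile normalization 3 of them were higher. The list holds 32 genes, and the filter left out those near 0 in the Uninjected group that stayed low, which favors calls of higher. That list at the Differentiation Stage was also higher, as of 26 genes tested, 21 were higher and 0 lower (23 and 1 adjusted over the list alone), with a median of 1.60 (adjusted p = 1.96e-08, adjusted p = 0.524 with an estimated correlation). Among genes of DNA replication the counts were smaller. In the Proliferation Stage, of 27 genes tested, 10 were higher and 0 lower (11 and 0 adjusted over the list alone), with a median of 0.93 (adjusted p = 0.00955, adjusted p = 0.650 with an estimated correlation), and 4 were higher after quantile normalization. For the Differentiation Stage, of 26 genes tested, 11 were higher and 0 lower (11 and 0 adjusted over the list alone), with a median of 0.66 (adjusted p = 0.00687, adjusted p = 0.532 with an estimated correlation), and 7 were higher after quantile normalization. Between these 2 stages none of 29 cell cycle genes and none of 30 DNA replication genes differed at adjusted p under 0.05, with medians of -0.10 and -0.26. From the Differentiation to the Maturation Stage, 11 of the 29 cell cycle genes fell, Mki67 among them (-1.93 at adjusted p = 0.0230).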

Genes found in bulk RNA-seq data for cell cycling (Ki67, PCNA) were also measured, and interestingly only PCNA during the Differentiation Stage was significant when compared to control (data not shown).

**Figure 2:**
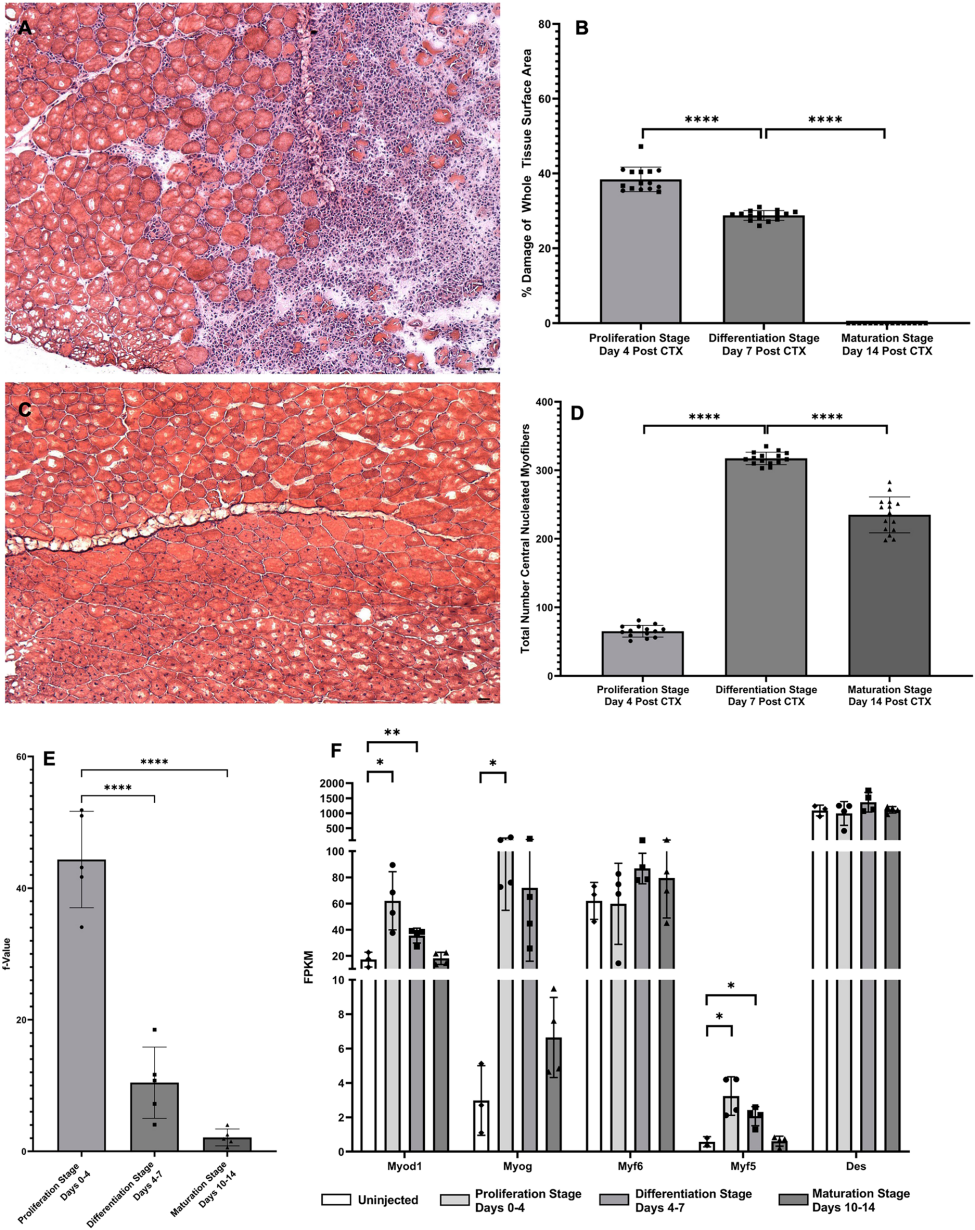
DNA turnover, visual confirmation of regeneration, and gene expression of myogenic genes. (**A**) Visualization of muscle damage 4 days after CTX injection. Image taken at ×10 magnification. (**B**) Quantification of damaged muscle tissue as a fraction of whole tissue surface area. Values are expressed as a percentage (%) of damaged tissue area in µM^2^/whole tissue surface area in µM^2^. Significance determined by One-Way ANOVA with Benjamini–Hochberg correction for multiple comparisons. *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001. (**C**) Visualization of central nuclei expression 14 days after CTX injection. Image taken at ×10 magnification. (**D**) Quantification of individual myofibers expressing central nuclei. Values are expressed as a total number of myofibers with central nuclei per slide. Significance determined by One-Way ANOVA with Benjamini–Hochberg correction for multiple comparisons. *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001. (**E**) Measuring the fractional replacement rate (f-Value) of DNA with ^2^H in newly dividing myocytes during various stages of muscle regeneration. Significance was determined by One-Way ANOVA with Benjamini Hochberg correction for multiple comparisons. *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001. (**F**) Myogenic gene expression in all stages was measured in FPKM and compared to control group. Significance for each individual gene determined by Student’s Unpaired T-Test, *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001.

### Flux proteomics

To determine how protein fluxes in skeletal muscle change over time in response to damage, fractional synthesis rates (FSR) of proteins were measured in-vivo by ^2^H_2_O administration coupled with HPLC–MS/MS analysis. Since there may be a systemic response to local tissue injury^27^, we used muscle tissue from a separate mouse that was not injured as a control for most comparisons. As previously stated, we isolated single muscle fibers with attached fiber-associated cells from bulk muscle tissue by enzymatic digestion and physical separation to remove the potential influence of interstitial and other cell types from circulation on our analyses^16^.

### Comparison of global protein turnover rates at each stage

At the end of the Proliferation Stage (4 dpi), the FSR of 73 proteins that passed criteria for kinetic measurements in both the CTX injured and the control limbs were compared. There was no significant global difference in protein FSR values between injured and control muscle tissue during this phase of regeneration (Fig. 3A). At the end of the Differentiation Stage, the FSR of 127 proteins that passed criteria for kinetic measurements in both the CTX injured and the control limbs were compared. Global proteome analysis shows a significant increase in protein FSR values between injured and control muscle tissue, indicating more protein flux response to injury at this stage of regeneration (p < 0.001, Fig. 3B). At the end of the Maturation Stage, the FSR of 125 proteins that passed criteria for kinetic measurements in both the CTX injured and the control limb were compared. Global proteome analysis shows a significant increase in protein FSR values between injured and control muscle tissue during this phase of regeneration (p < 0.001, Fig. 3C). Average FSR values and the standard deviation (SD) for each protein in all the stages can be found in Table 1.

**Figure 3:**
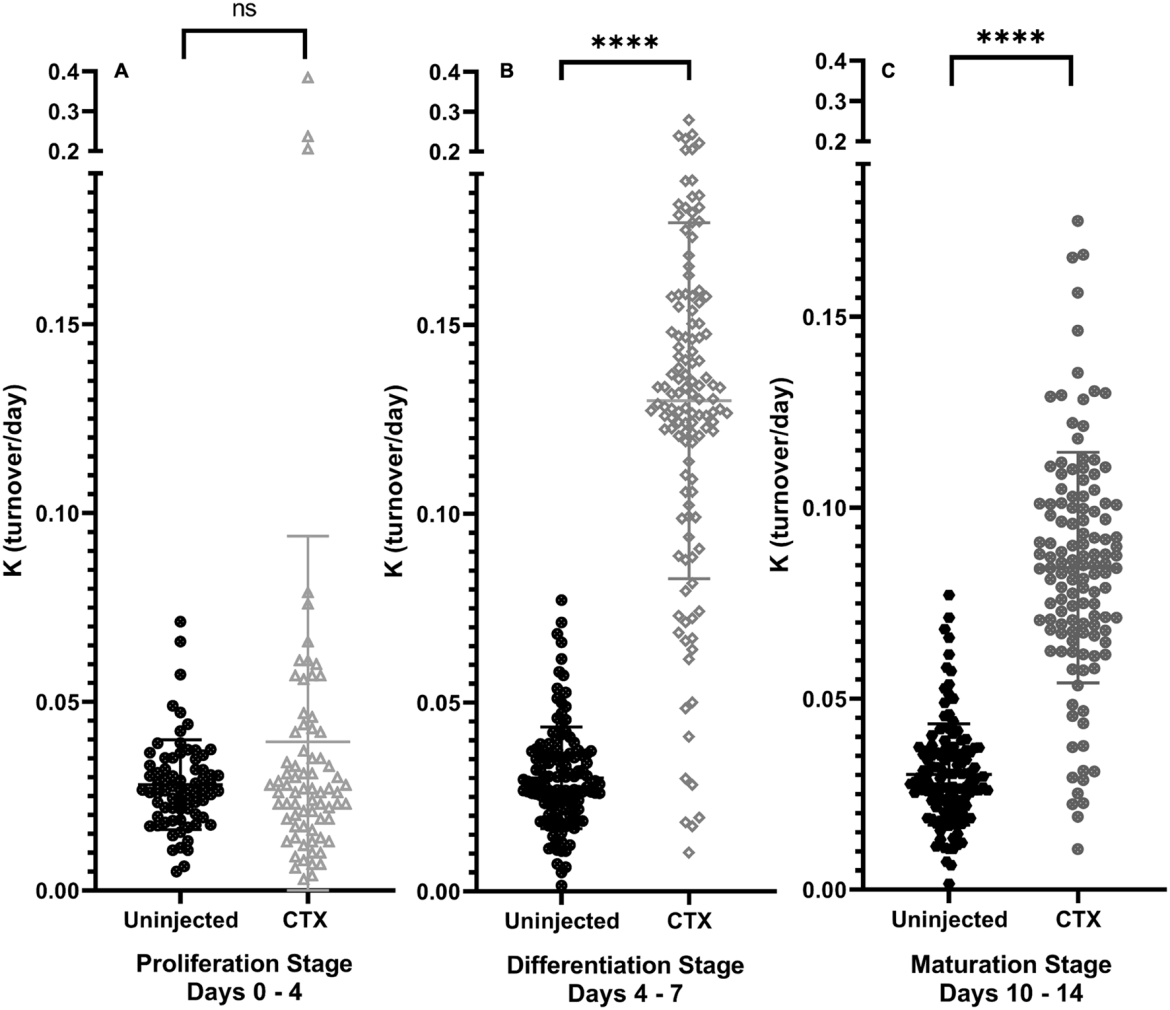
Global protein turnover rates in skeletal muscle at each stage. (**A**) Overview of global proteome FSR changes between CTX and control muscle tissue after 4 days of CTX injection. (**B**) Overview of global proteome FSR changes between CTX and control muscle tissue after 7 days of CTX injection. (**C**) Overview of global proteome FSR changes between CTX and control muscle tissue after 14 days of CTX injection. For all figures, significance determined by Student’s Unpaired T-Test, *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001.

**Table 1:** Protein turnover values in each stage.

#	Protein	Accession #	Ontology	Proliferation stage	Differentiation stage	Maturation stage	Control
1	Succinate dehydrogenase iron-sulfur subunit	Q9CQA3	Mitochondria	0.808 ± 0.115%*	1.954 ± 1.042%		4.721 ± 0.422%
2	Cytochrome b-c1 complex subunit 1	Q9CZ13	OxPhos	5.596 ± 0.541%*	12.412 ± 9.133%	6.976 ± 1.078%*	2.664 ± 0.422%
3	Carbonic anhydrase 3	P16015	Cytoplasm	0.670 ± 0.394%*	8.890 ± 4.592%	11.078 ± 4.185%*	2.601 ± 0.406%
4	Triosephosphate isomerase	P17751	Glycolysis	5.724 ± 1.021%*	14.663 ± 7.041%*	9.012 ± 2.761%*	2.442 ± 0.388%
5	Aconitate hydratase	Q99KI0	Mitochondria	1.635 ± 0.379%*	12.255 ± 7.028%	7.080 ± 1.327%*	3.035 ± 0.347%
6	Collagen alpha 1(III) chain	P08121	Cytoplasm	1.654 ± 0.271%*	9.080 ± 4.471%	6.479 ± 3.281%	4.899 ± 0.871%
7	Trifunctional enzyme subunit alpha	Q8BMS1	Mitochondria	0.267 ± 0.249%*	12.798 ± 9.815%	6.165 ± 3.573%	3.062 ± 1.035%
8	Histone H2B type 1-M	P10854	Histone	4.202 ± 1.405%*	6.151 ± 1.995%	3.112 ± 1.227%*	1.066 ± 0.478%
9	Phosphoglycerate kinase 1	P09411	Glycolysis	1.020 ± 0.52%	12.825 ± 6.042%	10.109 ± 3.629%*	2.604 ± 0.595%
10	NADH dehydrogenase iron-sulfur protein 6	P52503	OxPhos	2.673 ± 0.083%	8.162 ± 2.842%	6.157 ± 2.794%	3.514 ± 0.437%
11	ATP synthase subunit beta	P56480	OxPhos	0.649 ± 0.759%	13.602 ± 8.869%	7.125 ± 1.152%*	2.160 ± 0.195%
12	Myosin light chain 1/3, skeletal muscle isoform	P05977	Myofibril	2.769 ± 0.588%	18.116 ± 9.806%*	8.845 ± 2.706%*	1.703 ± 0.283%
13	Phosphatidylethanolamine-binding protein 1	P70296	Cytoplasm	23.658 ± 10.397%	17.715 ± 15.136%	7.51 ± 4.171%	3.586 ± 2.677%
14	Phosphoglucomutase-1	Q9D0F9	Glycolysis	1.329 ± 0.513%	12.066 ± 6.393%	8.285 ± 3.023%*	2.342 ± 0.399%
15	Albumin	P07724	Extracellular	1.424 ± 0.878%	13.691 ± 4.993%	15.629 ± 2.807%*	7.128 ± 3.629%
16	Myosin regulatory light chain 2, skeletal muscle isoform	P97457	Myofibril	3.144 ± 0.913%	15.749 ± 8.367%*	8.751 ± 3.235%*	1.717 ± 0.263%
17	Myosin-binding protein C, fast-type	Q5XKE0	Myofibril	20.593 ± 11.934%	22.170 ± 14.392%	12.214 ± 5.419%*	2.642 ± 0.985%
18	ATP synthase subunit g	Q9CPQ8	OxPhos	1.891 ± 0.362%	6.708 ± 3.219%	6.953 ± 1.743%*	0.644 ± 0.555%
19	L-lactate dehydrogenase A chain	P06151	Glycolysis	5.692 ± 2.301%	15.812 ± 8.103%*	10.292 ± 3.334%*	2.186 ± 0.442%
20	Hemoglobin subunit alpha	P01942	Extracellular	5.674 ± 2.723%	1.829 ± 0.147%	2.522 ± 0.502%	1.804 ± 0.491%
21	Collagen alpha 1(I) chain	P11087	Cytoplasm	2.334 ± 1.142%	6.409 ± 5.525%	4.682 ± 1.466%	3.910 ± 0.311%
22	Vertnin	Q3SYK4	Cytoplasm	1.300 ± 0.312%	1.723 ± 0.078%	1.062 ± 0.078%*	2.030 ± 0.476%
23	Glyceraldehyde-3-phosphate dehydrogenase	P16858	Glycolysis	1.221 ± 0.768%	14.165 ± 6.491%*	10.292 ± 3.231%*	2.414 ± 0.416%
24	Cytochrome c, somatic	P62897	OxPhos	0.379 ± 0.304%	12.135 ± 5.266%	8.427 ± 0.991%*	2.965 ± 0.941%
25	Calsequestrin-1	O09165	Cytoplasm	2.422 ± 1.152%	16.316 ± 10.359%	7.922 ± 2.732%*	1.067 ± 0.545%
26	Actin, alpha skeletal muscle	P68134	Myofibril	2.745 ± 1.511%	15.038 ± 7.593%	6.514 ± 1.614%*	1.136 ± 0.510%
27	Titin	A2ASS6	Myofibril	1.257 ± 0.947%	7.304 ± 5.401%	2.240 ± 1.205%	2.388 ± 0.611%
28	Malate dehydrogenase	P08249	Mitochondria	38.498 ± 31.447%	11.888 ± 7.637%	6.811 ± 1.574%*	2.171 ± 0.412%
29	Myosin light chain 3	P09542	Myofibril	2.029 ± 0.489%	13.340 ± 11.791%	8.709 ± 3.725%	3.654 ± 1.621%
30	ADP/ATP translocase 1	P48962	Mitochondria	2.271 ± 0.783%	20.589 ± 9.866%	9.328 ± 1.604%*	3.912 ± 1.588%
31	Parvalbumin alpha	P32848	Extracellular	7.899 ± 3.726%	12.598 ± 10.416%	11.055 ± 2.638%*	4.406 ± 1.471%
32	Aspartate aminotransferase	P05201	Cytoplasm	7.616 ± 5.416%	9.385 ± 4.313%	6.651 ± 4.126%	2.419 ± 0.991%
33	NADH dehydrogenase 1 beta subcomplex subunit 10	Q9DCS9	OxPhos	0.678 ± 0.197%	14.674 ± 7.989%	6.729 ± 1.887%*	1.739 ± 0.895%
34	Glycogen phosphorylase, muscle form	Q9WUB3	Glycolysis	3.023 ± 0.667%	18.813 ± 7.782%	12.908 ± 3.501%*	3.732 ± 0.561%
35	Myozenin-1	Q9JK37	Myofibril	6.098 ± 2.751%	4.098 ± 2.064%	2.262 ± 1.449%	3.517 ± 1.355%
36	Pyruvate kinase PKM	P52480	Glycolysis	4.596 ± 1.726%	15.914 ± 7.028%	11.808 ± 3.548%*	3.038 ± 0.533%
37	Myoglobin	P04247	Extracellular	2.635 ± 0.248%	12.661 ± 6.126%	9.071 ± 3.379%*	3.216 ± 0.700%
38	Fructose-bisphosphate aldolase A	P05064	Glycolysis	2.848 ± 0.989%	17.324 ± 6.718%	14.635 ± 4.516%*	3.739 ± 0.572%
39	Parkinson disease protein 7 homolog	Q99LX0	Cytoplasm	4.725 ± 3.626%	9.929 ± 2.413%	8.499 ± 4.634%*	1.454 ± 0.852%
40	Troponin T, fast skeletal muscle	Q9QZ47	Myofibril	2.339 ± 1.719%	23.964 ± 10.275%	12.996 ± 3.924%*	3.483 ± 0.242%
41	LIM domain-binding protein 3	Q9JKS4	Cytoplasm	2.589 ± 0.743%	13.857 ± 6.588%*	7.606 ± 2.068%*	1.676 ± 1.034%
42	Actin, alpha cardiac muscle 1	P68033	Myofibril	2.162 ± 1.218%	15.755 ± 7.358%	6.709 ± 1.859%*	1.310 ± 0.585%
43	Histone H4	P62806	Histone	4.315 ± 1.31%	8.854 ± 3.891%	**3.732 ± 1.013%**	6.602 ± 3.354%
44	Sarcoplasmic/endoplasmic reticulum calcium ATPase 1	Q8R429	Cytoplasm	3.372 ± 0.913%	12.162 ± 6.198%	11.181 ± 2.325%*	2.817 ± 0.330%
45	Alpha-actinin-3	O88990	Myofibril	6.104 ± 5.176%	18.834 ± 16.162%	9.670 ± 2.019%*	3.317 ± 0.560%
46	Phosphoglycerate mutase 2	O70250	Glycolysis	1.863 ± 0.543%	12.236 ± 5.528%*	9.897 ± 3.362%*	2.199 ± 0.390%
47	Cytochrome b-c1 complex subunit 7	Q9D855	OxPhos	5.99 ± 4.283%	14.071 ± 10.397%	9.180 ± 4.145%	3.208 ± 0.168%
48	ATP synthase subunit O	Q9DB20	OxPhos	0.933 ± 0.428%	12.058 ± 6.922%	8.408 ± 1.559%*	1.938 ± 1.097%
49	ATP synthase subunit d	Q9DCX2	OxPhos	2.636 ± 2.595%	14.703 ± 10.311%	8.299 ± 0.921%*	4.226 ± 1.229%
50	Tropomyosin beta chain	P58774	Myofibril	3.483 ± 1.545%	20.450 ± 9.492%	9.634 ± 2.737%*	2.7645 ± 0.676%
51	Aspartate aminotransferase	P05202	Mitochondria	3.321 ± 1.854%	13.195 ± 9.701%	5.799 ± 0.211%*	1.958 ± 1.162%
52	Dihydrolipoyl dehydrogenase	O08749	Mitochondria	4.188 ± 1.905%	15.802 ± 9.119%	10.881 ± 1.704%*	5.727 ± 1.009%
53	ADP/ATP translocase 2	P51881	Mitochondria	2.256 ± 1.237%	12.591 ± 3.295%*	7.058 ± 2.584%	3.200 ± 1.467%
54	Glucose-6-phosphate isomerase	P06745	Glycolysis	2.091 ± 1.296%	14.763 ± 6.794%	9.576 ± 3.205%*	1.549 ± 0.269%
55	Nucleoside diphosphate kinase B	Q01768	Cytoplasm	3.518 ± 1.34%	10.913 ± 4.194%	3.092 ± 0.888%	2.918 ± 0.759%
56	Myosin-3	P13541	Myofibril	3.098 ± 0.502%	17.741 ± 6.788%*	8.632 ± 2.026%*	2.845 ± 0.454%
57	Creatine kinase M-type	P07310	Cytoplasm	2.088 ± 0.683%	12.766 ± 7.031%	10.725 ± 3.614%*	2.334 ± 0.334%
58	Adenylate kinase isoenzyme 1	Q9R0Y5	Cytoplasm	6.56 ± 6.691%	13.356 ± 8.524%	10.091 ± 3.218%	2.676 ± 1.245%
59	Pyruvate dehydrogenase E1 component subunit beta	Q9D051	Mitochondria	1.402 ± 0.531%	17.912 ± 17.817%	10.069 ± 3.588%*	1.7367 ± 0.485%
60	Centrosomal protein of 162 kDa	Q6ZQ06	Cytoplasm	0.998 ± 0.807%	1.029 ± 0.223%		0.503 ± 0.101%
61	Troponin C, skeletal muscle	P20801	Myofibril	4.432 ± 2.101%	23.207 ± 12.899%	12.944 ± 0.351%*	3.645 ± 0.702%
62	Myosin-7	Q91Z83	Myofibril	2.919 ± 0.552%	19.078 ± 8.624%	10.105 ± 3.507%*	2.692 ± 0.692%
63	NADH-ubiquinone oxidoreductase 75 kDa subunit	Q91VD9	OxPhos	2.253 ± 1.163%	13.502 ± 9.761%	9.697 ± 0.154%*	2.645 ± 1.129%
64	Tropomyosin alpha-1 chain	P58771	Myofibril	3.292 ± 1.068%	24.316 ± 11.703%*	12.135 ± 3.619%*	3.051 ± 0.435%
65	Desmoglein-4	Q7TMD7	Extracellular	2.278 ± 0.358%	6.637 ± 1.868%	6.252 ± 1.573%*	2.543 ± 1.875%
66	Troponin I, fast skeletal muscle	P13412	Myofibril	2.772 ± 3.786%	14.408 ± 9.648%	11.275 ± 3.391%*	3.120 ± 0.638%
67	ATP synthase subunit alpha	Q03265	OxPhos	3.069 ± 2.453%	13.685 ± 8.443%	7.798 ± 0.997%*	2.821 ± 0.628%
68	Beta-enolase	P21550	Glycolysis	2.993 ± 0.806%	15.768 ± 6.887%	9.799 ± 2.771%*	2.928 ± 0.528%
69	Myosin-4	Q5SX39	Myofibril	2.617 ± 0.525%	13.03 ± 6.334%	8.540 ± 2.271%*	2.579 ± 0.395%
70	Collagen alpha-2(I) chain	Q01149	Cytoplasm	1.749 ± 0.882%	6.855 ± 5.648%	4.358 ± 0.173%	1.853 ± 0.134%
71	Cytochrome b-c1 complex subunit 2	Q9DB77	OxPhos	3.741 ± 0.687%	12.696 ± 8.177%	7.910 ± 1.345%*	3.716 ± 0.187%
72	Myosin-1	Q5SX40	Myofibril	2.662 ± 0.771%	18.191 ± 10.073%*	7.138 ± 1.637%*	2.675 ± 0.572%
73	Superoxide dismutase [Mn]	P09671	Mitochondria	1.881 ± 0.811%	7.240 ± 5.53%	5.747 ± 2.585%*	1.869 ± 0.356%
74	Heat shock cognate 71 kDa protein	P63017	Cytoplasm		18.396 ± 6.43%	9.970 ± 0.024%*	5.112 ± 2.252%
75	Alpha-enolase	P17182	Glycolysis		11.379 ± 3.973%	7.056 ± 2.348%*	3.629 ± 0.958%
76	Histone H2A type 1-B	C0HKE1	Histone		5.011 ± 1.761%	1.908 ± 0.636%*	0.155 ± 0.068%
77	Ubiquinone biosynthesis protein COQ9	Q8K1Z0	Mitochondria		11.913 ± 4.233%*	10.460 ± 3.135%*	2.646 ± 0.885%
78	E3 ubiquitin-protein ligase UBR4	A2AN08	Cytoplasm		13.175 ± 5.817%*	7.763 ± 2.892%*	2.687 ± 0.388%
79	E3 ubiquitin-protein ligase UBR3	Q5U430	Cytoplasm		27.949 ± 15.189%*	17.507 ± 7.163%*	1.223 ± 1.009%
80	Very long-chain specific acyl-CoA dehydrogenase	P50544	Mitochondria		16.838 ± 7.417%	8.786 ± 3.464%	3.402 ± 1.956%
81	Creatine kinase S-type	Q6P8J7	Mitochondria		7.134 ± 2.504%	8.734 ± 2.252%*	2.673 ± 0.425%
82	Cytochrome c oxidase subunit 6C	Q9CPQ1	OxPhos		14.812 ± 6.971%	**7.436 ± 3.237%**	2.863 ± 0.368%
83	Sarcalumenin	Q7TQ48	Cytoplasm		13.037 ± 7.622%	6.788 ± 2.051%*	1.861 ± 0.849%
84	NADH dehydrogenase flavoprotein 1	Q91YT0	OxPhos		13.358 ± 6.28%	8.120 ± 2.029%*	2.638 ± 0.931%
85	Keratin, type II cytoskeletal 1	P04104	Cytoplasm		12.781 ± 2.845%	8.523 ± 3.349%	6.156 ± 2.426%
86	Voltage-dependent anion-selective channel protein 2	Q60930	Mitochondria		17.969 ± 10.852%	16.622 ± 9.964%*	1.172 ± 0.341%
87	2-oxoglutarate dehydrogenase	Q60597	Mitochondria		12.728 ± 4.676%	**10.484 ± 0.553%**	4.590 ± 2.8085%
88	MICOS complex subunit Mic60	Q8CAQ8	Mitochondria		12.908 ± 6.049%	13.049 ± 3.866%*	2.017 ± 0.955%
89	ATP synthase-coupling factor 6	P97450	OxPhos		13.338 ± 8.724%	4.843 ± 1.787%*	0.727 ± 0.437%
90	Cytochrome c oxidase subunit 4 isoform 1	P19783	OxPhos		13.407 ± 6.626%	9.101 ± 1.772%*	3.773 ± 1.137%
91	Isocitrate dehydrogenase [NAD] subunit alpha	Q9D6R2	OxPhos		12.691 ± 6.118%	**5.350 ± 2.844%**	3.388 ± 1.499%
92	Malate dehydrogenase	P14152	Cytoplasm		10.222 ± 6.133%	9.054 ± 3.799%*	3.049 ± 0.749%
93	Citrate synthase	Q9CZU6	Mitochondria		13.995 ± 8.577%	8.780 ± 1.445%*	2.581 ± 0.272%
94	Cytochrome c oxidase subunit NDUFA4	Q62425	OxPhos		19.203 ± 9.895%	13.529 ± 3.471%*	4.204 ± 1.703%
95	Voltage-dependent anion-selective channel protein 1	Q60932	Mitochondria		12.654 ± 8.096%	10.117 ± 2.361%*	2.609 ± 0.838%
96	Cytochrome c oxidase subunit 2	P00405	OxPhos		12.272 ± 9.047%	6.237 ± 1.392%*	1.093 ± 0.249%
97	Cytochrome c oxidase subunit 6B1	P56391	OxPhos		15.028 ± 10.416%	8.420 ± 1.31%*	2.232 ± 0.255%
98	Alpha-actinin-2	Q9JI91	Myofibril		15.588 ± 9.833%	8.145 ± 1.074%*	3.641 ± 0.774%
99	Cytochrome c oxidase subunit 5B	P19536	OxPhos		13.394 ± 9.383%	7.503 ± 1.776%*	2.547 ± 0.453%
100	Myelin protein P0	P27573	Cytoplasm		9.877 ± 7.41%	9.217 ± 2.874%*	2.321 ± 1.902%
101	NADH dehydrogenase 1 beta subcomplex subunit 1	P0DN34	OxPhos		16.550 ± 11.136%	8.989 ± 1.226%*	3.945 ± 0.583%
102	Cytochrome b-c1 complex subunit Rieske	Q9CR68	OxPhos		12.612 ± 8.751%	8.267 ± 1.666%*	2.817 ± 0.305%
103	ATP synthase subunit gamma	Q91VR2	OxPhos		12.435 ± 8.037%	6.224 ± 1.147%*	1.698 ± 0.066%
104	Cytochrome c1, heme protein	Q9D0M3	OxPhos		11.024 ± 7.245%	6.761 ± 0.793%*	3.057 ± 0.585%
105	Cytochrome b-c1 complex subunit 6	P99028	OxPhos		12.398 ± 9.641%	5.770 ± 0.133%*	1.871 ± 0.452%
106	Cytochrome b-c1 complex subunit 8	Q9CQ69	OxPhos		14.625 ± 10.285%	9.990 ± 0.663%	4.041 ± 0.685%
107	Elongation factor 1-alpha 2	P62631	Cytoplasm		17.518 ± 14.891%	10.873 ± 2.597%*	4.156 ± 2.371%
108	NADH dehydrogenase [ubiquinone] 1 alpha subcomplex subunit 7	Q9Z1P6	OxPhos		18.110 ± 12.195%	11.246 ± 1.436%*	5.817 ± 0.602%
109	Cytochrome c oxidase subunit 5A	P12787	OxPhos		14.048 ± 10.802%	8.566 ± 0.965%*	3.395 ± 0.516%
110	NADH dehydrogenase 1 alpha subcomplex subunit 8	Q9DCJ5	OxPhos		15.487 ± 12.898%	11.041 ± 1.409%*	3.267 ± 0.563%
111	Triadin	E9Q9K5	Cytoplasm		15.377 ± 13.226%	8.131 ± 1.473%*	3.556 ± 0.703%
112	Calcium-binding mitochondrial carrier protein Aralar1	Q8BH59	Mitochondria		10.569 ± 5.878%	8.784 ± 2.103%*	2.452 ± 1.022%
113	NADH dehydrogenase iron-sulfur protein 3	Q9DCT2	OxPhos		7.959 ± 4.907%	7.905 ± 3.656%	3.710 ± 0.145%
114	NADH dehydrogenase 1 beta subcomplex subunit 9	Q9CQJ8	OxPhos		13.572 ± 10.199%	2.870 ± 1.765%	3.540 ± 1.634%
115	ATP-dependent 6-phosphofructokinase, muscle type	P47857	Glycolysis		12.190 ± 10.024%	16.549 ± 4.776%*	5.001 ± 1.547%
116	NADH dehydrogenase iron-sulfur protein 5	Q99LY9	OxPhos		13.174 ± 10.451%	7.292 ± 1.487%*	3.188 ± 0.748%
117	NADH dehydrogenase iron-sulfur protein 8	Q8K3J1	OxPhos		14.293 ± 13.812%	6.928 ± 3.745%	1.944 ± 0.159%
118	Succinate dehydrogenase flavoprotein subunit	Q8K2B3	Mitochondria		10.575 ± 5.816%	7.172 ± 3.902%	5.272 ± 2.281%
119	ATP synthase subunit delta	Q9D3D9	OxPhos		4.852 ± 3.366%	3.765 ± 1.253%	1.343 ± 0.017%
120	NADH dehydrogenase flavoprotein 2	Q9D6J6	OxPhos		7.424 ± 5.079%	4.547 ± 0.277%	3.601 ± 0.433%
121	ATP synthase F (0) complex subunit B1	Q9CQQ7	OxPhos		12.538 ± 8.688%	7.485 ± 1.505%	6.824 ± 6.658%
122	Glycerol-3-phosphate dehydrogenase	Q64521	Mitochondria		12.417 ± 9.942%	11.004 ± 2.957%	4.086 ± 1.487%
123	Cytochrome c oxidase subunit 6A2	P43023	OxPhos		18.43 ± 11.419%	12.832 ± 3.977%	7.717 ± 3.418%
124	NADH dehydrogenase 1 alpha subcomplex subunit 9	Q9DC69	OxPhos		9.906 ± 5.739%	8.373 ± 1.546%	5.375 ± 1.076%
125	Hemoglobin subunit beta 1	P02088	Extracellular		2.987 ± 0.566%	2.933 ± 0.685%	2.598 ± 0.668%
126	Electron transfer flavoprotein subunit alpha	Q99LC5	OxPhos		8.782 ± 9.531%	9.228 ± 2.616%	4.549 ± 0.808%
127	Phosphate carrier protein	Q8VEM8	Mitochondria		2.824 ± 1.441%	6.119 ± 3.707%	3.548 ± 2.193%

Average % turnover per day ± standard deviation of each individual protein in each group. Proteins with bold text and a * in their boxes are significant by Student’s Unpaired T-Test with Benjamini Hochberg correction for multiple comparisons when compared to their control value, *p < 0.05. OxPhos = oxidative phosphorylation.

### Changes in protein ontology group turnover rates in each stage

Functional clusters of protein groups were analyzed by gene ontology enrichment using DAVID software from NIH to determine which cellular processes were highly affected at each stage (Fig. 4A–C). In the Proliferation Stage, only the Myofibril cluster had a significant number of proteins with higher FSR values in the injured limb compared to control limb (13/18 increased, p < 0.05). Other functional clusters [Cytoplasm (9/15 increased, p > 0.05), Glycolysis (5/10 increased, p > 0.05), Mitochondria (7/10 decreased, p > 0.05), and Oxidative Phosphorylation (7/12 decreased, p > 0.05)] were not significantly affected in this stage. In the Differentiation Stage, all measured functional clusters [Cytoplasm (24/25 increased, p < 0.05), Myofibril (19/19 increased, p < 0.05), Glycolysis (12/12 increased, p < 0.05), Mitochondria (24/25 increased, p < 0.05), and Oxidative Phosphorylation (35/35 increased, p < 0.05)] had a significant increase in the number of proteins with a higher FSR value in the injured limb compared to control limb (Fig. 4B). In the Maturation Stage, all measured functional cluster protein groups [Cytoplasm (22/23 increased, p < 0.05), Myofibril (17/19 increased, p < 0.05), Glycolysis (12/12 increased, p < 0.05), Mitochondria (23/23 increased, p < 0.05), and Oxidative Phosphorylation (38/39 increased, p < 0.05)] showed significant increases in the number of proteins with a higher FSR value in the injured limb compared to control limb (Fig. 4C).

**Figure 4:**
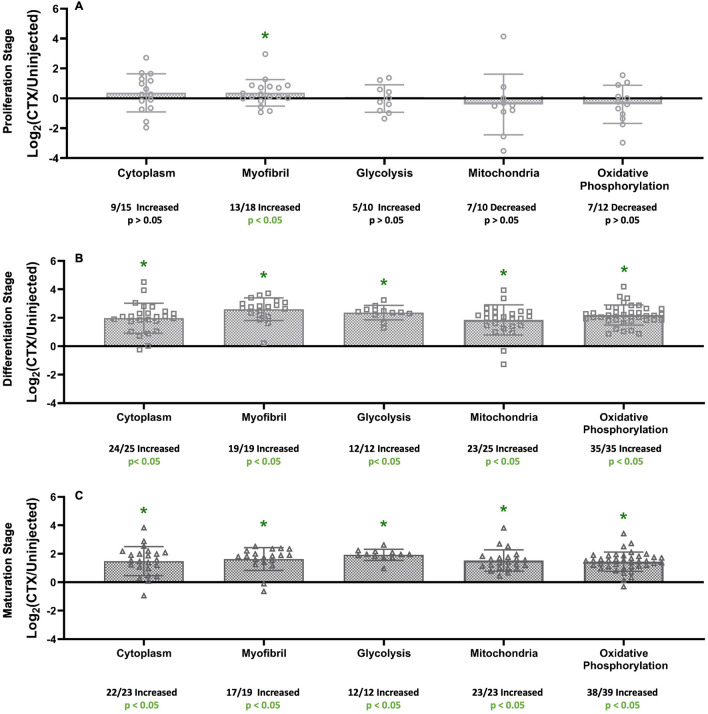
Changes in protein group turnover rates in each stage. (**A**) Protein Group analysis of proteins found during the Proliferation Stage (4 dpi) and separated into ontologies based on NIH DAVID analysis. (**B**) Protein Group analysis of proteins found during the Differentiation Stage (7 dpi) and separated into ontologies based on NIH DAVID analysis. (**C**) Protein Group analysis of proteins found during the Maturation Stage (14 dpi) and separated into ontologies based on NIH DAVID analysis. Significance determined by Binomial Test of the proportion of proteins showing a higher or lower value of FSR in relation to uninjected (control), *p < 0.05.

### Individual protein turnover rates at each stage

In the Proliferation Stage, 8 individual proteins stood out as statistically significant after correction for multiple comparisons between CTX injected and control muscle (Fig. 5A). Proteins from skeletal muscle that have been previously identified as systemic markers of whole muscle FSR values (CA3)^28^, proteins involved in accessing cellular components to DNA to either promote or silence the DNA replication processes (Histone H2B Type 1-M)^29^, and individual glycolytic enzymes, like TPI, showed a significant change in FSR during this stage of regeneration. In the Differentiation Stage, 14 individual proteins were significant after correction for multiple comparisons that include different Myosin Heavy Chain isoforms including Myosin 3, also known as Embryonic Myosin Heavy Chain (EmyHC) and Myosin Light Chain 1/3^30–32^. A few more glycolytic enzymes than just TPI (Phosphoglycerate Mutase 2 (PGM-2), Glyceraldehyde-3-dehydrogenase (G3PDH), & Lactate Dehydrogenase A (LDH-A)) had significantly increased FSR values during this stage of regeneration as well (Fig. 5B). In the Maturation Stage, 91 individual proteins stood out as having significantly different FSR values in the injured limb compared to control limb after correction for multiple comparisons (Fig. 5C). Previously mentioned individual proteins of interest, (CA3, as well as Creatine Kinase-Muscle isoform (CK-M), and Myosin Light Chain 1/3) had significantly higher protein turnover at this stage of regeneration as well^28^. Interestingly, Myosin 3 also had a significantly higher FSR in the injured muscle at this time point, after nascent myofibers began to mature^31^. Also, Histone H2B Type 1-M is seen to have a significant increase in this stage as well. All measured glycolysis proteins, including the ones mentioned above (TPI, PGM-2, G3PDH, LDH-A), were significantly increased as well.

**Figure 5:**
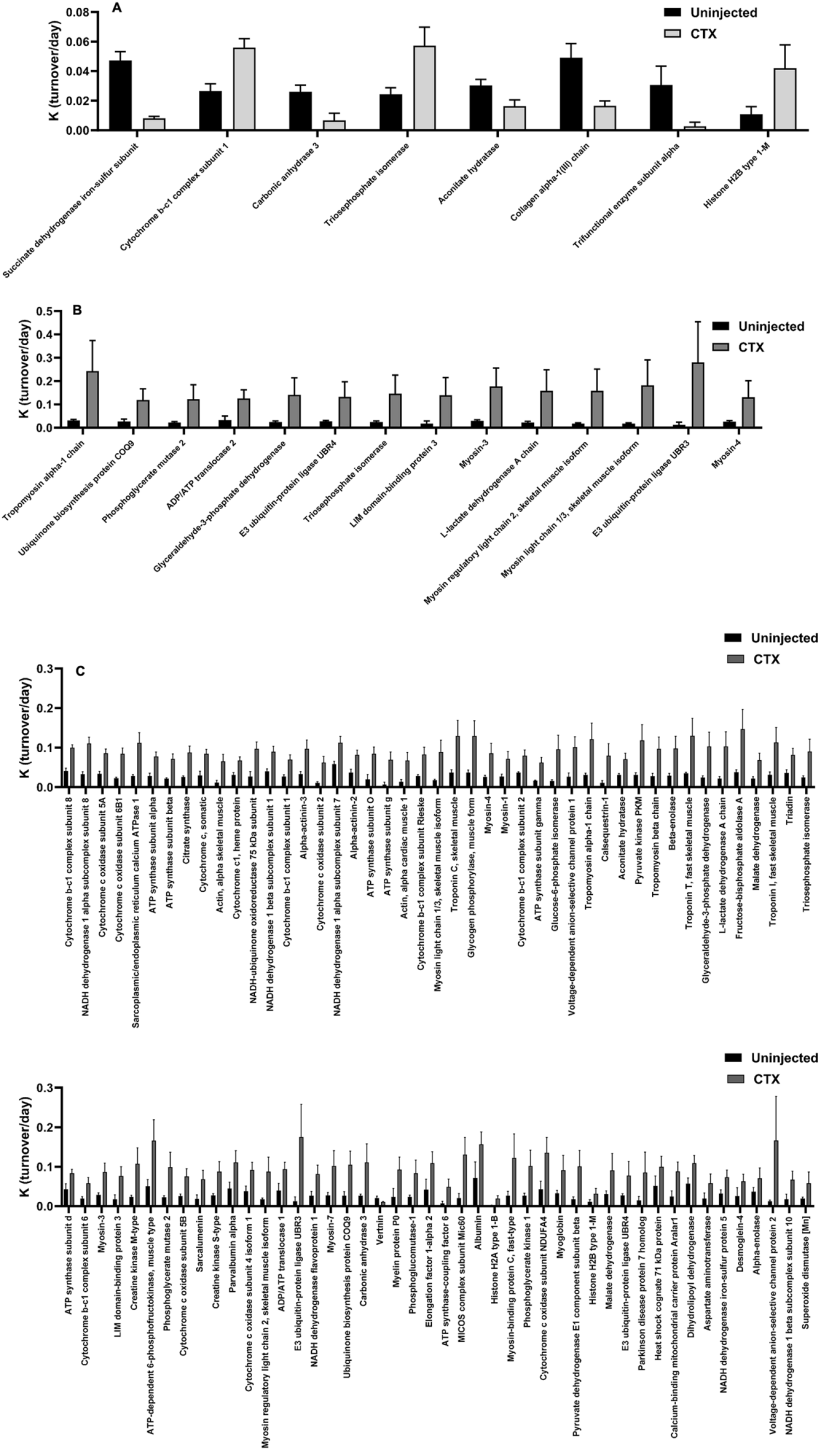
Significantly different individual protein turnover rates at each stage. (**A**) Comparison of change in individual protein FSR value between CTX injected and control limbs for proteins that are significantly different after Benjamini Hochberg correction for multiple comparisons at 4 days after CTX injection (Proliferation Stage). (**B**) Comparison of change in individual protein FSR value between CTX injected and control limbs for proteins that are significantly different after Benjamini Hochberg correction for multiple comparisons at 7 days after CTX injection (Differentiation Stage). (**C**) Comparison of change in individual protein FSR value between CTX injected and control limbs for proteins that are significantly different after Benjamini Hochberg correction for multiple comparisons at 14 days after CTX injection (Maturation Stage). Significance determined by Student’s Unpaired T-Test with Benjamini Hochberg correction for multiple comparisons, *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001.

### Global gene expression changes at each stage

Gene expression values were normalized to fragment per kilobase millions (FPKM) values, which were used to compare global gene expression profiles of each stage of muscle regeneration. In the Proliferation Stage, 17,198 individual gene expression values were measured. Of those 17,198 genes, 2555 genes (14.9%) were significantly upregulated, 2423 genes (14.1%) were significantly downregulated, and 12,220 (71.0%) genes did not change significantly (-Log_10_(p) > 1.301, Fig. 6A). 

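In the Proliferation Stage, genes of new muscle fibers and of macrophages were among the 10 largest rises. Mymk, the gene of the fusion protein myomaker, reached 170.0 ± 38.4 FPKM and was listed at 0 in the Uninjected group. The macrophage genes Ctss (cathepsin S), Lyz2 (lysozyme), C1qb (complement), Tyrobp (an immune signaling adaptor) and Mpeg1 (perforin-2) rose to 281 ± 110.1, 841 ± 388, 271 ± 109, 101 ± 48.8 and 81.0 ± 42.4 FPKM, from 0.389 ± 0.209, 6.05 ± 2.99, 1.28 ± 0.723, 0.253 ± 0.438 and 0.261 ± 0.354. Isoforms of slow or developing fibers rose as well, with Tnni1 (slow troponin I) at 189 ± 62.6 FPKM against 0.465 ± 0.403, Tnnc1 (slow troponin C) at 168 ± 32.8 against 1.46 ± 1.59 and Myl4 (embryonic myosin light chain) at 189 ± 57.6 against 1.28 ± 0.764. Among the falls, Amd1, an enzyme of polyamine synthesis, went from 199.5 ± 89.4 to 31.8 ± 29.4 FPKM and the kinase gene Mylk4 from 193 ± 28.4 to 33.0 ± 29.2. The mitochondrial transcripts mt-Te, a short tRNA, and mt-Nd4l fell from 1613 ± 455 and 723 ± 348 to 217 ± 196 and 110.3 ± 107 FPKM. The mitochondrial carrier Slc25a25 and the carboxylesterase Ces1d fell from 32.5 ± 10.2 and 14.8 ± 0.633 to 4.59 ± 4.28 and 3.39 ± 4.91 FPKM. Of 13166 genes tested with limma, 2649 were higher and 1192 lower than in the Uninjected group at adjusted p under 0.05, and 2190 and 731 of these changed by at least 2-fold. After quantile normalization the counts were 1895 higher and 1840 lower. The log2 fold changes of these rises ran from 6.69 for Mpeg1 (standard error 0.45, adjusted p = 6.35e-05) to 8.25 for Ctss (standard error 0.33, adjusted p = 1.42e-05), apart from the genes listed at 0 in a group and the embryonic myosin gene Myh3. The largest of the 10 falls was -3.68 for mt-Te (standard error 1.03, adjusted p = 0.0315). The 10 also hold Klhl33 (-3.11 at adjusted p = 0.0400), BC023105 (-3.03 at adjusted p = 0.0325) and the kinase gene Wnk2 (3.90 ± 4.48 FPKM from 19.8 ± 3.85). The 10 rises and 10 falls were chosen among genes in which every library of the stage lay beyond every Uninjected library. Their exact permutation p largely follows from that choice. It was 0.0286, the smallest that 4 libraries against 3 allow, except for Mpeg1 and Ces1d (0.0571). Of 317 tested genes listed at 0 in every Uninjected library, 276 were called higher, and such genes have no ratio of means. The filter tested them only where at least 3 of the 4 stage libraries reached 0.5 FPKM, which favors a call of higher. Without Proliferation Stage replicate 3 the number of called genes was 1847 in place of 3841, and without Uninjected replicate 1, 2 or 3 it was 2206, 1875 and 1885.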

In the Differentiation Stage, 16,940 individual gene expression values were measured. Of those 16,940 genes, 2397 genes (14.2%) were significantly upregulated, 2362 genes (13.9%) were significantly downregulated, and 12,181 genes (71.9%) did not change significantly (−Log_10_(p) > 1.301, Fig. 6B). 

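In the Differentiation Stage, genes of young fibers, of macrophages and of the matrix were among the 10 largest rises. Myh8, the gene of perinatal myosin heavy chain, reached 104 ± 67.2 FPKM against 0.757 ± 0.285. Sln, which encodes the calcium pump regulator sarcolipin, rose to 53.5 ± 15.6 from 0.793 ± 1.21, and Mymk was at 28.1 ± 27.3 FPKM. The keratin gene Krt18 went from 0.119 ± 0.205 to 22.1 ± 3.49 FPKM and Maged2 from 2.39 ± 0.363 to 101 ± 20.5. Postn, the gene of the matrix protein periostin, rose from 0.624 ± 0.544 to 110.4 ± 107. The macrophage genes Ctss and Tyrobp were at 78.0 ± 65.8 and 32.3 ± 26.0 FPKM, and slow troponin Tnni1 at 55.1 ± 40.1. Among the falls, Pfkfb3, a regulator of glycolysis, went from 37.6 ± 29.7 to 2.24 ± 0.676 FPKM, the phosphatase inhibitor gene Ppp1r1a from 28.2 ± 10.3 to 1.54 ± 2.15, the phosphatase gene Dusp26 from 44.2 ± 13.1 to 3.18 ± 4.54 and Mylk4 to 12.4 ± 8.38. Amd1 and Ces1d were again among the 10 largest falls, at 15.1 ± 14.0 and 0.395 ± 0.537 FPKM, together with Odf3l2 (0.0697 ± 0.139 from 29.9 ± 24.7) and Tspan8 (2.13 ± 2.87 from 29.8 ± 11.2). The mitochondrial tRNA gene mt-Ti, at 23.4 ± 10.7 FPKM in the Uninjected group, was listed at 0 in all 4 libraries of this stage. In so short a gene this FPKM rests on few fragments, so the values at 0 may reflect counting. Of 12983 genes tested with limma, 2209 were higher and 1626 lower, of which 1632 and 890 by at least 2-fold. After quantile normalization 1710 were higher and 1962 lower, so the larger count was that of the falls. The log2 fold change of Myh8 was 6.06 (standard error 0.61, adjusted p = 0.000881) and that of Sln 5.74 (standard error 0.53, adjusted p = 0.000698). For Maged2 it was 5.11 (standard error 0.21, adjusted p = 4.19e-05), the lowest adjusted p of the 10 largest rises, and for Postn 5.61 (standard error 1.24, adjusted p = 0.0128). Ces1d fell by 4.28 on the log2 scale (standard error 0.40, adjusted p = 0.000720) and Pfkfb3 by 3.56 (standard error 0.44, adjusted p = 0.00168). Among 187 tested genes listed at 0 in every Uninjected library, 128 were called higher. Here too the filter tested only those that reached 0.5 FPKM in at least 3 libraries of the stage. Without Differentiation Stage replicate 2, or without Uninjected replicate 2 or 3, the number of called genes was 2485, 2248 and 2242 in place of 3835.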

In the Maturation Stage, 16,474 individual gene expression values were measured. Of those 16,474 genes, 778 genes (4.7%) were significantly upregulated, 771 genes (4.7%) were significantly downregulated, and 14,925 genes (90.6%) did not change significantly (−Log_10_(p) > 1.301, Fig. 6C). 

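In the Maturation Stage, 3 genes passed the test and all 3 were higher than in the Uninjected group. Inha, which encodes the alpha subunit of the hormone inhibin, was at 28.6 ± 6.38 FPKM against 2.40 ± 1.63. Mdfi, the gene of an inhibitor of MyoD family factors, was at 5.28 ± 1.78 against 0.264 ± 0.113, and Gadl1, a decarboxylase gene, at 4.68 ± 1.59 against 0.649 ± 0.148. H19, an imprinted RNA of growing muscle, averaged 509 ± 134 FPKM against 144 ± 14.3 and the cardiac actin gene Actc1 1967 ± 1038 against 278 ± 157, and neither passed the test (log2 fold changes 1.78 at adjusted p = 0.0610 and 2.87 at adjusted p = 0.136). The log2 fold changes of the 3 called genes from limma were 3.47 for Inha (standard error 0.37, adjusted p = 0.0458), 2.88 for Mdfi (standard error 0.27, adjusted p = 0.0298) and 2.14 for Gadl1 (standard error 0.24, adjusted p = 0.0458). Mdfi and Gadl1 lie below 10 FPKM and are named because so few genes passed, a choice made after their values were seen. Over the 12253 genes tested, 1618 had an unadjusted p under 0.05 from limma, and none was lower at an adjusted p under 0.05. Unadjusted, the methods' t-test gave 782 genes higher and 776 lower among 16474 genes with a ratio. The number of called genes changed when a library was left out, to 0 without Maturation Stage replicate 1 or 3 or Uninjected replicate 1, to 8 without Maturation Stage replicate 2, and to 5 without Maturation Stage replicate 4 or Uninjected replicate 3.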

Up to the Top 50 Gene Ontology Biological Processes (GOBP’s) were measured from the list of genes that were either significantly upregulated or downregulated in each stage and can be viewed in the Supplemental Data (Figs. S1–S3).

**Figure 6:**
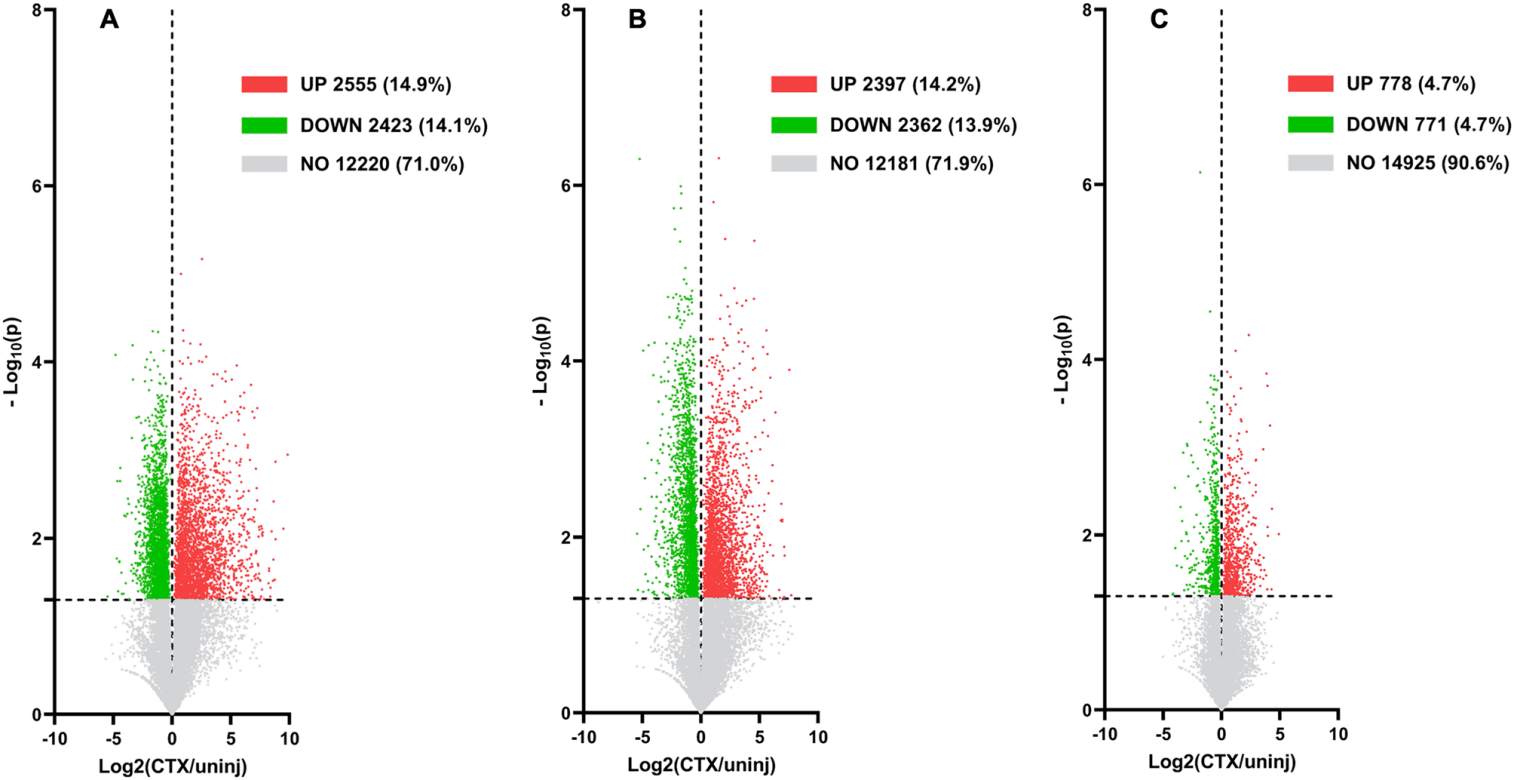
Global gene expression rates at each stage. (**A**) Volcano plot of global gene expression (FPKM) on the X-axis and Log_10_(p value) on the Y-axis for all genes found during the Proliferation Stage (4 dpi). (**B**) Volcano plot of global gene expression (FPKM) on the X-axis and Log_10_(p value) on the Y-axis for all genes found during the Differentiation Stage (7 dpi). (**C**) Volcano plot of global gene expression (FPKM) on the X-axis and Log_10_(p value) on the Y-axis for all genes found during the Maturation Stage (14 dpi). All values with a -log10(p value) of below 1.301 were non-significant and are colored gray.

### Group ontology gene expression at each stage for matched proteins

UniProt unique protein identification numbers (Accession #) were used to find Gene IDs for all proteins that were measured in functional cluster protein groups from DAVID by NIH software. FPKM values for each of those individual genes identified were ratioed to generate a Log_2_(Fold Change) to measure the magnitude of change between each stage of muscle regeneration and control tissue. These values were then split up into the same functional cluster protein groups, as seen in Fig. 4. In the Proliferation Stage, all of the functional clusters that were measured had a significant number of proteins with lower FSR values in the injured limb compared to control limb [Myofibril (15/18 decreased, p < 0.05), Glycolysis (9/10 decreased, p < 0.05), Mitochondria (8/9 decreased, p < 0.05), and Oxidative Phosphorylation (12/12 decreased, p < 0.05)], except for Cytoplasm (9/14 decreased, p > 0.05) (Fig. 7A). 

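In the Proliferation Stage, the mean FPKM of most muscle genes whose proteins were measured lay below the Uninjected group. Of the 18 Myofibril genes, 15 had a ratio below 0 on the log2 scale and 3 above, with a median of -1.31. Titin (Ttn) was called lower in that cluster, and Actc1 and embryonic myosin (Myh3) were called higher. Glycolysis had 10 genes below and 1 above (median -0.87), Mitochondria 9 below and 1 above (median -0.90), and OxPhos 12 below and 0 above (median -0.77). No Glycolysis or OxPhos gene was called, and Slc25a5, a mitochondrial ADP/ATP carrier, was called higher. Cytoplasm had 9 below and 5 above (median -0.85), with the collagen genes Col1a1, Col3a1 and Col1a2 called higher. Creatine kinase Ckm (-2.50 at adjusted p = 0.0979), carbonic anhydrase Car3 (-3.11 at adjusted p = 0.134), the fast light chain Myl1 (-1.41 at adjusted p = 0.200) and the histone gene H2bc4 (-0.23 at adjusted p = 0.680) did not pass limma's test, nor did the glycolysis genes Tpi1 (-0.67 at adjusted p = 0.388), Ldha (-1.10 at adjusted p = 0.214) and Pgam2 (-1.23 at adjusted p = 0.280). A two-sided exact binomial test of the tallies, adjusted over 15 clusters and stages, gave adjusted p = 0.0188 for Myofibril, 0.0251 for Glycolysis, 0.0374 for Mitochondria, 0.00183 for OxPhos and 0.489 for Cytoplasm. The genes of a cluster rise and fall together in a library, so they are not independent trials. Limma's camera, which sets the members against all other genes, gave adjusted p = 0.0150 for Glycolysis and 0.0125 for OxPhos, and 0.0564, 0.0542 and 0.644 for Myofibril, Mitochondria and Cytoplasm. With an estimated correlation, adjusted p = 0.656 for Glycolysis and for OxPhos. Of the 12 OxPhos proteins, 7 had a fractional synthesis rate (FSR) below control and 5 above, and of the 18 Myofibril proteins 5 below and 13 above. The study chose these clusters on these samples, so counts over a cluster alone are not independent evidence. Adjusted over the list alone they were 2 higher and 1 lower for Myofibril, 4 higher for Cytoplasm and 1 higher for Mitochondria, as over all genes.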

In the Differentiation Stage, again most of the functional clusters that were measured had a significant number of proteins with lower FSR values in the injured limb compared to control limb [Cytoplasm (16/23 decreased, p < 0.05), Glycolysis (10/12 decreased, p < 0.05), Mitochondria (23/24 decreased, p < 0.05), and Oxidative Phosphorylation (33/37 decreased, p < 0.05)], except for Myofibril (10/19 decreased, p > 0.05), (Fig. 7B). 

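In the Differentiation Stage, genes of the mitochondria were the most evenly lowered. Of 22 Mitochondria genes, 21 lay below the Uninjected mean (median log2 ratio -0.66), and 5 were called lower. These include the channel gene Vdac1, the aspartate carrier Slc25a12 and the fatty acid enzyme Acadvl. In OxPhos, 36 genes lay below and 4 above (median -0.30), with the mitochondrially encoded mt-Co2 called lower. In Glycolysis 11 lay below and 2 above (median -0.37). Pygm (glycogen phosphorylase), Pfkm and Aldoa were called lower and the enolase gene Eno1 higher. The 19 Myofibril genes were divided, with 10 below and 9 above. Actn3, the alpha-actinin of fast fibers, was called lower, and Actn2, Actc1 and Myh3 higher. Cytoplasm had 15 below and 7 above (median -0.36). Car3 (carbonic anhydrase 3, 176 ± 20.7 FPKM against 601 ± 85.9), creatine kinase Ckm and the calcium pump Atp2a1 fell and Col1a1 rose. Tpi1 (-0.23 at adjusted p = 0.644), Ldha (-0.44 at adjusted p = 0.428), Pgam2 (-0.45 at adjusted p = 0.463), Myl1 (0.27 at adjusted p = 0.612) and H2bc4 (0.28 at adjusted p = 0.452) did not pass. The adjusted p of the exact binomial test was 8.23e-05 for Mitochondria, 2.79e-06 for OxPhos, 0.0374 for Glycolysis, 0.201 for Cytoplasm and 1 for Myofibril. From camera it was 0.000544 for Mitochondria and 0.00148 for OxPhos, and in these clusters adjusted p = 0.735 and 0.735 with an estimated correlation. Glycolysis (0.139), Cytoplasm (0.0981) and Myofibril (0.707) did not pass. Measured FSR ratios ran the other way, with 20 of 22 Mitochondria proteins and all 40 OxPhos proteins above control. These ratios come from samples depleted of CD45-positive cells, a step that the methods do not give for the RNA. Over the clusters' own lists, which the study chose on these samples, the called genes were 4 higher and 7 lower in Cytoplasm and 1 higher and 5 lower in Mitochondria, when adjusted over the list alone. In OxPhos no gene was called that way, mt-Co2 included.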

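In the Maturation Stage, the glycolysis genes of the paper's cluster stood slightly above the Uninjected group. Of 13 Glycolysis genes, whose enzymes turn glucose into pyruvate and lactate, 12 had a log2 ratio of mean FPKM above 0 and 1 below, with a median of 0.38. OxPhos had 33 above and 7 below with a median of 0.09, and Myofibril 13 above and 6 below with a median of 0.11. Mitochondria (12 above and 9 below, median 0.01) and Cytoplasm (13 above and 8 below, median 0.17) were divided. The enolase gene Eno3 had a log2 fold change of 0.31 (adjusted p = 0.475), the phosphoglycerate mutase gene Pgam2 0.60 (adjusted p = 0.309), the glycolysis genes Tpi1 and Ldha 0.51 (adjusted p = 0.303) and 0.37 (adjusted p = 0.457), creatine kinase Ckm -0.19 (adjusted p = 0.711), Car3 0.49 (adjusted p = 0.465), Myl1 0.77 (adjusted p = 0.197), H2bc4 0.18 (adjusted p = 0.747) and the fast troponin gene Tnnt3 0.10 (adjusted p = 0.874), and no gene of the 5 clusters passed limma's test over all genes. The exact binomial test of the tallies gave adjusted p = 0.0103 for Glycolysis, 0.000211 for OxPhos, 0.228 for Myofibril, 0.479 for Cytoplasm and 0.711 for Mitochondria. Camera gave adjusted p = 0.000546 for Glycolysis, adjusted p = 0.448 with an estimated correlation, and 0.131 for OxPhos, Myofibril and Cytoplasm. Over the wider list of 32 glycolysis and glycogen genes the median was 0.02 (camera adjusted p = 0.435). For Mitochondria camera gave 0.997, in the direction opposite to the median. Adjusted over the list alone, 4 Cytoplasm, 2 Myofibril and 2 Glycolysis genes were higher, in clusters that the study chose on these samples. All 13 Glycolysis proteins and 39 of 40 OxPhos proteins had an FSR above control.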

In the Maturation Stage, 3 of the measured functional cluster protein groups [Myofibril (13/18 increased, p < 0.05), Glycolysis (11/12 increased, p < 0.05), Oxidative Phosphorylation (34/39 increased, p < 0.05)] saw significant increases in the number of proteins with a higher FSR value in the injured limb compared to control limb, while 2 did not [Cytoplasm (13/21 increased, p > 0.05), Mitochondria (11/22 decreased, p > 0.05)] (Fig. 7C).

**Figure 7:**
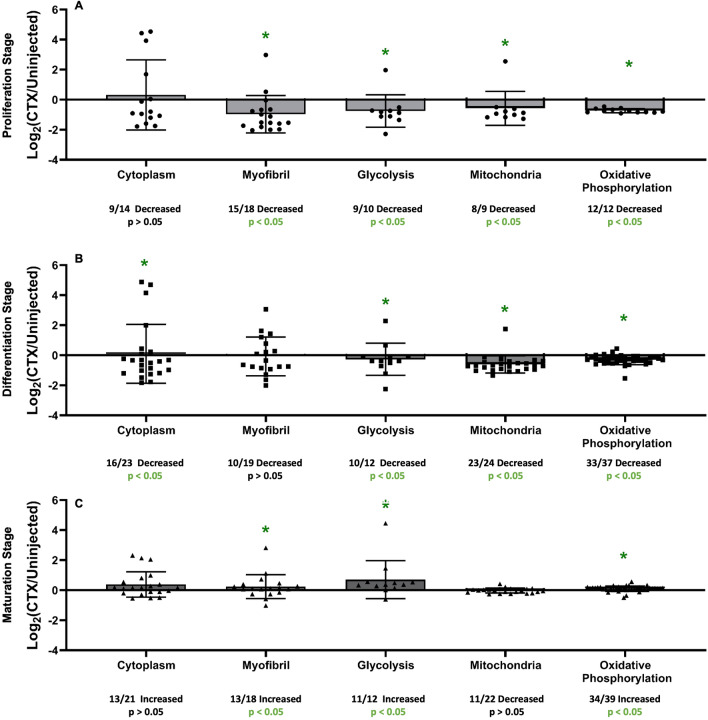
Gene expression at each stage for matched individual proteins in group ontologies. (**A**) Functional Clusters of gene expression based on protein groups (used in Fig. 4) from NIH DAVID software at the Proliferation Stage (4 dpi). (**B**) Functional Clusters of gene expression based on protein groups (used in Fig. 4) from NIH DAVID software at the Differentiation Stage (7 dpi). (**C**) Functional Clusters of gene expression based on protein groups (used in Fig. 4) from NIH DAVID software at the Maturation Stage (14 dpi). For all groups, significance is determined by Binomial Test of the proportion of proteins showing a higher or lower value of FSR in relation to control, *p < 0.05.

### Correlations of changes in gene expression to changes in protein FSR

To correlate changes in gene expression FPKM values with their protein FSR values, a 2-dimensional graph was created to plot the Log_2_FC of FPKM values on the Y axis and Log_2_FC of protein FSR values on the X axis for each stage of muscle regeneration. In the Proliferation Stage, there is no significant correlation between the magnitude of change in FPKM and FSR values (R^2^ = 0.01819, p > 0.05, Fig. 8A). 

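At the Proliferation Stage, Myh3 had a log2 ratio of mean FPKM of 9.86 and its protein, embryonic myosin heavy chain, a log2 FSR ratio of 0.12. The collagen genes Col3a1, Col1a1 and Col1a2 had FPKM ratios of 4.54, 4.43 and 3.93 and FSR ratios of -1.57, -0.74 and -0.08. Albumin (Alb), a plasma protein, had 5.80 and -2.32. Across 71 proteins with both values, Pearson's r was -0.147 (95% confidence interval -0.368 to 0.0889, R2 = 0.0217, permutation p = 0.213). Spearman's rho was -0.0401 (permutation p = 0.739), and r was -0.165 with the 2 proteins farthest from the median FSR ratio left out. This is the first of 3 such correlations, across genes, which are not independent replicates, and their p is not adjusted. The FSR ratios were taken as the authors give them, without an error per protein.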

In the Differentiation Stage, there is also no significant correlation between the magnitude of change in FPKM and FSR values (R^2^ = 0.00184, p > 0.05, Fig. 8B). 

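At the Differentiation Stage, Myh3 again had the largest log2 ratio of mean FPKM, 7.77, beside a log2 FSR ratio of 2.64. The cardiac actin Actc1 had 3.07 for FPKM and 3.59 for FSR. The collagens Col1a1, Col3a1 and Col1a2 had 4.89, 4.70 and 4.15 for FPKM and 0.72, 0.89 and 1.89 for FSR. Over 124 proteins r was 0.0594 (95% confidence interval -0.118 to 0.233, R2 = 0.00353, permutation p = 0.499), and 0.0441 with the 2 farthest FSR ratios left out. Spearman's rho, which ranks the proteins, was 0.200 with a permutation p of 0.0257, and Pearson's r turned to -0.00365 when each gene entered with a single protein and at least 1 FPKM.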

In the Maturation Stage as well, there is no significant correlation between the magnitude of change in FPKM and FSR values (R^2^ = 0.00220, p > 0.05, Fig. 8C). These results indicate that there is no significant correlation between the magnitude of change in gene expression values and the magnitude of change in protein turnover at any of the stages of muscle regeneration.

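At the Maturation Stage, Actc1 had a log2 ratio of mean FPKM of 2.82 and a log2 FSR ratio of 2.36, and Col1a1 and Col3a1 had 2.32 and 2.13 for FPKM and 0.26 and 0.40 for FSR. The gene of fast troponin C, Tnnc2, had -2.28 for FPKM and 1.83 for FSR. Its FPKM is near 0 in both groups, at 0.123 ± 0.245 against 0.595 ± 0.0701, and limma gave a log2 fold change of -0.88 (adjusted p = 0.331). Gapdh, a glycolysis enzyme, had 4.45 for FPKM and 2.09 for FSR. Its FPKM was 78.4 in replicate 1 and 248 in replicate 3 and between 2.81 and 6.17 in the other replicates and the Uninjected libraries, and 24.7% of the 50-base pieces of its transcripts also occur in other genes. Across 121 proteins r was 0.0232 (95% confidence interval -0.156 to 0.201, R2 = 0.000537, permutation p = 0.796). Spearman's rho was 0.105 (permutation p = 0.248), r was 0.0391 with the 2 farthest FSR ratios left out, and it turned to -0.0419 without Uninjected replicate 1.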

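Counted by direction, FPKM and FSR parted most at the Differentiation Stage. There 97 of 124 proteins had a lower FPKM and a higher FSR than control, 25 were higher in both and 2 lower in both. At the Proliferation Stage, 33 of 71 proteins had a lower FPKM with a higher FSR, 27 were lower in both, 5 higher in both, and 6 had a higher FPKM with a lower FSR. At the Maturation Stage, 84 of 121 were higher in both and 33 had a lower FPKM with a higher FSR, beside 2 lower in both and 2 with a higher FPKM and a lower FSR. Taken over each measure, 11, 25 and 86 proteins had a higher FPKM at the 3 stages in turn, and 38, 122 and 117 a higher FSR. The FSR of most measured proteins thus lay above control from the Differentiation Stage on, while FPKM of most of their genes lay below it there and above it at the Maturation Stage. The 2 measures are not alike, as FPKM is a level among all RNA at the end of a stage and FSR a rate over the labeling days. The methods also describe depletion of CD45-positive cells for the protein samples and give none for the RNA. The paper groups the genes by the protein clusters of Fig. 4 (Fig. 7) and fits a line to log2 FPKM against log2 FSR at each stage (Fig. 8A-C). As no fit is significant, the paper states that at no stage was there a significant correlation between the sizes of the changes in expression and in protein turnover. It proposes that this divergence may come from control of protein synthesis after transcription, such as translation or microRNA effects, or from delays in the turnover of transcripts.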

**Figure 8:**
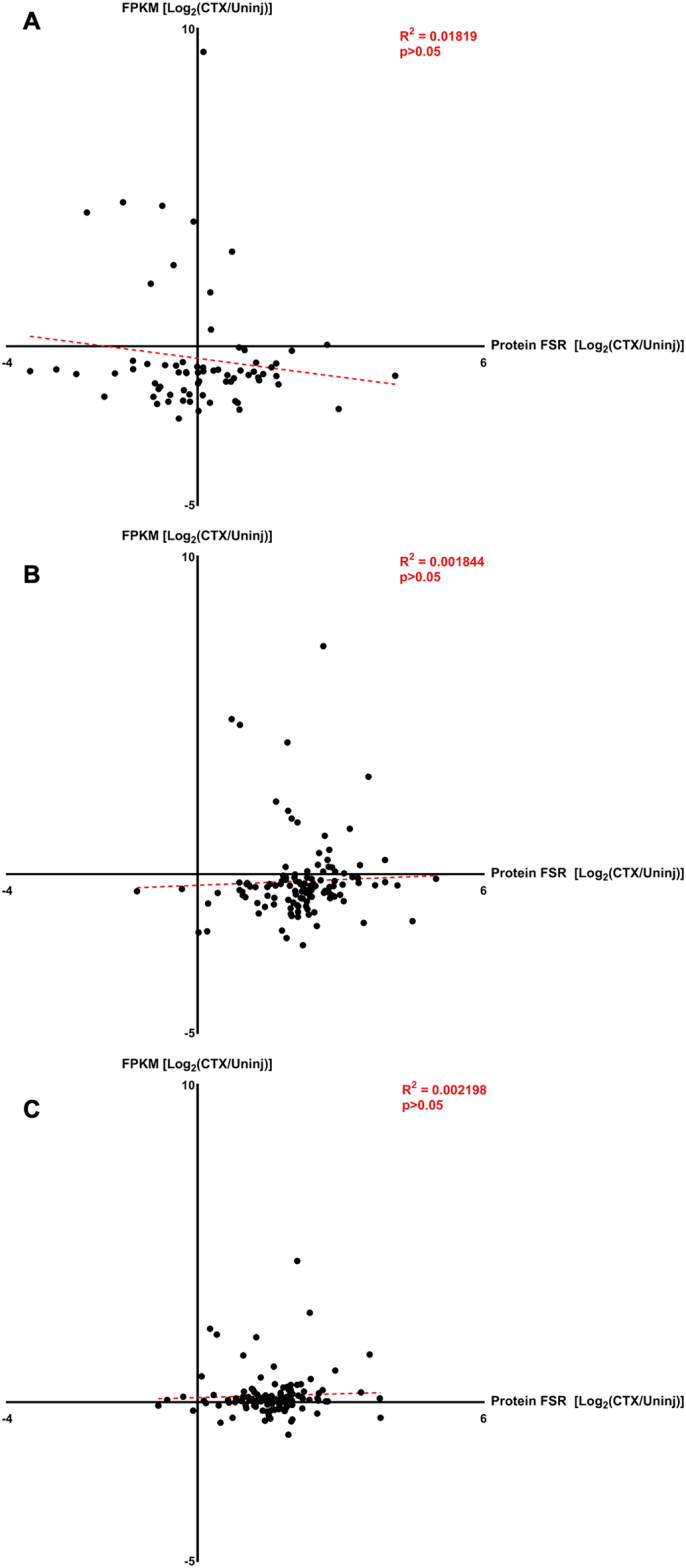
Correlation of gene expression to protein FSR. (**A**) Correlation graphs between log transformed fold change in gene expression (FPKM, Y Axis) and log transformed fold change in protein turnover (FSR, X Axis) for Proliferation Stage (4 dpi). (**B**) Correlation graphs between log transformed fold change in gene expression (FPKM, Y Axis) and log transformed fold change in protein turnover (FSR, X Axis) for Differentiation Stage (7 dpi). (**C**) Correlation graphs between log transformed fold change in gene expression (FPKM, Y Axis) and log transformed fold change in protein turnover (FSR, X Axis) for Maturation Stage (14 dpi). For all graphs, significance was determined by simple linear regression equation with R^2^ value shown.

### Myh3 gene expression, EmyHC protein abundance, EmyHC protein levels, and My3 protein turnover

To support our analysis of protein flux changes, we incorporated static abundance measurements of certain proteins that are only transiently expressed during muscle regeneration, along with our genome data, to confirm which stage of new myofiber genesis we are exploring. EmyHC protein expression was analyzed by immunofluorescence intensity on muscle sections that were taken at the end of each regeneration stage (Fig. 9A). The Proliferation Stage showed modest EmyHC expression, however, a significant increase in EmyHC expression was seen between the Proliferation Stage and the Differentiation Stage (Fig. 9B, p < 0.001). By the end of the Maturation Stage, the level of EmyHC expression was significantly lower than both the Proliferation Stage (Fig. 9B, p < 0.001) and the Differentiation Stage (Fig. 9B, p < 0.001), as most myofibers had undergone their initial formation stages and began to mature back into unaffected tissue. Protein levels of EmyHC were also measured from the fluorescent images and followed a similar pattern of significance as the abundance measurements expect for no significant difference between Proliferation and Differentiation Stages (Fig. 9B). Myh3, the gene for EmyHC, expression was also measured at the Proliferation Stage, and showed a significant increase in comparison to control values (Fig. 9C, p < 0.005). However, Myh3 gene expression no longer showed a significant difference from control levels at the Differentiation Stage and was significantly reduced from the Proliferation Stage (p < 0.005). These gene expression levels of Myh3 were also observed in the Maturation Stage, with levels that were like the control group and significantly lower than the Proliferation Stage (Fig. 9C, p < 0.001).

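Myh3 encodes embryonic myosin heavy chain, the first myosin made in new fibers, and lies on chromosome 11 from 67078300 to 67102291 of GRCm38 (ENSMUSG00000020908). It rose from 0.401 ± 0.492 FPKM in the Uninjected group to 374 ± 94.3 in the Proliferation Stage, a ratio of 932, with the 4 libraries between 301 and 509. This was the largest rise among called genes with a mean of at least 10 FPKM and no overlap between the groups, unnamed gene models left out. Its log2 fold change from limma was 8.81 (standard error 0.38, adjusted p = 1.42e-05), with an exact permutation p of 0.0286. The perinatal myosin gene Myh8, the next in fiber development, was at 108 ± 48.6 FPKM.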

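In the Differentiation Stage, Myh3 averaged 87.6 ± 80.0 FPKM, with libraries from 6.79 to 197. Against the Uninjected group its log2 fold change was 6.01 (standard error 0.98, limma adjusted p = 0.00395), and the exact permutation p was 0.0571. By the methods' t-test on FPKM, and not the one-way ANOVA of Fig. 9C, the unadjusted p was 0.124. Against the Proliferation Stage it fell by 2.80 on the log2 scale (standard error 0.72, adjusted p = 0.0491), and every library of the Differentiation Stage lay below every library of the Proliferation Stage (exact permutation p = 0.0286). This call was lost without any of the 4 Proliferation Stage libraries or without Differentiation Stage replicate 2 or 3 (adjusted p = 0.105, 0.0605, 0.148, 0.0790, 0.0561 and 0.114 in turn), within a range of 0.00357 to 0.148 over the alternatives tried. Of 18 alternatives 11 lost this call, among them median-ratio scaling (adjusted p = 0.0573) and no filter (adjusted p = 0.0869). Other genes of new fibers fell with Myh3 from the Proliferation to the Differentiation Stage, with 9 of 24 fusion and myocyte genes lower and none higher. Mymk fell by 3.09 (adjusted p = 0.0196).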

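In the Maturation Stage, Myh3 was at 1.31 ± 0.531 FPKM against 0.401 ± 0.492 in the Uninjected group, a log2 fold change of 1.10 that did not pass the test (standard error 0.40, limma adjusted p = 0.297, exact permutation p = 0.114). It lay -7.71 from the Proliferation Stage on the log2 scale (adjusted p = 9.94e-06) and -4.91 from the Differentiation Stage (adjusted p = 0.00174). Myh8 fell by 5.41 from the Proliferation Stage (adjusted p = 1.58e-05), Mymk fell by 6.62 (adjusted p = 1.37e-05) and Pax7, the satellite cell factor, fell by 1.58 (adjusted p = 0.00215). Of 24 fusion and myocyte genes, 17 were lower than in the Proliferation Stage and 15 lower than in the Differentiation Stage.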

**Figure 9:**
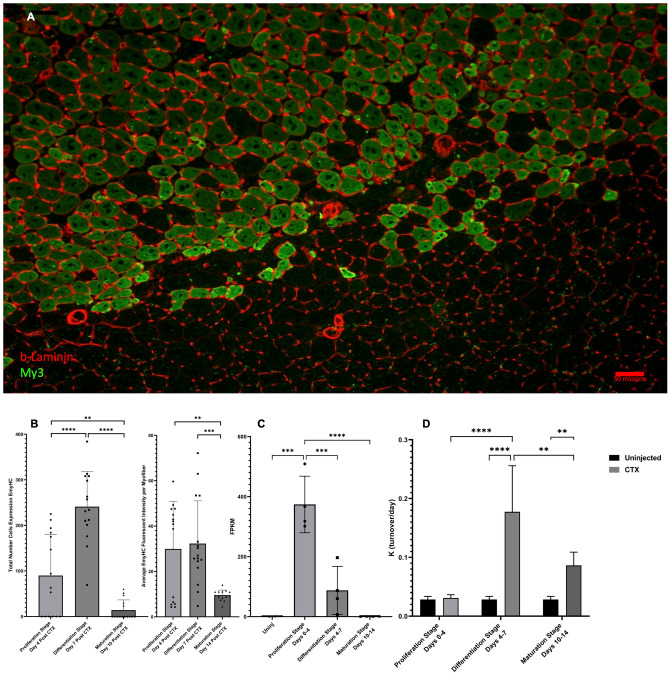
Myh3 gene expression, EmyHC protein abundance, and My3 protein turnover. (**A**) Visualization of EmyHC (green) expression, counterstained with β-Laminin (red), at 7 days post CTX injection (Differentiation Stage). (**B**) Quantification of individual myofibers expressing Embryonic Myosin Heavy Chain (EmyHC). Values are expressed as: number of myofibers/100 µM^2^ of tissue. Average measurement of protein levels by fluorescent staining intensity of individual myofibers at each stage. Significance for both graphs was determined by One-Way ANOVA with Benjamini–Hochberg correction for multiple comparisons. *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001. (**C**) Gene expression (FPKM) of Myh3 during various stages of muscle regeneration. Significance determined by One-Way ANOVA with Benjamini–Hochberg correction for multiple comparisons. *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001. (**D**) Myosin 3 (EmyHC) turnover per day (K) value during various stages of muscle regeneration. Significance determined by One-Way ANOVA with Benjamini–Hochberg correction for multiple comparisons. *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001.

In addition, we investigated the relationship between kinetic measurements, protein abundance measurements, and gene expression values for this protein during the process of muscle regeneration. EmyHC FSR did not show a significant increase from control during the Proliferation Stage (Fig. 9D, p > 0.05), when protein abundance level measurements were only moderately increased (Fig. 9B) and Myh3 gene expression levels were significantly increased (Fig. 9C, p < 0.001). However, as with EmyHC abundance measurements, there was a significant increase in the EmyHC FSR value in the injured limb during the Differentiation Stage in comparison to the injured limb of the Proliferation Stage, as well as the control limb in the Differentiation Stage (Fig. 9D, p < 0.001). However, at this stage Myh3 gene expression was significantly decreased from the Proliferation Stage (Fig. 9C, p < 0.005). In the Maturation Stage, there was a significant decrease in EmyHC FSR from the injured limb of the Differentiation Stage to the injured limb of the Maturation Stage (p < 0.01). The same significant decrease between the two stages can be seen with both measurements of EmyHC protein abundance (number and staining intensity, Fig. 9B, p < 0.001). Myh3 gene expression was also significantly lower from previous stages (Proliferation Stage) and not significantly different from the control group. Interestingly, EmyHC from the injured limb during the Maturation Stage was still significantly higher in FSR values than control. This is different from what is seen in EmyHC protein abundance during the Maturation Stage, as it was the lowest of all the stages we measured. Also, there is no significant difference between the EmyHC FSR values of the injured limb from the Proliferation Stage and the injured limb from the Maturation Stage, which is different from what is seen in both EmyHC abundance and protein levels (Fig. 9B).

### TTN gene expression, titin protein turnover, and correlation between the two measurements

To demonstrate the discordance between gene expression and protein turnover during muscle regeneration, we investigated the individual relationship of Titin (TTN) gene expression and protein turnover at various stages (Fig. 10A,B). Gene expression values of TTN show significant decreases at the Proliferation and Differentiation stages, with expression levels almost returning to normal by the Maturation Stage and being non-significant (Fig. 10A). However, this was not the case with Titin protein turnover, as there was no significant change between the individual protein’s turnover values at any stage of regeneration and the control groups (Fig. 10B). This general lack of correlation between gene expression and protein turnover is demonstrated well when the magnitude of change in both of these values are plotted together on a correlation graph (Fig. 10C).

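Ttn encodes titin, the elastic filament of the sarcomere, and lies on chromosome 2 from 76703980 to 76982547 of GRCm38 (ENSMUSG00000051747). Its level fell from 76.7 ± 8.74 FPKM in the Uninjected group to 25.5 ± 14.2 in the Proliferation Stage. It was at 45.9 ± 16.8 FPKM in the Differentiation Stage and 63.9 ± 10.8 in the Maturation Stage, and neither of these passed the test against the Uninjected group. The genes of nebulin (Neb) and myomesin 1 (Myom1), other structural proteins of the sarcomere, fell with Ttn at the Proliferation Stage. They went from 220.4 ± 21.1 and 193 ± 29.3 FPKM to 69.1 ± 43.8 and 64.5 ± 39.9 (adjusted p = 0.0423 and 0.0476). The troponins of slow fibers, Tnni1, Tnnt1 and Tnnc1, rose, with Tnnt1 at 171 ± 52.7 FPKM against 1.86 ± 2.44. The log2 fold change of Ttn from limma was -1.80 at the Proliferation Stage (standard error 0.52, adjusted p = 0.0355, exact permutation p = 0.0286), -0.80 at the Differentiation Stage (standard error 0.29, adjusted p = 0.0683, exact permutation p = 0.0571) and -0.27 at the Maturation Stage (standard error 0.17, adjusted p = 0.523, exact permutation p = 0.143). From the Proliferation to the Maturation Stage it rose by 1.53 (adjusted p = 0.0122), and the steps between were 1.00 (adjusted p = 0.237) and 0.53 (adjusted p = 0.374). The call at the Proliferation Stage was lost without Proliferation Stage replicate 3 (adjusted p = 0.0866) and without Uninjected replicate 1, 2 or 3 (adjusted p = 0.0931, 0.102 and 0.0856), within a range of 0.00279 to 0.102. Ttn at the Differentiation Stage passed without Differentiation Stage replicate 1 (adjusted p = 0.0150) and had an unadjusted p of 0.0358 by the methods' t-test, within a range of 0.0150 to 0.223 with limma and that test. The one-way ANOVA of Fig. 10A was not run here. In the adult sarcomere list at the Proliferation Stage, of 41 genes tested, 6 were higher and 3 lower (5 and 0 adjusted over the list alone), with a median log2 fold change of -1.03 (adjusted p = 0.0804 from camera). At the Differentiation Stage, of 41 genes tested, 7 were higher and 5 lower (9 and 7 adjusted over the list alone), with a median of -0.34 (adjusted p = 0.622), and after quantile normalization 12 were higher and the median was 0.25. There the telethonin gene Tcap was at 889 ± 258 FPKM against 3819.6 ± 209.6, Actn3 fell by 1.66 on the log2 scale (adjusted p = 0.0198) and Actn2 rose by 1.88 (adjusted p = 0.0230). At the Maturation Stage none of the 41 genes was called (median 0.15, adjusted p = 0.303), and 21 of 42 were higher and 7 lower than in the Proliferation Stage.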

**Figure 10:**
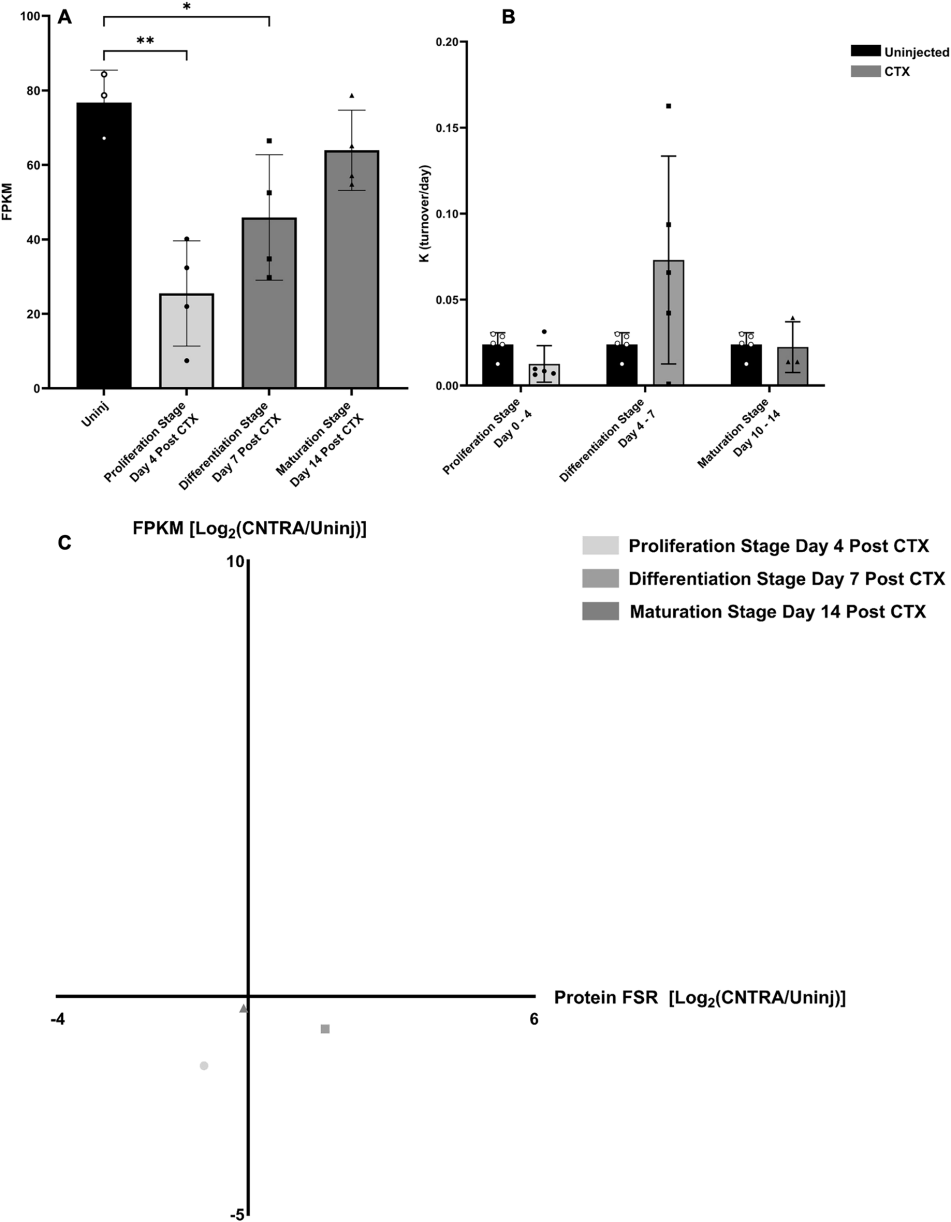
TTN gene expression and titin protein turnover. (**A**) Gene expression (FPKM) of TTN during various stages of muscle regeneration. Significance determined by One-Way ANOVA with Benjamini–Hochberg correction for multiple comparisons. *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001. (**B**) Titin protein turnover per day (K) value during various stages of muscle regeneration. Significance determined by One-Way ANOVA with Benjamini–Hochberg correction for multiple comparisons. *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001. (**C**) Correlation graph between log-transformed fold change in gene expression (FPKM, Y Axis) and log-transformed fold change in protein turnover (FSR, X Axis) for various stages of regeneration of the TTN gene to Titin protein.

## Discussion

Here, we describe how both protein flux changes and gene expression values are affected on global, group, and individual levels during sequential stages of muscle regeneration from CTX injury. This was achieved through paired “omics” approaches, including ^2^H_2_O labeling of proteins coupled to high-resolution MS analysis to measure in-vivo protein turnover rates and bulk RNA-sequencing of CTX injured tissue. To first validate our model of CTX-mediated initial muscle damage and subsequent regeneration, we used quantitative measurements of histology, DNA replication, and EmyHC expression profiles.

We utilized visual analysis of the injured tissue at each stage to confirm our model of induced injury caused sufficient necrotic damage and subsequent regeneration of that damaged muscle tissue. Previous work done by Mahdy et al. demonstrated histological analysis of CTX mediated muscle damage and regeneration on or around similar time points as our study^23^. The authors showed early, widespread tissue damage with fragmented myofibers and cellular edema that is followed by later-stage nascent myofiber formation and transient presence of central nuclei. Yan et al. also reported visual confirmation of new myofiber formation from MuSCs, with the abundance of central nuclei being the highest around 5–10 dpi^25^. In the later stages of muscle regeneration, the new myofibers have left their beginning stages of formation from MuSCs and have begun to mature into surrounding unaffected tissue. While this process generally begins after 7 dpi, we decided to delay the start of our measurement of protein fluxes until 10 dpi to allow for this process to develop. Visual analysis of the Maturation Stage shows significant decreases in measurements of histology and central nuclei, which indicates the early stage of myofiber genesis has ended. This point of muscle regeneration is where new tissue begins to develop the structures that surround the new myofiber to help integrate it back into the unaffected tissue^24^. By around 14 dpi, both papers report that newly formed myofibers are visibly indistinguishable from unaffected tissue, thus confirming the final stages of the regeneration process end around this time point.

To support our visual confirmation of unique stages of skeletal muscle damage and regeneration, ^2^H incorporation into DNA was measured from aliquots of single muscle fibers with attached fiber-associated cells to determine cell-cycle activity. Previous work shows that MuSCs cultured from mouse tissue ex-vivo that are responding to an injury model have high bromodeoxyuridine (BrdU) incorporation up to 3 dpi^27^, and that all cell populations actively incorporating BrdU at 3 dpi are MuSCs^25^. Our analysis shows high rates of cell-cycle activity from isolated muscle fibers based on high rates of DNA synthesis during the early stages of initial muscle damage (4dpi), but a striking and significant decrease in DNA synthesis rates as differentiation and muscle regeneration occurred. Interestingly, we only saw significant changes in the expression of the cell-cycling genes that we measured, including PCNA or Ki67, in the Differentiation Stage when PCNA had significant upregulation. However, gene expression of myogenic markers that are involved with newly formed myofibers, like MyoD and Myf5^8^, were high at early stages (Proliferation and Differentiation), but all decreased back to control levels by the Maturation Stage. 

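Myoz1, which anchors the sarcomere's Z disc, was at 417 ± 349 FPKM in the Proliferation Stage, 728 ± 308 in the Differentiation Stage and 1451 ± 283 in the Maturation Stage, against 1380.4 ± 355 in the Uninjected group. Its relative Myoz3 was at 34.1 ± 27.4, 47.4 ± 22.9 and 114 ± 15.9 FPKM against 87.9 ± 24.9. Tnni2, the gene of fast troponin I, was at 2214 ± 2090.4, 3722 ± 1507 and 7064 ± 699.5 FPKM against 6324 ± 1919.8. Dmd, the gene of dystrophin, which ties the cytoskeleton to the cell membrane, was at 2.26 ± 1.36, 2.89 ± 0.660 and 4.20 ± 0.898 FPKM against 4.75 ± 0.686. Dmd fell at the Differentiation Stage. No other comparison of these 4 genes with the Uninjected group passed the test. From the Proliferation to the Maturation Stage all 4 rose, Myoz1 by 2.43 (adjusted p = 0.0158) on the log2 scale, Myoz3 by 2.39 (adjusted p = 0.0180), Tnni2 by 2.42 (adjusted p = 0.0215) and Dmd by 0.89 (adjusted p = 0.0353). From the Differentiation to the Maturation Stage the adjusted p was 0.286, 0.174, 0.347 and 0.279. Against the Uninjected group, limma's log2 fold changes at the Proliferation Stage were -2.35 (adjusted p = 0.0903) for Myoz1 (ENSMUSG00000068697), -1.98 (adjusted p = 0.129) for Myoz3 (ENSMUSG00000049173), -2.21 (adjusted p = 0.136) for Tnni2 (ENSMUSG00000031097) and -1.06 (adjusted p = 0.0683) for Dmd (ENSMUSG00000045103). The values at the Differentiation Stage were -0.98 (adjusted p = 0.0783), -0.98 (adjusted p = 0.100), -0.80 (adjusted p = 0.166) and -0.65 (adjusted p = 0.0478), and at the Maturation Stage 0.09 (adjusted p = 0.908), 0.41 (adjusted p = 0.461), 0.20 (adjusted p = 0.741) and -0.17 (adjusted p = 0.749). The fall of Dmd at the Differentiation Stage was lost when any of the 7 libraries was left out, with an adjusted p of 0.0523 to 0.140, within a range of 0.0150 to 0.176 over the alternatives tried. Other falls were gained. In the 15-library fit all 4 genes were lower at the Proliferation Stage (adjusted p = 0.0227, 0.0494, 0.0388 and 0.0205 in the order above). Without Differentiation Stage replicate 1, Myoz1, Myoz3 and Tnni2 were lower at the Differentiation Stage (adjusted p = 0.0161, 0.0291 and 0.0477). Over the genes of the dystrophin complex at the Proliferation Stage, of 15 genes tested, 2 were higher and 0 lower (2 and 0 adjusted over the list alone), with a median of -0.36 (camera adjusted p = 0.326), and at the Differentiation Stage, of 15 genes tested, 1 was higher and 2 lower (1 and 1 adjusted over the list alone), with a median of -0.04 (adjusted p = 0.458) that was 0.05 after median-ratio scaling.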

Our results also support the findings from others^33^ that other myogenic genes of interest, such as Myozenin (Myoz1 and Myoz3), Troponin I (Tnni2), and Dystrophin (DMD), were significantly upregulated in their expression during the later stages of muscle regeneration (data not shown).

Interestingly, we did not see a significant difference in global protein flux rate changes during the Proliferation Stage, which encompasses the phases of initial cellular damage, the subsequent immune system response, and the activation/proliferation of MuSCs around damaged tissue. However, in later time points that capture the stages of novel myofiber genesis from the differentiation of MuSCs (Differentiation Stage) and reintegration of these new myofibers into existing tissue (Maturation Stage), we saw a very significant increase in global protein turnover rates at both stages in the CTX injured tissue compared to control. These results in global protein flux rate trends are a striking contrast to what we and others^25^ have observed with global gene expression analysis of damaged or regenerating muscle. 

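The Proliferation and Differentiation Stages changed many of the same genes. Of 12538 genes tested at both stages, 1600 were higher at both and 841 lower at both, and 3 were called in opposite directions. The log2 fold changes of these stages correlated across genes with r = 0.884. In 50 simulations of unchanged stages that share 3 simulated controls, the mean was 0.574 and the highest 0.597. Those simulations gave every group the same spread per gene, pooled over all 15 libraries, while the real groups differ in spread. Compared directly, 165 genes were higher and 281 lower in the Differentiation than in the Proliferation Stage. Macrophage and fusion genes were among the falls, such as the macrophage receptor gene Csf1r (-2.61 at adjusted p = 0.0323), the leukocyte gene Laptm5 (-2.49 at adjusted p = 0.0322) and the embryonic light chain Myl4 (-2.48 at adjusted p = 0.0245). Genes of endothelial cells were among the rises, such as Cdh5 (1.70 at adjusted p = 0.00104) and Cldn5 (1.43 at adjusted p = 0.0157). The Maturation Stage differed from both. Against the Proliferation Stage, 1935 genes were higher and 2987 lower, which became 2650 and 2332 after quantile normalization. All 20 leukocyte genes and 26 of 27 macrophage genes fell, while 39 of 74 oxidative phosphorylation genes rose and 2 fell, and 19 of 32 glycolysis genes rose and 4 fell. Against the Differentiation Stage, 686 were higher and 1390 lower (753 and 882 after quantile normalization), with falls in 24 of 25 interferon response genes and 25 of 51 extracellular matrix genes. These counts come from the limma fit of all 15 libraries over 14576 genes at adjusted p under 0.05. Between the Differentiation and Proliferation Stages the count of 446 was 252 without Proliferation Stage replicate 1, 170 without replicate 3, 215 without Differentiation Stage replicate 1 and 179 without replicate 3. Between the Maturation and Proliferation Stages, 4922 genes became 2970 without Proliferation Stage replicate 1 and 2819 without replicate 3. Of 2076 genes between the Maturation and Differentiation Stages, the count was 718 without Differentiation Stage replicate 4 at the lowest and 3186 without Proliferation Stage replicate 1 at the highest.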

The Proliferation Stage showed the highest total number of genes and percent of all genes discovered to be either significantly upregulated or downregulated. However, as the regeneration process occurred, the total number of genes and percent of all genes discovered being either significantly upregulated or downregulated decreased from Proliferation Stage to Differentiation Stage, and from Differentiation Stage to Maturation Stage. This trend of decreasing global gene expression as the muscle regeneration process occurs is in line with other works^25^ but is opposite of what we saw in protein turnover, which shows persistently high global changes into the later stages of muscle regeneration.

Along with global protein turnover measurements, proteins were grouped into functional clusters based on NIH DAVID ontology software to provide us with a deeper understanding of which specific cellular processes were most affected during each stage of the regeneration timeline. During the Proliferation Stage, only the proteins in the Myofibril functional cluster had a significant change in the direction of protein flux rates. This overall variance and lack of direction in group flux rates analysis may be due to the still persistent widespread tissue damage that is seen during this stage, which could influence turnover in specific protein groups^26^. In the Differentiation Stage, once the MuSCs began to differentiate towards new myofibers, there was a much more uniform effect seen with all measured functional clusters showing an across-the-board significant increase in protein turnover. At the Maturation Stage, group protein analysis showed significant increases in the number of proteins with higher turnover values for each functional cluster we measured. This is supported by the increase in global protein turnover rates at this stage as the myofiber still requires additional structure formation around it to integrate back into the unaffected tissue. This indicates that initial damage from CTX was still affecting the tissue, even at the later stages of regeneration while the tissue is maturing.

Gene expression values were also grouped into the same functional clusters as proteins based on matching genes to individual proteins in the groups. Interestingly, all the functional clusters that were measured for gene expression values in the Proliferation Stage were significantly decreased, except for Cytoplasm. Same with the Differentiation Stage, where we saw a different response in gene expression level than in protein turnover as all the functional clusters that were measured, besides Myofibril, had significantly more genes with a lower expression value compared to control. In the Maturation Stage, there were fewer groups than from the previous stages that we measured that have significant directional changes in gene expression and the overall magnitude of average change is less than the previous groups that we measured. This could be explained by the reduced global effect on gene expression at this stage as well. In summary, we found changes in group gene expression values that both fit previous findings from global abundance measurements at certain stages of regeneration but that did not correlate with actual protein synthesis rates.

On the individual protein level, we saw varying results in the number and types that were significant at each stage of regeneration. While there was not a significant change in global protein turnover values during the Proliferation Stage, a few individual proteins stand out as being significantly different. Our research group has previously identified proteins from skeletal muscle that are validated as a systemic biomarker of whole muscle FSR values (CA3)^28^. We then applied a similar approach to this work for identifying individual proteins of interest that had significantly different flux rates at one or multiple stages. Some of these proteins that had a significant change in FSR during the Proliferation Stage were involved in the access of cellular components to DNA to either promote or silence the DNA replication processes (Histone H2B Type 1-M)^29^, or individual glycolytic enzymes, like TPI. All data for other individual histone proteins can be found in Table 1. Along with significant increases in global protein flux rates at the Differentiation Stage, some individual proteins stood out as significant as well. After correction for multiple comparisons, 14 proteins stood out as individually significant. Proteins of interest that were significant at this stage include different Myosin Heavy Chain isoforms such as Myosin 3 and Myosin Light Chain 1/3. These might provide insight into the status of whole tissue response to injury at this stage^30–32^. Also, a handful of glycolytic enzymes (TPI, PGM-2, G3PDH, LDH-A) showed increases at this stage of regeneration, which have been previously found to be upregulated during the conversion of MuSC’s to myofibers^22^. Thus, suggests an increased demand for energy metabolism during this stage to support new myofiber formation, as further corroborated by functional cluster protein group changes mentioned above. In the later stages of a regenerative event, when nascent myofibers are tasked with maturing into surrounding tissue, we see a significant increase in both global protein flux rates and individual protein flux values. In the Maturation Stage, 91 individual proteins had a significantly different flux rate and all 91 proteins that were significantly different in the regenerating limb had a higher turnover value. Previously mentioned individual proteins of interest (CA3, CK-M, Myosin Light Chain 1/3) that could serve as non-invasive biomarkers had significantly increased protein turnover at this stage of regeneration as well. Interestingly, Myosin 3 protein fluxes were still high at this stage, after nascent myofibers began to mature^31^. Also, Histone H2B Type 1-M is seen to have a significant increase in this stage as well. Recent literature suggests that ribosomal biogenesis is important for muscle tissue hypertrophy, such as what is seen in tissue regeneration from damage^34^. However, we were not able to measure any ribosomal proteins in any of the stages that we analyzed during tissue regeneration. Therefore, we cannot support these previous findings in this article. From this analysis of individual protein flux changes along an in-vivo muscle regeneration time course, we were able to discover more information about what is occurring at each stage along this temporally regulated process. Each one of these individual proteins that we have identified here as having a significant change in its flux rate at one or multiple stages is of relevant interest because they can serve as a potential biomarker of whole tissue FSR values, a surrogate measurement for the cellular process it is a part of, or a possible target for therapeutic modulation at that stage of muscle regeneration.

Knowing what individual protein turnover values stood out as significant after correction for multiple comparisons, we explored the relationship between protein turnover values and their gene expression values at the end of each labeling period. A correlation graph that compares the magnitude of change in an individual protein’s turnover value and the magnitude of change in gene expression values was made for each stage. For the Proliferation Stage, 71 proteins had available turnover and gene expression data but there was no significant correlation between the two types of measurements. In the Differentiation Group, for 124 proteins that had available turnover and gene expression data, there was no significant correlation between the two types of measurements. In the Maturation Stage, 121 proteins had available turnover and gene expression data, and there was no significant correlation between the two types of measurements. Across all stages that we measured during muscle regeneration, there was no significant correlation between the magnitude of change in protein turnover values and gene expression values. This divergence in change between protein turnover and gene expression may be explained by post-transcriptional levels of control over protein synthesis (e.g., initiation or elongation translational changes, microRNA effects, etc.) or by delays in gene transcript turnover, whereas protein synthesis rates measure the current flux rate of each protein. This evidence of translational control during muscle regeneration is an important finding^35–37^. In fact, a few recent studies from our research group showed a clear dissociation between protein turnover and gene expression levels in various tissues including skeletal muscle and liver^38,39^.

Specific time-dependent protein abundances, along with gene expression profiles, were also measured to substantiate our findings at each measured stage of the regeneration process. As mentioned previously, EmyHC is a protein that is transiently expressed from the gene Myh3 during the nascent stages of new myofiber formation, after proliferating MuSCs begin to differentiate^31^. Previous findings^40^ support our results of a moderate abundance of EmyHC protein at 4 dpi, but a significantly higher protein abundance measurement at 7 dpi. Interestingly, fluorescent-based protein expression levels from individual myofibers don’t show a significant increase in values between these two stages. These protein abundance and level values of EmyHC started to decrease after about 7 dpi, as new myofibers began to mature into existing tissue^31^ and return to almost baseline by the end of our regeneration time course at 14 dpi. EmyHC protein abundance patterns have also been found to mirror that of central nuclei abundance in the earlier stages of regeneration^41^. We saw a similar correlation in expression between markers of new myofibers, EmyHC and central nuclei, which decreased from their high co-abundance at the Differentiation Stage, almost back to baseline levels by the Maturation Stage. However, protein abundances lag a bit behind gene expression values as there was a highly significant increase in Myh3 gene expression, which started to decrease after 4 dpi and is no longer significant from control by 7 dpi or 14 dpi. Unlike EmyHC, we did not see any form of correlation between gene expression and protein turnover with another muscle-specific protein Titin. The relationship between the two values for this protein further demonstrates the overall lack of correlation that we found between gene expression and protein turnover at all stages of regeneration.

Deeper analysis of the differentially expressed genes (either upregulation or downregulation) at each stage was done to understand which biological processes were impacted significantly by an acute muscle tissue injury. In the Proliferation Stage, both lists with downregulated and upregulated genes have significant group enrichment. 

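Some genes of branched-chain amino acid breakdown and of muscle atrophy and autophagy were lower in the Proliferation Stage. Among enzymes that break down branched-chain amino acids, Aldh6a1 fell from 28.7 ± 4.65 to 8.23 ± 5.39 FPKM, and Bckdhb, Acadsb and Dbt had log2 fold changes of -1.29 (adjusted p = 0.0462), -1.43 (adjusted p = 0.0179) and -1.04 (adjusted p = 0.0243). Among genes of muscle atrophy and autophagy, the ubiquitin ligase Fbxo32 (atrogin-1) fell from 73.0 ± 50.1 to 11.6 ± 9.71 FPKM, the stress gene Ddit4 from 137 ± 57.4 to 28.9 ± 20.6, the autophagy receptor Sqstm1 from 216 ± 75.3 to 84.8 ± 30.5 and the regulator Foxo4 by 1.51 on the log2 scale (adjusted p = 0.0174). The related ligase Trim63 did not pass (-1.67 at adjusted p = 0.101). In glycolysis and glycogen use, the phosphorylase kinase gene Phka1 fell (-2.79 at adjusted p = 0.0496) and the enolase gene Eno1 rose from 13.9 ± 3.59 to 101 ± 27.8 FPKM. Of the mitochondrially encoded genes, mt-Nd5 fell (-2.59 at adjusted p = 0.0387) and mt-Co1 did not pass (-2.33 at adjusted p = 0.102). For branched-chain amino acid catabolism, of 19 genes tested, 0 were higher and 5 lower (0 and 3 adjusted over the list alone), with a median of -1.04 (adjusted p = 4.76e-06, adjusted p = 0.536 with an estimated correlation). For atrophy and autophagy, of 24 genes tested, 0 were higher and 7 lower (1 and 9 adjusted over the list alone), with a median of -0.61 (adjusted p = 0.00187, adjusted p = 0.411 with an estimated correlation). In the glycolysis and glycogen list, of 32 genes tested, 3 were higher and 5 lower (2 and 1 adjusted over the list alone), with a median of -1.40 (adjusted p = 0.00426, adjusted p = 0.614 with an estimated correlation), and after quantile normalization 2 were higher and 3 lower. Among the TCA cycle genes, 0 of 26 genes passed, over all genes and adjusted over the list alone, with a median of -1.12 (adjusted p = 2.43e-05, adjusted p = 0.614 with an estimated correlation). Of the oxidative phosphorylation genes, 2 were higher and 1 lower (2 and 0 adjusted over the list alone), with a median of -0.94 (adjusted p = 2.39e-07, adjusted p = 0.636 with an estimated correlation), over 74 genes tested. The 2 rises are Cox6a1 and Cox8a, forms of these subunits outside adult muscle, at 185 ± 27.0 and 175 ± 25.5 FPKM against 41.8 ± 10.6 and 38.4 ± 7.18. In the mitochondrially encoded list, of 13 genes tested, 0 were higher and 3 lower (0 and 13 adjusted over the list alone), with a median of -2.47 (adjusted p = 0.000293, adjusted p = 0.583 with an estimated correlation), and after quantile normalization 1 was lower. For fatty acid oxidation, of 24 genes tested, 1 was higher and 0 lower (1 and 0 adjusted over the list alone), with a median of -0.74 (adjusted p = 0.00150, adjusted p = 0.636 with an estimated correlation), and for the proteasome, 0 of 31 genes passed, over all genes and adjusted over the list alone, with a median of -0.18 (adjusted p = 0.0211, adjusted p = 0.725 with an estimated correlation). Replicate 2 stood nearer the Uninjected group, with list medians of -0.27 for glycolysis and 0.10 for oxidative phosphorylation. The tests against other genes are from limma's camera. The lists were written for muscle and injury and stand in for the Gene Ontology terms of the study, which were not used here.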

Some of the GOBP’s that were downregulated and significantly enriched include catabolism and negative regulation of cellular processes. 

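The macrophage, leukocyte and antigen presentation lists had the largest median rises of the 39 gene lists in the Proliferation Stage, although after quantile normalization the fusion and myocyte list, with a median of 3.96, stood above the leukocyte (3.89) and antigen presentation (3.57) lists. Cd74 and H2-Aa, which present antigens, went from 6.51 ± 2.07 and 1.20 ± 0.289 FPKM to 375 ± 71.3 and 62.8 ± 12.4. Apoe, a lipid carrier of macrophages, rose from 29.9 ± 5.43 to 1352 ± 469 and Fcer1g, part of immunoglobulin receptors, from 1.21 ± 0.653 to 85.9 ± 32.9. Ptprc, the gene of the leukocyte marker CD45, rose from 0.0168 ± 0.0148 to 3.05 ± 1.71 FPKM (log2 fold change 2.64, standard error 0.39, limma adjusted p = 0.00237). The chemokine gene Ccl8 reached 22.7 ± 9.05 FPKM and was listed at 0 in the Uninjected group, and the interferon response genes Bst2 and Isg15 rose from 11.3 ± 3.44 and 2.56 ± 1.61 to 113 ± 44.1 and 32.0 ± 15.7. All 20 leukocyte genes were higher (20 adjusted over the list alone), with a median log2 fold change of 4.04 (camera adjusted p = 4.39e-15, adjusted p = 0.367 with an estimated correlation). For macrophages, of 27 genes tested, 25 were higher and 0 lower (27 and 0 adjusted over the list alone), with a median of 4.66 (adjusted p = 1.80e-17, adjusted p = 0.335 with an estimated correlation). For dendritic cells and antigen presentation, of 11 genes tested, 10 were higher and 0 lower (10 and 0 adjusted over the list alone), with a median of 3.95 (adjusted p = 1.32e-08, adjusted p = 0.302 with an estimated correlation). For T, NK and B cells, of 10 genes tested, 9 were higher and 0 lower (9 and 0 adjusted over the list alone), with a median of 1.60 (adjusted p = 0.000198, adjusted p = 0.371 with an estimated correlation), and 4 were higher after quantile normalization. Of the cytokine and chemokine genes, 16 were higher and 0 lower (17 and 0 adjusted over the list alone), with a median of 3.17 (adjusted p = 1.45e-08, adjusted p = 0.302 with an estimated correlation), over 19 genes tested. Of the interferon response genes, 23 were higher and 0 lower (24 and 0 adjusted over the list alone), with a median of 2.31 (adjusted p = 2.06e-11, adjusted p = 0.371 with an estimated correlation), over 25. In the complement list, of 16 genes tested, 11 were higher and 0 lower (12 and 0 adjusted over the list alone), with a median of 1.33 (adjusted p = 4.68e-05, adjusted p = 0.302 with an estimated correlation), and among lysosome genes, of 30 genes tested, 21 were higher and 0 lower (22 and 1 adjusted over the list alone), with a median of 1.91 (adjusted p = 3.02e-08, adjusted p = 0.411 with an estimated correlation). Ctsb and Lgmn, proteases of the lysosome, were at 241 ± 118 and 142 ± 74.0 FPKM against 52.1 ± 5.64 and 9.00 ± 1.14. Extracellular matrix genes rose with them, and of 50 genes tested, 39 were higher and 1 lower (45 and 1 adjusted over the list alone), with a median of 2.48 (adjusted p = 2.04e-13, adjusted p = 0.457 with an estimated correlation). Col1a1 went from 19.8 ± 17.1 to 427 ± 244 FPKM and Col3a1 from 10.4 ± 6.96 to 243 ± 86.6. For the fibro-adipogenic progenitors that make this matrix, of 18 genes tested, 9 were higher and 0 lower (12 and 0 adjusted over the list alone), with a median of 0.93 (adjusted p = 0.00138, adjusted p = 0.411 with an estimated correlation). None of the 20 leukocyte genes reached 10 FPKM in the Uninjected group, and 6 of the 28 macrophage genes also stand in another list. The T, NK and B cell list holds 23 genes and the cytokine and chemokine list 30, so many were not tested. Of those near 0 in the Uninjected group, only genes high enough in the stage libraries passed the filter, which favors calls of higher. The methods describe depletion of CD45-positive cells for the protein and DNA samples.

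**Figure D1:**
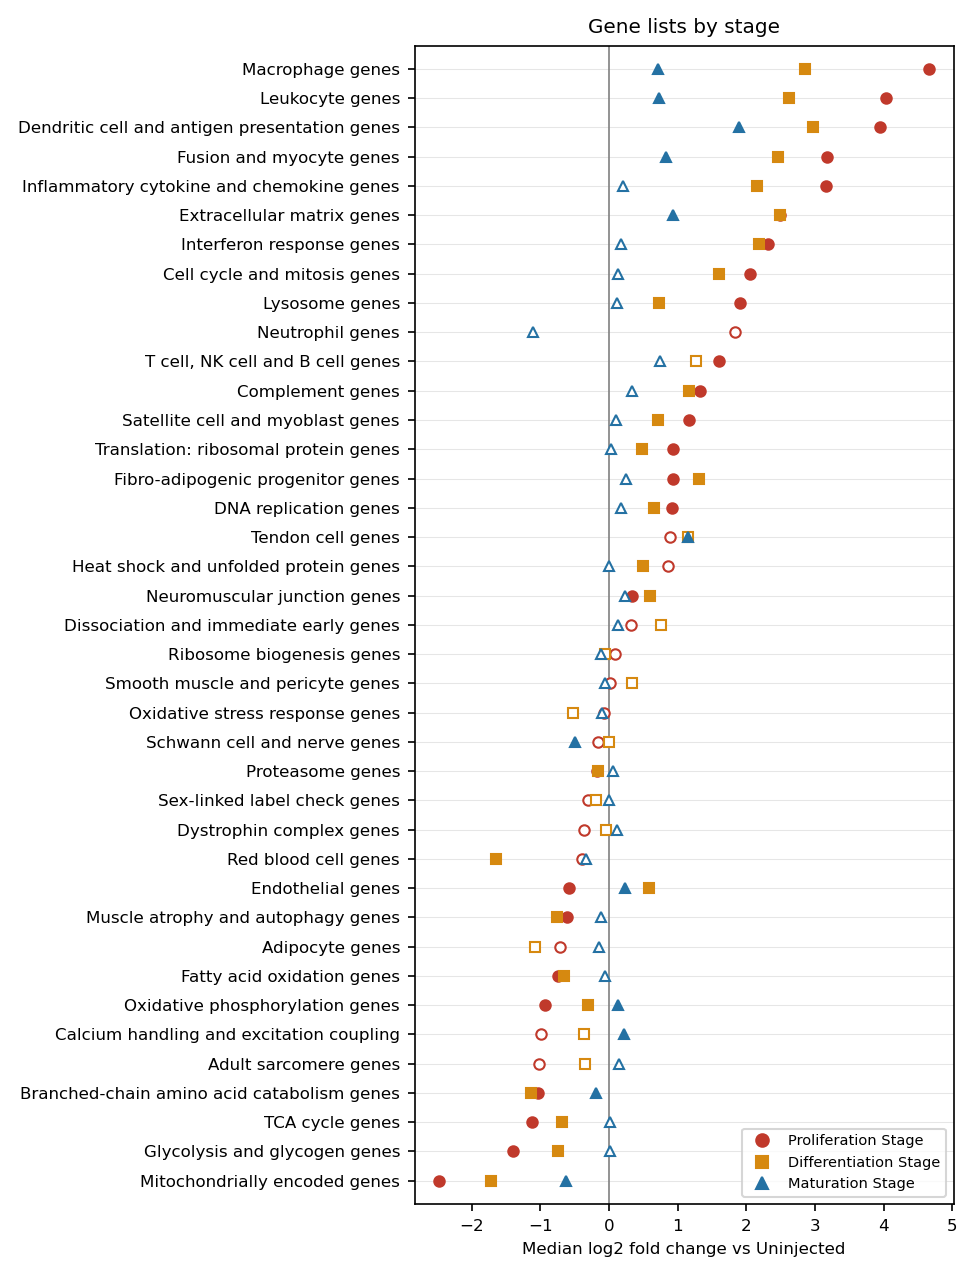
Median log2 fold change against the Uninjected group of each gene list (horizontal axis) at the 3 stages, a point per list and stage, filled where the adjusted p of camera is under 0.05 and open where it is not. The genes tested in a list differ between stages, so its points are not medians of the same genes. Lists with a single tested gene at a stage are drawn open, and camera did not test them. At the Proliferation Stage the macrophage list lies farthest to the right, at 4.66, and the mitochondrially encoded list farthest to the left, at -2.47.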

Some of the GOBP’s that were upregulated and significantly enriched include immune response and inflammatory processes. This would make sense in the context of this stage as there would still be recovery from initial tissue damage. This stage also encompassed the activation and proliferation of MuSCs around the still injured tissue. Perhaps the cellular proliferation processes have ended by Day 4, when these gene enrichment analyses were done, and such represents a decrease in these processes. In the Differentiation Stage, both the upregulated and downregulated differentially expressed genes list have significant group enrichment. 

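Many genes on the lists for fuel use were lower in the Differentiation Stage than in uninjected muscle. Some encode regulators, such as kinases, and a lower level of these does not itself mean less fuel use. On the branched-chain amino acid list, the regulatory kinase gene Bckdk fell from 65.5 ± 1.63 to 30.0 ± 10.7 FPKM. Acat1, Pccb and Mlycd of that list had log2 fold changes of -1.09 (adjusted p = 0.0148), -1.02 (adjusted p = 0.0154) and -0.95 (adjusted p = 0.0352). In fatty acid oxidation, Acadm fell from 85.5 ± 21.3 to 38.5 ± 12.7 FPKM and the carnitine transferase gene Cpt2 from 36.7 ± 3.81 to 19.2 ± 5.62. The insulin-responsive glucose transporter Slc2a4 (GLUT4) fell from 204 ± 30.5 to 67.3 ± 23.6 FPKM and phosphofructokinase Pfkm from 1369 ± 32.9 to 582 ± 176. Pdk2 and Pdk4, kinase genes at the entry to the TCA cycle, fell from 229.5 ± 23.6 and 162 ± 21.8 to 88.2 ± 28.2 and 72.1 ± 18.0 FPKM. Some atrophy and autophagy genes were lower too. Trim63 (MuRF1) fell from 132 ± 71.7 to 49.8 ± 5.00 FPKM and Foxo4 from 62.7 ± 4.12 to 16.7 ± 3.87, and Ddit4 and Sqstm1 had log2 fold changes of -2.17 (adjusted p = 0.00229) and -1.26 (adjusted p = 0.0119) from limma. For branched-chain amino acid catabolism, of 19 genes tested, 0 were higher and 15 lower (0 and 15 adjusted over the list alone), with a median of -1.13 (adjusted p = 5.62e-08, adjusted p = 0.524 with an estimated correlation). In the atrophy and autophagy list, of 24 genes tested, 0 were higher and 12 lower (0 and 14 adjusted over the list alone), with a median of -0.75 (adjusted p = 2.54e-05, adjusted p = 0.524 with an estimated correlation). For fatty acid oxidation, of 23 genes tested, 1 was higher and 8 lower (1 and 9 adjusted over the list alone), with a median of -0.66 (adjusted p = 0.000353, adjusted p = 0.532 with an estimated correlation). Among TCA cycle genes, of 26 genes tested, 0 were higher and 7 lower (0 and 8 adjusted over the list alone), with a median of -0.69 (adjusted p = 1.33e-05, adjusted p = 0.532 with an estimated correlation). In glycolysis and glycogen use, of 32 genes tested, 4 were higher and 13 lower (6 and 13 adjusted over the list alone), with a median of -0.74 (adjusted p = 0.00369, adjusted p = 0.532 with an estimated correlation). Of the mitochondrially encoded genes, 0 were higher and 12 lower (0 and 13 adjusted over the list alone), with a median of -1.72 (adjusted p = 1.90e-05, adjusted p = 0.532 with an estimated correlation), over 13 tested. After quantile normalization 7 were lower. Of the nuclear oxidative phosphorylation genes, 2 were higher and 0 lower (2 and 0 adjusted over the list alone), with a median of -0.31 (adjusted p = 0.00383, adjusted p = 0.714 with an estimated correlation), over 74 tested, and after quantile normalization 4 were higher and the median was -0.09. Among proteasome genes, of 31 genes tested, 0 were higher and 2 lower (0 and 0 adjusted over the list alone), with a median of -0.16 (adjusted p = 0.0363, adjusted p = 0.714 with an estimated correlation), and after quantile normalization 1 was higher and 1 lower.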

GOBP’s that were differentially downregulated and significantly enriched were metabolic and catabolic processes. GOBP’s that were differentially upregulated and significantly enriched were intracellular and extracellular structure formation. This makes sense as the old, damaged tissue is being removed and new tissue is starting to form in its place from MuSCs at this stage of muscle regeneration. 

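Genes of the extracellular matrix rose in the Differentiation Stage. Col1a1 was at 585 ± 473 FPKM against 19.8 ± 17.1, Col3a1 at 272 ± 172 against 10.4 ± 6.96, the collagen chaperone Serpinh1 at 191 ± 96.0 against 24.6 ± 7.51 and the matrix regulator Sparc at 388 ± 184 against 63.6 ± 25.8. Decorin (Dcn), a matrix proteoglycan, had a log2 fold change of 0.24 (adjusted p = 0.729), and the proteoglycan gene Lum rose from 3.01 ± 1.18 to 37.7 ± 21.2 FPKM. The heat shock gene Hspb1, which protects filaments, rose from 157 ± 11.3 to 504 ± 140.1 FPKM. Over the matrix list, of 50 genes tested, 33 were higher and 0 lower (44 and 0 adjusted over the list alone), with a median of 2.49 (adjusted p = 5.72e-12, adjusted p = 0.532 with an estimated correlation). For fibro-adipogenic progenitors, of 17 genes tested, 7 were higher and 1 lower (10 and 1 adjusted over the list alone), with a median of 1.31 (adjusted p = 0.0110, adjusted p = 0.532 with an estimated correlation), with Cd34 (1.80 at adjusted p = 0.000885) and Col15a1 (3.25 at adjusted p = 0.00240) higher and Gsn (-1.26 at adjusted p = 0.0156) lower. Inside the fiber, some genes of the neuromuscular junction were higher. At the Differentiation Stage, of 15 genes tested, 6 were higher and 1 lower (7 and 1 adjusted over the list alone), with a median of 0.60 (adjusted p = 0.00588, adjusted p = 0.524 with an estimated correlation), and at the Proliferation Stage, of 15 genes tested, 5 were higher and 0 lower (6 and 0 adjusted over the list alone), with a median of 0.34 (adjusted p = 0.0126, adjusted p = 0.302 with an estimated correlation). The acetylcholine receptor subunits Chrna1 and Chrng of developing muscle had been at 120.0 ± 34.1 and 46.6 ± 12.2 FPKM in the Proliferation Stage, against 4.26 ± 2.17 and 0.102 ± 0.177. In the calcium handling list, of 21 genes tested, 3 were higher and 3 lower (4 and 6 adjusted over the list alone), with a median of -0.37 (camera adjusted p = 0.278), and after quantile normalization 5 were higher and 2 lower. Immune genes were above the Uninjected group as well. All 20 leukocyte genes were higher at this stage (20 adjusted over the list alone), with a median of 2.62 (camera adjusted p = 7.19e-10, adjusted p = 0.524 with an estimated correlation), and for macrophages, of 23 genes tested, 20 were higher and 0 lower (22 and 0 adjusted over the list alone), with a median of 2.85 (adjusted p = 1.96e-08, adjusted p = 0.524 with an estimated correlation). Of the interferon response genes all 25 were higher (25 adjusted over the list alone, median 2.18, adjusted p = 1.67e-12, adjusted p = 0.524 with an estimated correlation). The values of Col1a1 spread widely between libraries, from 46.3 FPKM in replicate 1 to 1044 in replicate 2.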

In the Maturation Stage, both the upregulated and downregulated differentially expressed genes list have significant group enrichment. 

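No gene of the metabolic lists passed limma's test in the Maturation Stage. Of the 37 lists tested, the mitochondrially encoded genes had the lowest median, with mt-Co1 at -0.45 (adjusted p = 0.435) and mt-Cytb at -0.53 (adjusted p = 0.356) on the log2 scale. Among branched-chain amino acid genes, Bckdk was at 0.00 (adjusted p = 0.995) and Oxct1 at 0.04 (adjusted p = 0.957). Rpa2, which coats single-stranded DNA during replication, was at 0.35 (adjusted p = 0.413), and Pdk4, the kinase that turns off pyruvate use, averaged 452 ± 151 FPKM against 162 ± 21.8 (1.40 at adjusted p = 0.138). Over the mitochondrially encoded list, 0 of 13 genes passed, over all genes and adjusted over the list alone, with a median of -0.62 (adjusted p = 5.82e-06, adjusted p = 0.585 with an estimated correlation). For branched-chain amino acid catabolism, 0 of 19 genes passed, over all genes and adjusted over the list alone, with a median of -0.19 (adjusted p = 0.0117, adjusted p = 0.626 with an estimated correlation). In the atrophy and autophagy list, 0 of 24 genes passed, over all genes and adjusted over the list alone, with a median of -0.11 (adjusted p = 0.0728), among proteasome genes, 0 of 31 genes passed, over all genes and adjusted over the list alone, with a median of 0.06 (adjusted p = 0.435), and in fatty acid oxidation, 0 of 24 genes passed, over all genes and adjusted over the list alone, with a median of -0.06 (adjusted p = 0.978). DNA replication genes gave a median of 0.18, with 0 called higher and 0 lower of 21 (0 and 0 adjusted over the list alone, adjusted p = 0.268), and 6 cell cycle genes a median of 0.14 with the same counts (adjusted p = 0.978). For glycolysis and glycogen use, of 32 genes tested, 0 were higher and 0 lower (1 and 1 adjusted over the list alone), with a median of 0.02 (adjusted p = 0.435), and for the TCA cycle, of 26 genes tested, 0 were higher and 0 lower (1 and 0 adjusted over the list alone), with a median of 0.01 (adjusted p = 0.994), in the direction opposite to the median. The list p-values are from limma's camera.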

GOBP’s that were differentially downregulated and significantly enriched were catabolic processes and DNA replication. 

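In the Maturation Stage, the median of the extracellular matrix genes lay above uninjected muscle, with no gene of the list called over all genes. Sparc averaged 174 ± 36.4 FPKM against 63.6 ± 25.8 and Col1a1 98.6 ± 37.9 against 19.8 ± 17.1, though neither passed the test by itself (log2 fold changes 1.50 at adjusted p = 0.136 and 2.63 at adjusted p = 0.171 from limma). The tendon genes Thbs4 and Fmod, which organize collagen fibrils, were at 58.7 ± 18.4 and 46.3 ± 14.2 FPKM against 27.3 ± 14.5 and 20.1 ± 13.4. Cd74, of antigen presentation, was at 30.4 ± 13.1 FPKM (2.09 at adjusted p = 0.120), the lysozyme gene Lyz2 at 1.52 (adjusted p = 0.177) and the leukocyte gene Lsp1 at 1.18 (adjusted p = 0.136). In the matrix list, of 48 genes tested, 0 were higher and 0 lower (30 and 0 adjusted over the list alone), with a median of 0.93 (adjusted p = 1.67e-20, adjusted p = 0.585 with an estimated correlation). For tendon cells, of 11 genes tested, 0 were higher and 0 lower (8 and 0 adjusted over the list alone), with a median of 1.16 (adjusted p = 2.30e-05, adjusted p = 0.585 with an estimated correlation). Of the fusion and myocyte genes, 0 were higher and 0 lower (4 and 0 adjusted over the list alone), with a median of 0.82 (adjusted p = 7.16e-05, adjusted p = 0.585 with an estimated correlation), over 20 tested. For antigen presentation, of 7 genes tested, 0 were higher and 0 lower (5 and 0 adjusted over the list alone), with a median of 1.90 (adjusted p = 2.09e-05, adjusted p = 0.585 with an estimated correlation), for macrophages, of 16 genes tested, 0 were higher and 0 lower (4 and 0 adjusted over the list alone), with a median of 0.72 (adjusted p = 2.53e-05, adjusted p = 0.585 with an estimated correlation), and for leukocytes, of 10 genes tested, 0 were higher and 0 lower (2 and 0 adjusted over the list alone), with a median of 0.73 (adjusted p = 2.0e-04, adjusted p = 0.585 with an estimated correlation). Medians of fiber lists were smaller. In calcium handling, of 21 genes tested, 0 were higher and 0 lower (4 and 0 adjusted over the list alone), with a median of 0.22 (adjusted p = 0.0226, adjusted p = 0.659 with an estimated correlation), and in oxidative phosphorylation, 0 of 74 genes passed, over all genes and adjusted over the list alone, with a median of 0.13 (adjusted p = 0.00259, adjusted p = 0.872 with an estimated correlation). In the Proliferation Stage the calcium handling list had given 3 higher and 2 lower of 21 (3 and 0 adjusted over the list alone), with a median of -0.99 (adjusted p = 0.0701 from camera). Of the 37 lists tested at this stage, 12 passed camera and 0 passed with an estimated correlation. Fry, which tests the genes of a list against no change, called 1.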

GOBP’s that are differentially upregulated and significantly enriched were intracellular and extracellular structure formation. In the context of the Maturation Stage, these significantly enriched groups make sense because this is when newly differentiated tissues mature by forming the surrounding structures necessary to incorporate back into undamaged tissue.

## Conclusions

Here, we present a new method of using stable isotope labeling and tandem mass spectrometry to measure changes in protein turnover rates during sequential and unique stages of in-vivo muscle regeneration. Global, ontology-grouped, and individual turnover rates from tissue were then compared directly to gene expression values from mRNA sequencing to examine their relationship throughout the muscle regeneration process. The results here provide a novel characterization of protein turnover rates, and their comparison to gene expression values, at different levels (global, grouped, and individual) and different stages of muscle regeneration. This research deepens the available knowledge of the in-vivo muscle regeneration process, which should help advance progress in related fields, such as anti-aging/longevity or muscular disorders.

## Limitations

There are various limitations of this study that the authors acknowledge might produce shortcomings to the overall outcomes of the work. First, the study exclusively used male mice for the research. There are various physiological differences between male and female mice, including with muscle tissue regenerative capacity, which could influence the results of this study for different genders. Also, while the amount and technique used to inject CTX was standardized across all subjects, it is difficult to damage exactly the same amount of tissue with each injection. 

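The injured muscles of a stage differed from each other. At the Proliferation Stage, replicate 1 lay farthest from the Uninjected group in several lists, with macrophage genes a median of 5.50 above the Uninjected mean on the log2 scale, cell cycle genes 3.02 above, glycolysis genes at -3.15 and adult sarcomere genes at -2.94. Replicate 2 lay nearest in these lists. Its macrophage genes stood 3.99 above and its cell cycle genes 0.50 above, while glycolysis genes were at -0.27, adult sarcomere genes at -0.26 and oxidative phosphorylation genes at 0.10. Fusion and myocyte genes varied less in this stage, between 3.09 and 3.96. The CD45 gene Ptprc was highest in replicate 1 and lowest in replicate 2, as were the mitotic gene Mki67 and the matrix list, at 3.41 and 1.50. In the Differentiation Stage, replicate 1 had the lowest medians of macrophage (1.14), matrix (0.87) and fusion (1.88) genes, and replicates 2 and 4 the highest matrix medians, 3.69 and 3.46. The Maturation Stage libraries lay close together, with leukocyte medians of 0.53 to 0.70. Over 14576 genes, the first principal component held 56.3% of the variance. It ran from Proliferation Stage replicate 1 (0.520) and replicate 3 (0.362) over replicate 2 (0.0656) and Differentiation Stage replicate 1 (-0.0476) to the Uninjected libraries (-0.304 to -0.266).

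**Figure D2:**
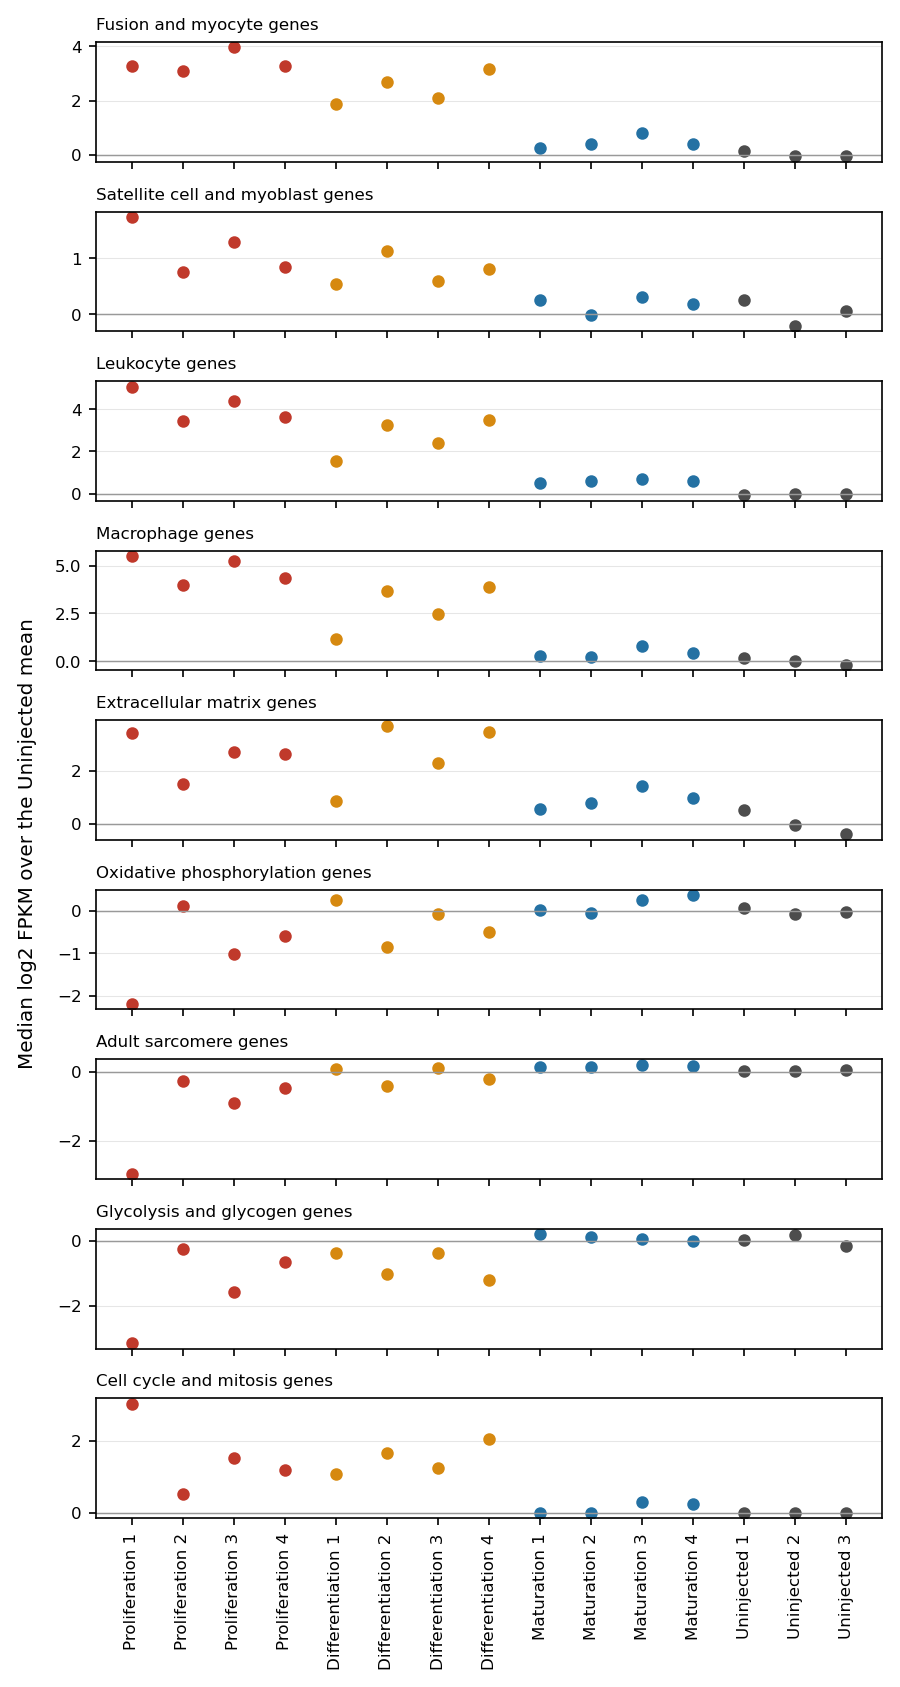
Median log2 of FPKM over the Uninjected mean for 9 gene lists (vertical axis), a point per library, grouped by stage. Macrophage medians of the Proliferation Stage libraries lie between 3.99 and 5.50.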

Proper precautions were taken to mitigate the impact of all of the recognized study limitations as much as possible.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the following online repositories: RNA-seq: NCBI GEO, Accession: GSE261089, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE261089. Proteomics: jPOST, Accession: JPST002986^42^, https://repository.jpostdb.org/entry/JPST002986. Supplemental Materials can be found here: 10.6084/m9.figshare.25356613.v1 ^43^.

## Abbreviations

^2^H_2_O: Deuterated water
MS: Mass spectrometry
CTX: Cardiotoxin
mRNA-seq: Next generation mRNA-sequencing
MuSCs: Muscle satellite cells
HPLC: High-performance liquid chromatography
MS/MS: Tandem mass spectrometry
MIDA: Mass Isotopomer Distribution Analysis
ACUC: Animal Care and Use Committee
TA: Tibialis anterior
OCT: Optimal cutting temperature
PBS-T: Phosphate buffered solution with trition X-100
NDS: Normal donkey serum
BSA: Bovine serum albumin
GC-MS: Gas chromatography mass spectrometry
QC: Quality control
MACS: Magnetic assisted cell sorting
TCEP: Tris-(2-carboxyethyl)-phosphine
IAA: Iodoacetamide
LC-MS: Liquid chromatography–mass spectrometry
ESI: Electron spray ionizing source
Q-ToF: Quadropole time of flight
FSR: Fractional synthesis rate
DPI: Days post-CTX injection
H&E: Hematoxylin & eosin
SD: Standard deviation
EmyHC: Embryonic myosin heavy chain
PGM-2: Phosphoglycerate mutase 2
G3PDH: Glyceraldehyde-3-dehydrogenase
LDH-A: Lactate dehydrogenase A
CA3: Carbonic anhydrase 3
TPI: Triose phosphate isomerase
CK-M: Creatine kinase-muscle isoform
FPKM: Fragment per kilobase millions
GOBP: Gene ontology biological processes
Log_2_FC: Log_2_(fold change)
Tnni2: Troponin I
DMD: Dystrophin
BrdU: Bromodeoxyuridine
TTN: Titin

How the deposited data were processed for this re-analysis (not part of the article)

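RNA sequencing was read from processed tables of 15 libraries of mouse tibialis anterior muscle, 4 each from the Proliferation Stage (4 days after cardiotoxin), the Differentiation Stage (7 days) and the Maturation Stage (14 days) and 3 from uninjected muscle. The paper gives 5 mice per group. The injured mice were 8 weeks old and male, and received 50 µL of cardiotoxin at 0.1 mg/mL. The RNA came from single muscle fibers with attached fiber-associated cells. The labels number the subjects of each group from 1 and name no pairs, and each library was treated as its own animal. The sources describe mice that were never injected as well as an uninjected other limb, and the labels do not state in full which of these the Uninjected libraries are.

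The authors sequenced polyadenylated RNA as paired ends and normalized the counts to FPKM before the tables were deposited, with the genome build label mm10. The aligner, the counting tool and the annotation are not given in the sources used here. The deposited log2 values are log2 ratios of group mean FPKM that the authors computed, and for proteins the log2 ratio of fractional synthesis rates (FSR), injured over control, which the authors computed from heavy water labelling. The deposited p-values are unadjusted and were computed by the authors. Recomputed, they equal Student's t-test with equal variances. The deposited -log10 values are the negative log10 of these p-values, made by the authors. The 3 tables hold 56748 gene identifiers each. Their control columns are identical, and genes at 0 are left blank in the small tables. No column of per-sample values was left unused (0 unused columns).

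The FPKM values rise in steps. Multiplied by gene length, 23762 of 25267 genes gave whole fragments in every library within 0.01, and of the values under 50 fragments 90.4% to 95.0% were whole. This gave the number of fragments in genes per library, which differs 4.90-fold between the deepest and the shallowest library. At 1471341 fragments, the fewest of any library, a gene of few fragments carries a large counting error, so genes under 0.5 FPKM were not tested. FPKM totals ran from 168508 to 385621 in the Proliferation Stage, 260942 to 430860 in the Differentiation Stage, 431734 to 483921 in the Maturation Stage and 469399 to 492337 in the Uninjected group. Mitochondrially encoded genes held 5.09% to 20.0%, 12.5% to 21.6%, 19.0% to 27.6% and 24.6% to 38.0% of FPKM in these groups. Gene positions are from GENCODE release M21 (GRCm38), which holds 52125 of the identifiers. The other 4623 are absent from it, and 77 gene names belong to more than 1 identifier.

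Each stage was compared with the Uninjected group with limma 3.58.1 in R 4.3.3 (statmod 1.5.0), using lmFit and eBayes with trend and robust on log2(FPKM + 0.5), over genes of at least 0.5 FPKM in at least 3 of the 7 libraries. Adjusted p is Benjamini-Hochberg over all genes tested, with a threshold of 0.05. All adjusted p-values of genes come from limma unless the text names another test. Stages were compared with each other in a limma fit of all 15 libraries. A two-sided exact permutation test of the difference in mean FPKM over 35 splits stands beside limma, whose smallest p is 0.0286. "The methods' t-test" is the unpaired test of the paper's methods on FPKM. Ranges of p over the alternatives hold its p, unadjusted and adjusted, beside limma's adjusted p. Cluster tallies count the genes with a log2 ratio of mean FPKM above and below 0 and use a two-sided exact binomial test, adjusted over 15. Gene lists and clusters were also tested with limma's camera at a correlation of 0.01, again with an estimated correlation, and with limma's fry, adjusted within a stage. Correlations between log2 FPKM and log2 FSR ratios are Pearson's r with a permutation p. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The fit was tested on simulated data made from the Uninjected values, where 25 genes in each direction were changed at each fold size.

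The gene lists cover satellite cells, fusion, the adult sarcomere, calcium handling, the neuromuscular junction, the dystrophin complex, glycolysis, the TCA cycle, oxidative phosphorylation, mitochondrially encoded genes, fatty acid oxidation, branched-chain amino acids, the proteasome, atrophy and autophagy, the lysosome, ribosomal proteins, ribosome biogenesis, the cell cycle, DNA replication, leukocytes, macrophages, neutrophils, T, NK and B cells, dendritic cells, cytokines, interferon response, complement, extracellular matrix, fibro-adipogenic progenitors, tendon, endothelium, smooth muscle, Schwann cells, adipocytes, red blood cells, immediate early genes, heat shock, oxidative stress and sex-linked genes. They take the place of the Gene Ontology analysis of the paper, whose annotation was not used here. The text names the genes the paper names, the 10 largest rises and falls per stage among called genes of at least 10 FPKM in the higher group without overlap between groups (unnamed gene models left out), up to 4 called members of a list with the highest mean FPKM and up to 2 others, and the 5 genes with the largest FPKM ratio per correlation. Some of these genes are not reported.

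Proteins were joined to genes by matching the FPKM values beside each protein in the authors' table to those of the genes, and 3 proteins have no FPKM. In 4 cases that table gives a gene other than the one of the protein's name, and the other gene was tried as an alternative. The clusters are those of the paper's Table 1. Alternatives covered the pseudocount, the filter, the scaling of libraries, the fit, the test, and leaving out each library.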

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

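The tests of the spread of the Proliferation Stage libraries, of Mki67 and the mitosis genes, and of reads moved from the Gapdh copies were chosen after the result was seen. The predictions of the other tests of this part, among them the splits of the libraries, were written before their results were seen.

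In 6 of 78 groups of 4 libraries a library lay far from the 3 others, where chance gives about 1 in 20. They are Myod1 at 27.1 FPKM in Differentiation Stage replicate 3, Myf5 at 0.188 in Maturation Stage replicate 4, Myf6 at 14.4 and Des at 415 in Proliferation Stage replicate 1, Pgam2 at 3190.5 in Maturation Stage replicate 2 and Gapdh at 52.7 in Proliferation Stage replicate 2.

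The stages differed from each other in limma's direct test. Between the Differentiation and Proliferation Stages 446 genes differed, between the Maturation and Proliferation Stages 4922 and between the Maturation and Differentiation Stages 2076. For the last 2 comparisons the splits argue against chance, since other splits of the 8 libraries into 4 and 4 called at most 2 and 5 genes. The real split alone, 1 of 35, was as large in each. That is the lowest share that these splits allow, so they do not exclude chance. For the Differentiation and Proliferation Stages 2 of 35 splits were as large, so by this count chance cannot be excluded. The split that sets Differentiation Stage replicates 1 and 3 with Proliferation Stage replicates 2 and 4 called 2381 genes, several times the real count, and points to a structure of the samples other than their stage. The next highest split called 3 genes.

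Against the Uninjected group, only the real split, 1 of 35, called as many as the 3835 genes of the Differentiation Stage. The highest other split, with Differentiation Stage replicate 1 set with the controls, called 2688 and the next called 2. These counts argue against chance, but 1 of 35 is the lowest share the splits allow, so they do not exclude it. For the 3841 genes of the Proliferation Stage 2 of 35 splits were as large, so by this count chance cannot be excluded. The other is the split that sets replicate 2 with the controls, which called 4062, a structure of the samples again. The next highest split called 0 genes. Chance cannot be excluded for the 3 genes of the Maturation Stage (highest other split 4, with 5 of 35 as large). Nor can it for the numbers of gene lists past camera, 25, 26 and 12 at the 3 stages in turn (highest other splits 27, 27 and 17, with 8, 3 and 12 of 35 as large), or of clusters, 2, 2 and 1 (highest other splits 5, 5 and 3, with 26, 20 and 27 of 35 as large).

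Genes listed at 0 in every Uninjected library have no ratio to it. Among them 276 of 317 tested were higher in the Proliferation Stage and 128 of 187 in the Differentiation Stage by limma at adjusted p under 0.05.

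The Proliferation Stage libraries spread widely, with replicate 1 farthest from the controls and replicate 2 nearest. Depth was argued against, since the difference between these replicates followed the Differentiation Stage fold changes with r = 0.629 over the 217 genes of at least 50 FPKM in every library. The scaling of the libraries was argued against, since genes higher and lower at the Differentiation Stage moved apart by 1.97 between them (medians 0.93 and -1.04), where a factor per library moves both alike. A larger share of uninjured fiber in replicate 2 may explain part of it and stays open. Fusion genes (median -0.58 over 10 genes) and leukocyte, macrophage and matrix genes (-1.63 over 43) differed by 1.05, within the larger interquartile range of 1.08. That range is the spread between genes and not the error of a median, so this test cannot decide. A different amount of injury or speed of repair between mice stays open as well and was not tested.

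Mki67 was listed at 0 in the controls and called higher with other mitosis genes at the Proliferation and Differentiation Stages. Shallower control libraries were argued against, since the shallowest would hold 55.2 fragments of Mki67 at the Proliferation Stage mean. Dividing leukocytes as the whole source stay open. From the Proliferation to the Differentiation Stage the cell cycle list (median -0.10) and the leukocyte list (-1.32) moved apart by 1.22, beyond interquartile ranges of 0.23 and 0.46. This argues against them only if the share of leukocytes that divide did not rise, which was not tested. In fibers depleted of CD45-positive cells, the paper reports a fall in DNA synthesis between these stages. Which other cells divide, such as satellite cells, fibroblasts or endothelial cells, stays open and was not tested.

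Gapdh averaged 29.1 FPKM with a median of 5.17, far below other glycolysis genes, and was high in 3 libraries, Proliferation Stage replicate 2 and Maturation Stage replicates 1 and 3. Reads shared with near-identical copies may lower its level, but this cannot be told apart, as 24.7% of its 50-base pieces occur in other genes while Pgk1 and Pkm, with 53.9% and 25.8%, averaged 398 and 812 FPKM. A general rise of glycolysis in these 3 libraries was argued against, since 31 other glycolysis genes had a median difference of 0.48 against 4.31 for Gapdh. Reads moved from the copies to Gapdh were argued against, since the 4 copies of at least 10 FPKM were higher in the same libraries (median 0.78, from 0.55 to 0.84). What raised Gapdh in these 3 libraries stays open.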

How the results depend on the processing

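The alternatives were fixed before the data were examined, except array weights, the deposited cluster members, the other pairing of 4 proteins and the methods' t-test with values at 0 left blank, which were chosen after seeing the data. The cause of each change below was not tested unless given. Alternatives on raw counts, set only for tables that hold read counts, were not run, since the tables hold FPKM, from which fragments were recovered for depth alone, and 3 controls cannot be split for the comparison across stages.

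Under most settings the numbers of genes called in the Proliferation and Differentiation Stages and between the stages stayed within 1.5 times their values. In the Proliferation Stage 3841 became 2517 with no filter and 9 by the methods' t-test adjusted, in the Differentiation Stage 3835 became 1792 with the replicate block and 838 by the t-test adjusted. For the Maturation Stage 3 became 0 with no filter, 1 with the replicate block, 9 in the 15-library fit, 1601 by the t-test unadjusted, 1 by it adjusted and 19 with array weights. Between the Differentiation and Proliferation Stages 446 became 262 with a pseudocount of 0.1, 198 with the replicate block and 122 with only the 8 libraries. Between the Maturation and Differentiation Stages 2076 became 1090 with no filter, 1119 with the replicate block and 4377 with array weights.

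The replicate block treats equal replicate numbers as pairs. Of 21 pairs of libraries with equal numbers in different groups, 0 had a correlation above 0.1 (range -0.479 to 0.0697), so the numbers carry no sign of pairing.

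Leaving out 1 library gave 1847 to 5413 genes in the Proliferation Stage, 2242 to 4655 in the Differentiation Stage and 0 to 8 in the Maturation Stage. The libraries that moved a count by over 1.5 times are Proliferation Stage replicate 3 (1847) and Uninjected replicates 1, 2 and 3 (2206, 1875 and 1885) for the first, and Differentiation Stage replicate 2 (2485) and Uninjected replicates 2 and 3 (2248 and 2242) for the second. The Maturation Stage count was 0 without replicate 1 or 3 or Uninjected replicate 1, 8 without replicate 2 and 5 without replicate 4 or Uninjected replicate 3. Between the stages the ranges were 170 to 592 (Differentiation and Proliferation, moved by Proliferation Stage replicates 1 and 3, 252 and 170, and Differentiation Stage replicates 1 and 3, 215 and 179), 2819 to 6199 (Maturation and Proliferation, moved by Proliferation Stage replicates 1 and 3, 2970 and 2819) and 718 to 3186 (Maturation and Differentiation, moved by Proliferation Stage replicate 1 to 3186, Differentiation Stage replicates 2, 3 and 4 to 720, 1377 and 718, and Maturation Stage replicates 1, 2, 3 and 4 to 1035, 795, 1368 and 1291).

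Of 21 tests of myogenic and cell cycle genes 9 passed, 5 with the replicate block, 0 by the methods' t-test adjusted, 6 with values at 0 left blank and 6 to 10 without a library. Of 12 tests of Myh3 and Ttn 7 passed, 0 by the t-test adjusted and 5 to 8 without a library. Of 12 tests of late myogenic genes 1 passed, 0 with no filter, with median-ratio scaling, without trend or robust, and by the t-test adjusted, 4 in the 15-library fit, 6 by the t-test unadjusted, and 0 (without Differentiation Stage replicate 2) to 3 (without Proliferation Stage replicate 2). Of 15 cluster set tests 5 passed, 0 with an estimated correlation, 0 with fry, 7 with array weights and 4 to 7 without a library. Of 114 gene list tests 63 passed, 0 with an estimated correlation, 40 with fry, 65 with array weights and 60 to 66 without a library. Of 15 cluster tallies 9 passed, 7 with the deposited members, 9 with the other pairing and 8 to 9 without a library. The correlation at the Differentiation Stage turned to -0.00365 with a protein per gene and was past its threshold as Spearman's rho (0.200), and that at the Maturation Stage ran from -0.0419 without Uninjected replicate 1 to 0.0504 without Maturation Stage replicate 4. Genes called in the same direction in the Proliferation and Differentiation Stages numbered 2441, and 2388 with a pseudocount of 1.

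Scaling set how many changes were higher. After quantile normalization the genes higher and lower were 1895 and 1840 in the Proliferation Stage (50.7% higher against 69.0%, median of all genes moved by -0.21) and 1710 and 1962 in the Differentiation Stage (46.6% against 57.6%, moved by -0.15). They were 2650 and 2332 between the Maturation and Proliferation Stages (53.2% against 39.3%, moved by 0.17) and 753 and 882 between the Maturation and Differentiation Stages (46.1% against 33.0%, moved by 0.13). In simulated data of 12156 genes at Maturation Stage spread, limma recovered 40% of 2-fold rises and 88% of 4-fold rises. At Proliferation Stage spread over 12102 genes it recovered 32% of 2-fold and 76% of 4-fold rises.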

Differences from the paper's values

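The paper counts genes at an unadjusted p under 0.05, while the values here use an adjusted p, so the thresholds differ. For genes higher in the Maturation Stage the paper's value is 778 and the value here 3, and for genes lower there the paper's is 771 and the value here 0 from limma (1618 of 12253 genes had an unadjusted p under 0.05). Of the alternatives set before the data were examined, the methods' t-test unadjusted lies within 1.5 times of both of the paper's values (782 higher and 776 lower over 16474 genes with a ratio), and the 17 others do not. For genes lower in the Proliferation Stage the paper's value is 2423 and the value here 1192. Within 1.5 times of the paper's value lie quantile normalization (1840), leaving out Proliferation Stage replicate 2 (2186), the 15-library fit (2126) and the methods' t-test unadjusted (2430), and the 14 others do not.

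For R squared at the Differentiation Stage the paper's value is 0.00184 and the value here 0.00353. Among 12 alternatives set before the data were examined, those within 1.5 times of the paper's value are limma fold changes (0.00149), leaving out the 2 farthest FSR ratios (0.00195), leaving out Differentiation Stage replicate 1 (0.00275) and leaving out Uninjected replicate 3 (0.00274), and the others are not. At the Maturation Stage the paper's value is 0.00220 and the value here 0.000537. Within 1.5 times of the paper's value lie leaving out the 2 farthest FSR ratios (0.00153), Maturation Stage replicate 3 (0.00245) or 4 (0.00254), or Uninjected replicate 1 (0.00176, where r is negative at -0.0419), and the other 8 do not.

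The paper does not list MyoG among the genes still raised at the Differentiation Stage. Here Myog was higher there by limma (log2 fold change 4.26, adjusted p = 0.00257, range over alternatives 0.000257 to 0.303, exact permutation p = 0.0571), and the methods' t-test unadjusted gives p = 0.0918. Its calls of MyoD and Myf5 at both stages match those here. The paper reports Myh3 as not different from control at the Differentiation Stage. Limma calls it higher (log2 fold change 6.01, adjusted p = 0.00395), and the methods' t-test unadjusted gives 0.124 and the authors' deposited p is 0.220. The paper's own test in Fig. 9C is a one-way ANOVA with Benjamini-Hochberg correction, which was not run here. The fall of Myh3 from the Proliferation Stage and its level at the Maturation Stage match those here. That fall passed limma narrowly (adjusted p = 0.0491), and its call was lost in 11 of 18 alternatives.

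The paper states that among the cell cycle genes only PCNA at the Differentiation Stage differed from control. Limma calls Pcna there too (adjusted p = 0.0233), and also calls Mki67 at the Proliferation Stage (adjusted p = 0.0345, range over alternatives 0.00602 to 0.433, 0.218 by the methods' t-test unadjusted) and the Differentiation Stage (adjusted p = 0.00231, range over alternatives 0.000416 to 0.121). The paper reports titin as lower at the Differentiation Stage. Here the log2 fold change of Ttn was -0.80 (adjusted p = 0.0683, exact permutation p = 0.0571), and the methods' t-test unadjusted (p = 0.0358) and leaving out Differentiation Stage replicate 1 (adjusted p = 0.0150, range over alternatives 0.0150 to 0.223) call it. The paper's own test of titin in Fig. 10A, a one-way ANOVA with Benjamini-Hochberg correction, was not run here.

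The paper reports Myoz1, Myoz3, Tnni2 and DMD as raised in the later stages. Against the Uninjected group none of them was higher by limma at an adjusted p under 0.05, with log2 fold changes of 0.09, 0.41, 0.20 and -0.17 at the Maturation Stage, and Dmd was lower at the Differentiation Stage (-0.65 at adjusted p = 0.0478, range over alternatives 0.0150 to 0.176). Against the Proliferation Stage all 4 were higher at the Maturation Stage.

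The sentences of the paper on Fig. 7 speak of FSR, while the tallies they give are those of FPKM, as the legend title of that figure says. In the deposited tables the Proliferation Stage FSR of Myofibril proteins lay above control in 13 and below in 5. The paper calls Cytoplasm at the Differentiation Stage and Myofibril at the Maturation Stage significant. The exact binomial p here is 0.134 and 0.167 before adjustment, and on the deposited tallies it is 0.0931 and 0.0963 against the authors' deposited 0.0347 and 0.0309. The paper lists DNA replication among the processes lowered at the Maturation Stage. Here that list had a median of 0.18 (camera adjusted p = 0.268). The branched-chain amino acid catabolism list had a median of -0.19 with no gene called (camera adjusted p = 0.0117, adjusted p = 0.626 with an estimated correlation). The paper ranks the Proliferation Stage first by genes changed. Here it called 3841 genes and the Differentiation Stage 3835, with more genes lower in the Differentiation Stage (1626 against 1192).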

Other observations

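Some endothelial genes were lower in the Proliferation Stage and some higher in the Differentiation Stage. At the Proliferation Stage the water channel gene Aqp1 was at 62.8 ± 45.9 FPKM against 220.2 ± 57.7 and the junction gene Cdh5 at 18.4 ± 2.96 against 37.6 ± 10.6. At the Differentiation Stage the capillary gene Plvap was at 37.2 ± 6.10 against 11.1 ± 1.01 and the regulator Sox18 at 36.9 ± 10.5 against 12.6 ± 5.24, while Aqp1 was lower (-1.24 at adjusted p = 0.0173). The list counted 1 higher and 8 lower of 23, 2 and 10 adjusted over the list alone, median -0.58, adjusted p = 0.00110, adjusted p = 0.411 with an estimated correlation at the Proliferation Stage, 11 higher and 2 lower of 23, 13 and 2 adjusted over the list alone, median 0.58, adjusted p = 0.00493, adjusted p = 0.532 with an estimated correlation at the Differentiation Stage and 0 higher and 0 lower of 23, 2 and 0 adjusted over the list alone, median 0.23, adjusted p = 0.0180, adjusted p = 0.659 with an estimated correlation at the Maturation Stage. From the Proliferation to the Differentiation Stage 13 of 23 genes were higher and 0 lower by limma, with a median of 1.17. Of the list's 23 genes 12 reach 10 FPKM in uninjected muscle. The slow calsequestrin gene Casq2 was higher in the Proliferation Stage, at 207 ± 77.3 FPKM against 16.4 ± 10.8, as was the slow calcium pump gene Atp2a2, at 102 ± 46.0 against 6.31 ± 2.40.

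Some ribosomal protein genes were higher than in the Uninjected group in the Proliferation and Differentiation Stages, with Rpl19 at 277 ± 23.9 FPKM in the Proliferation Stage against 112 ± 32.5. Compared directly, 0 of 75 were higher and 4 lower in the Differentiation than in the Proliferation Stage, with a median of -0.51. The list counted 38 higher and 0 lower of 73, 53 and 0 adjusted over the list alone, median 0.94, adjusted p = 3.95e-11, adjusted p = 0.563 with an estimated correlation at the Proliferation Stage (51 higher after median-ratio scaling and 62 after quantile normalization), 10 higher and 0 lower of 74, 2 and 0 adjusted over the list alone, median 0.48, adjusted p = 1.90e-05, adjusted p = 0.621 with an estimated correlation at the Differentiation Stage (23 and 38) and 0 higher and 0 lower of 73, 0 and 0 adjusted over the list alone, median 0.02, adjusted p = 0.738 at the Maturation Stage. Red blood cell genes were lower in the Differentiation Stage, with Hbb-bs at 9.90 ± 1.66 FPKM against 34.4 ± 11.8 (0 higher and 5 lower of 6, 0 and 6 adjusted over the list alone, median -1.64, adjusted p = 0.00162, adjusted p = 0.524 with an estimated correlation, with 3 lower after median-ratio scaling and 4 after quantile normalization), and counted 0 higher and 0 lower of 7, 0 and 0 adjusted over the list alone, median -0.39, adjusted p = 0.111 at the Proliferation Stage. Heat shock genes counted 8 higher and 2 lower of 25, 9 and 2 adjusted over the list alone, median 0.87, adjusted p = 0.0804 and, in the Differentiation Stage, 9 higher and 1 lower of 25, 9 and 1 adjusted over the list alone, median 0.50, adjusted p = 0.0456, adjusted p = 0.524 with an estimated correlation. Lysosome genes in the Differentiation Stage counted 16 higher and 3 lower of 29, 18 and 4 adjusted over the list alone, median 0.73, adjusted p = 0.00158, adjusted p = 0.556 with an estimated correlation, antigen presentation 7 higher and 0 lower of 10, 7 and 0 adjusted over the list alone, median 2.97, adjusted p = 5.72e-05, adjusted p = 0.524 with an estimated correlation, cytokines 12 higher and 0 lower of 19, 16 and 0 adjusted over the list alone, median 2.15, adjusted p = 4.25e-06, adjusted p = 0.524 with an estimated correlation and complement 8 higher and 1 lower of 16, 9 and 1 adjusted over the list alone, median 1.17, adjusted p = 0.00784, adjusted p = 0.532 with an estimated correlation. For T, NK and B cells it was 1 higher and 0 lower of 5, 4 and 0 adjusted over the list alone, median 1.26, adjusted p = 0.142, and 3 neutrophil genes at the Proliferation Stage gave 2 higher and 0 lower of 3, 2 and 1 adjusted over the list alone, median 1.84, adjusted p = 0.483.

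Other lists did not pass camera at the Proliferation or Differentiation Stage, for which the values follow in this order. Ribosome biogenesis gave 3 higher and 1 lower of 30, 1 and 0 adjusted over the list alone, median 0.08, adjusted p = 0.944 and 1 higher and 3 lower of 30, 1 and 0 adjusted over the list alone, median -0.05, adjusted p = 0.386, where the latter median was 0.04 after median-ratio scaling. Tendon genes gave 3 higher and 2 lower of 11, 4 and 2 adjusted over the list alone, median 0.89, adjusted p = 0.326 and 3 higher and 0 lower of 11, 3 and 0 adjusted over the list alone, median 1.15, adjusted p = 0.142. Smooth muscle genes gave 2 higher and 3 lower of 14, 3 and 3 adjusted over the list alone, median 0.01, adjusted p = 0.693, with the test in the direction opposite to the median, and 2 higher and 2 lower of 14, 3 and 2 adjusted over the list alone, median 0.34, adjusted p = 0.558. The actin gene Acta2 was at 197 ± 81.5 FPKM against 31.2 ± 4.70. Schwann cell genes gave 1 higher and 0 lower of 10, 0 and 0 adjusted over the list alone, median -0.15, adjusted p = 0.816 and 1 higher and 0 lower of 12, 0 and 0 adjusted over the list alone, median 0.00, adjusted p = 0.686, where the median was 0.08 after median-ratio scaling and -0.36 after quantile normalization, and at the Maturation Stage 0 higher and 0 lower of 9, 0 and 0 adjusted over the list alone, median -0.49, adjusted p = 0.0202, adjusted p = 0.585 with an estimated correlation. Adipocyte genes gave 0 higher and 0 lower of 8, 0 and 0 adjusted over the list alone, median -0.71, adjusted p = 0.197 and 0 higher and 2 lower of 7, 0 and 2 adjusted over the list alone, median -1.08, adjusted p = 0.113. Immediate early genes, a sign of dissociation, gave 3 higher and 3 lower of 18, 3 and 3 adjusted over the list alone, median 0.32, adjusted p = 0.816 and 7 higher and 3 lower of 19, 8 and 3 adjusted over the list alone, median 0.76, adjusted p = 0.196. Oxidative stress genes gave 5 higher and 3 lower of 19, 5 and 3 adjusted over the list alone, median -0.07, adjusted p = 0.816, with 1 lower and a median of 0.01 after median-ratio scaling and 3 higher and 2 lower after quantile normalization, and 5 higher and 4 lower of 19, 5 and 7 adjusted over the list alone, median -0.52, adjusted p = 0.252. Sex-linked genes gave 0 higher and 1 lower of 4, 0 and 1 adjusted over the list alone, median -0.30, adjusted p = 0.197 and 0 higher and 0 lower of 4, 0 and 0 adjusted over the list alone, median -0.19, adjusted p = 0.356. At the Maturation Stage the satellite cell list gave 0 higher and 0 lower of 13, 0 and 0 adjusted over the list alone, median 0.10, adjusted p = 0.291, the neuromuscular junction 0 higher and 0 lower of 14, 2 and 1 adjusted over the list alone, median 0.23, adjusted p = 0.135, the dystrophin complex 0 higher and 0 lower of 15, 0 and 0 adjusted over the list alone, median 0.11, adjusted p = 0.414, the lysosome 0 higher and 0 lower of 29, 3 and 0 adjusted over the list alone, median 0.11, adjusted p = 0.135, interferon response 0 higher and 0 lower of 17, 0 and 0 adjusted over the list alone, median 0.17, adjusted p = 0.435 and fibro-adipogenic progenitors 0 higher and 0 lower of 16, 3 and 0 adjusted over the list alone, median 0.25, adjusted p = 0.126. Further lists of that stage were ribosome biogenesis (0 higher and 0 lower of 30, 0 and 0 adjusted over the list alone, median -0.12, adjusted p = 0.126), cytokines (0 higher and 0 lower of 10, 1 and 0 adjusted over the list alone, median 0.21, adjusted p = 0.592), complement (0 higher and 0 lower of 12, 3 and 0 adjusted over the list alone, median 0.34, adjusted p = 0.126), smooth muscle (0 higher and 0 lower of 14, 0 and 0 adjusted over the list alone, median -0.05, adjusted p = 0.900), adipocytes (0 higher and 0 lower of 7, 0 and 0 adjusted over the list alone, median -0.15, adjusted p = 0.985, with the test in the other direction) and red blood cells (0 higher and 0 lower of 7, 0 and 0 adjusted over the list alone, median -0.33, adjusted p = 0.284). Immediate early genes there were 0 higher and 0 lower of 17, 1 and 1 adjusted over the list alone, median 0.13, adjusted p = 0.978, heat shock genes 0 higher and 0 lower of 25, 0 and 0 adjusted over the list alone, median 0.00, adjusted p = 0.978, oxidative stress genes 0 higher and 0 lower of 19, 2 and 1 adjusted over the list alone, median -0.10, adjusted p = 0.846 and sex-linked genes 0 higher and 0 lower of 4, 0 and 0 adjusted over the list alone, median 0.00, adjusted p = 0.978. The neutrophil list and the list of T, NK and B cells had 1 tested gene each at that stage, and no neutrophil gene was tested at the Differentiation Stage. The lists of cell types were read in libraries for which depletion of CD45-positive cells is not given, although the paper describes it for the protein, mitochondria and DNA aliquots.

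Fold changes of the Proliferation and Maturation Stages correlated with r = 0.496 and those of the Differentiation and Maturation Stages with r = 0.631. In 50 simulations of unchanged stages that share simulated controls, the means were 0.571 and 0.570 (highest 0.589 and 0.595). Those simulations gave every group the same spread per gene, while the real groups differ in spread. The covariances were 0.253 and 0.266, where the highest of the simulations were 0.0886 and 0.0895.

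The test of the deposited p-values of the cluster tallies was chosen after the result was seen. In 15 of 15 clusters the deposited p equals 2 times the chance of a tally more extreme than the observed, which may mean that the observed tally was left out of the tail. The prediction of the other test was written before its result was seen. FPKM totals differ between libraries, and the divisor behind the FPKM values departs by at most 1.67% from a fixed multiple of a median-ratio size factor, while its ratio to the fragment total runs from 0.773 to 1.72. This is consistent with a divisor that is such a size factor and not a read total.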
